# Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse

**DOI:** 10.1371/journal.pgen.1012200

**Published:** 2026-06-24

**Authors:** İsmail Küçükaylak, Kai Halwas, Francisco Javier Martínez Morcillo, Nils Reiche, Manuel Metzger, Petra Comelli, Birgit Voigt, Jürgen Brinckmann, Sabine Eming, Matthias Hammerschmidt

## Abstract

Adult zebrafish have the ability to perfectly regenerate their skin after injury without leaving a scar behind. Yet, they intermediately form a collagen-rich granulation tissue that later fully regresses. In contrast, adult mammals lose this ability, resulting in persistent tissue fibrosis and scarring. We performed single-cell RNA sequencing and first HCR-based spatial transcriptomics to characterize the dynamics and heterogeneity of involved cell types during different stages of zebrafish cutaneous wound healing, focusing on macrophages and fibroblasts. Macrophage subclusters display pro-inflammatory and/or anti-inflammatory/pro-repair characteristics, and fibroblast subclusters characteristics of extracellular matrix formation and degradation, which largely co-exist during all stages of wound healing. Some wound-specific cells have a signature similar to that of myofibroblasts implicated in fibrotic healing in mammals. However, in contrast to mammalian myofibroblasts, they lack collagen expression, suggesting that they might only share the beneficial, but not the detrimental roles of their mammalian counterparts. Strikingly, zebrafish fibroblasts, in addition to expressing anti-fibrotic genes, express multiple genes with described pro-fibrotic effects in mammalian models. One of them is *plod2*, which encodes lysylhydroxylase 2. In cutaneous mouse wounds, *Plod2* is induced in fibroblasts by the macrophage-released Resistin-like molecule RELMα encoded by the *Retlna* gene, promoting the formation of DHLNL collagen crosslinks and thereby less resolvable fibrotic tissue. *retln* genes are absent from the zebrafish genome; nevertheless, *plod2* expression is initiated in zebrafish dermal fibroblasts upon wounding, in this case via TGFβ signaling, accompanied by increased collagen DHLNL crosslinking. Yet, both transgenic overexpression and genetic knock-out of *plod2* do not interfere with granulation tissue formation and regression, pointing to additional pathways assuring the resolution of temporary fibrosis in zebrafish skin wounds even in the presence of strong collagen crosslinking.

## Author summary

Wounds of humans and other mammals usually leave a scar behind, which can be both a cosmetic and a medical burden. These scars consist of fibrotic collagen-rich connective tissue that is formed by fibroblasts instructed accordingly by immune cells. In contrast, wounds of lower vertebrates like zebrafish can heal perfectly, without any scars. Even though their wounds temporarily form similar fibrotic tissue, it later disappears completely.

To understand what allows zebrafish to heal this way, we analyzed individual cells from their wounds at different healing stages. We were surprised to find that zebrafish still activate many of the same “fibrosis-promoting” genes seen in mammals. We looked closely at one of these, an enzyme called Lysylhydroxylase 2 (LH2) that is made by fibroblasts and strengthens collagen fibers. In mammals, LH2 expression is triggered by particular signals from immune cells, while in fish, the genes encoding these signals are missing. Yet, zebrafish use a different signal (TGFβ) to induce LH2 production and the same type of collagen fiber strengthening. Nevertheless, their tissue still returns to normal, even when excessive LH2 is supplied. Our findings suggest that zebrafish have natural ways to reverse fibrosis and restore healthy skin, offering clues that could help to reduce or even prevent scarring in humans.

## Introduction

Regeneration is defined by the almost perfect restoration of the lost or injured structure while repair is defined by an inflammatory response, connective tissue and finally scar formation, which is also observed in adult mammalian skin wound healing [1]. The healing of wounded skin upon injury is critical and skin integrity should be restored again swiftly since it constitutes the barrier to the outside world. Interestingly, adult zebrafish are able to fully regenerate their skin upon external insults, whereas mammalian scar-free regeneration is lost during embryogenesis [2–4]. Therefore, it is important to understand the mechanisms underlying this process in order to treat wound healing-related diseases properly.

The injury response initiates the formation of a new stroma underneath the neo-epidermis called the granulation tissue, where fibroblasts, innate immune cells and blood vessels invade the wounded area [5]. Macrophages, one of the main players during cutaneous wound healing, have essential roles by determining regeneration or scar tissue formation. Shortly after injury, tissue-resident macrophages are complemented by inflammatory monocytes that enter the damaged tissue to give rise to macrophages which clear cell debris and damaged extracellular matrix (ECM), while attracting other immune cells through the secretion of pro-inflammatory cytokines such as tumor necrosis factor α (TNF-α) and interleukin-1 (IL-1β). Later, they also play a critical role in resolving inflammation and to promote ECM tissue reconstruction, cell proliferation, and angiogenesis. These later macrophages are characterized by the secretion of anti-inflammatory factors such as IL-10 and factors like transforming growth factor β (TGFβ) that promote tissue repair [6–8]. These early and late functions are most likely carried out by distinct macrophage subpopulations [9,10], with an underlying macrophage plasticity and heterogeneity that turned out as much more complex than the initial concept of early pro-inflammatory, classically activated M1 macrophages and late alternatively activated M2 macrophages reducing inflammation and promoting tissue repair [11–13].

Similar to macrophages, fibroblasts of the granulation tissue of mammalian wounds have been reported to stem from different sources [14–17]. Fibroblasts residing in the adjacent dermis proliferate and migrate into the wound bed. Furthermore, monocytes entering the wound from the blood can differentiate into fibroblast-like cells called fibrocytes [18] – as also present in lesions associated with multiple fibrosing diseases [19,20]. Within the granulation tissue, dermal fibroblasts are stimulated by growth factors like TGFβ-1 and mechanical stress to synthesize and secrete collagens, which are the main constituents of the wound ECM, as well as other ECM molecules such as fibronectin, proteoglycans, glycosaminoglycans and hyaluronic acid [21]. Some fibroblasts are further stimulated to differentiate into myofibroblasts that in addition to ECM production form intracellular stress fibers and muscle proteins in order to establish tissue contraction [22]. The differentiation of fibroblasts to myofibroblasts during mammalian wound healing has also been described as a key feature of fibrosis; while they are beneficial for physiological tissue remodeling, they have adverse effects when becoming excessive, such as during hypertrophic scarring of wounded tissue [22,23]. However, not all, but particular fibroblast lineages/ subclusters of the granulation tissue are supposed to develop such adverse features [17,24–28], dependent on corresponding inflammatory priming which dictates on regenerative versus fibrotic repair [15,29].

The general consequence of fibrosis is an aberrant accumulation of ECM components and the loss of a normal tissue architecture [30–32]. In mammalian wounds, fibrosis denotes persistent excessive scar tissue, whereas in zebrafish wounds, cutaneous fibrosis is only transient and the original tissue structure is fully restored. An important factor contributing to collagen stability/persistence within the granulation tissue is the mode of collagen crosslinking via lysine residues that are already accordingly modified within the ER of fibroblasts. Lysylhydroxylase 2 (LH2) encoded by the *PLOD2* gene specifically hydroxylates lysine residues in the telopeptides of collagens. Two of such hydroxylysine residues – after subsequent lysyloxidase (LOX)-mediated oxidation of the amino group of one of them to an aldehyde group – can form divalent dihydroxy lysinonorleucine (DHLNL) crosslinks that can spontaneously and irreversibly condensate further to trivalent ring-shaped (desoxy)-pyridinoline crosslinks [33–36]. DHLNL crosslinks and their pyridinoline derivatives are supposed to make collagen fibers less susceptible to degradation and are a typical feature of mechanically stiff tissues such as bone and cartilage, whereas soft connective tissues such as normal skin are characterized by LH2-independent, lysine aldehyde-derived collagen crosslinks (hydroxylysinonorleucine, HLNL) [37,38]. Mouse skin wounds, on the other side, have been reported to display increased LH2 levels as well as increased DHLNL collagen cross-linking, while an alleviation of wound LH2 levels by genetic ablation of RELMα, a fibroblast-stimulating factor made by wound macrophages, reduced DHLNL levels as well as scarring [39]. Together, this points to an essential pro-fibrotic effect of LH2 during the scarring of mammalian skin wounds.

Here, we have investigated the cellular and molecular dynamics involved in scar-free cutaneous wound healing in adult zebrafish. We have formerly shown that full-thickness wounds in the skin of adult zebrafish introduced by a dermatology laser removing the epidermis, dermis, scales and subcutaneous adipocytes, fully close again within 10 hours after wounding. This closure is purely driven by morphogenetic movements within the epidermis, with keratinocytes starting to re-epithelialize the injured area even before innate immune cells have entered the wound bed [4,40]. However, inflammation by neutrophils and macrophages is required for the later recruitment of fibroblasts and the formation of a collagen-rich granulation tissue underneath the neo-epidermis [4]. We further showed that wound inflammation is maximal at two days post wounding (dpw), when granulation tissue starts to form, that granulation tissue is maximal at 4 dpw, and that granulation tissue is almost completely resolved at 8 dpw, coinciding with the regeneration of the subcutaneous adipose tissue and followed by the regeneration of skin appendages like scales [4], in sum constituting perfect and scar-free skin healing with only temporary fibrosis.

Utilizing scRNA sequencing, we have now compared the cellular compositions of unwounded skin and skin wounds of different stages of healing, as well as the transcriptional signatures of the different cell types, with particular focus on the roles and potential interactions of macrophages and fibroblasts. Our findings highlight the heterogeneity within the different cell types, with zebrafish dermal fibroblast subclusters actually expressing multiple genes associated with fibrosis in mammalian systems, including *plod2*, but also genes with no annotated function yet. Interestingly, neither gain nor loss of function of *plod2* altered the regenerative ability of zebrafish, suggesting that alternative factors are involved that make the difference to scarring in mammals. Collectively, our data set the base for systematic comparative analysis between perfectly regenerating and imperfectly healing model organisms as a promising approach to identify new factors that determine the quality of the reparative outcome.

## Results

### scRNA-seq-based identification and quantification of different cell types during different stages of cutaneous wound healing in adult zebrafish

To better understand the cellular dynamics underlying the reversible fibrosis that occurs during scar-free wound healing in adult zebrafish, we performed comparative single-cell RNA-sequencing (scRNA-seq) of skin biopsies from unwounded skin and from skin wounds at 2 dpw, when granulation tissue has started to form, at 4 dpw, when granulation tissue size peaks and at 6 dpw, when granulation tissue regresses (Fig 1A-1F). scRNA-seq analysis and Uniform Manifold Approximation and Projection (UMAP) representation of all time points integrated revealed the different major cell types present during zebrafish cutaneous wound healing (Figs 1G and S1). 

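Each of the 4 conditions is 1 library, made from the pooled cells of 3 adult fish. Unwounded skin was scraped off, whereas wounds were taken out with a biopsy punch of 4 mm, so the way of sampling changed together with wounding. The paper's methods give wounds of 3 mm in diameter and the deposited labels give 2 mm. For each called cell the authors deposited the count of unique molecular identifiers (UMIs) per gene, without normalization, for 25432 genes with Ensembl IDs. The files held 7320, 9686, 8904 and 10329 cells in unwounded skin and at 2, 4 and 6 dpw. With the authors' limits (500 to 30000 UMIs, 200 to 4500 genes, below 25% mitochondrial UMIs), 5802, 7754, 7315 and 8314 cells were kept, with 43307637, 56645346, 53270696 and 56867519 UMIs and a median of 4120, 4042.5, 4190 and 3979 UMIs and 1159, 1178, 1146 and 1084 genes per cell.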

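The libraries were normalized with SCTransform, integrated on 3442 variable genes and clustered on 17 dimensions at resolution 1, which gave 38 clusters. None of the 106 genes whose expression the results describe took part in the clustering, and fixed marker genes of each cell type named the clusters. Names end in "-like" here because they rest on transcripts only. Expression is given in CPM, the summed UMIs of a gene scaled to the summed UMIs of a class. Shares of cells with a transcript were taken after every cell was thinned to 500 UMIs, which left out no cell, unless a passage says otherwise. Intervals in brackets are exact 95% intervals covering counting error only, because 1 library per condition leaves no variation between fish to test. Scrublet marked 0, 1, 1 and 1 cells as doublets, too few for the method to have worked, and no doublets were removed.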

The top 10 differentially enriched genes in the specific clusters were used to identify the cell types at the four investigated time points (S2 Fig). 

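Keratinocyte-like cells made up 39.3%, 20.0%, 18.6% and 32.2% of the cells in unwounded skin and at 2, 4 and 6 dpw, and fibroblast-like cells 12.6%, 7.20%, 17.3% and 19.3%. Unnamed clusters held 7.95%, 19.4%, 18.0% and 11.5%. The naming rule gave the clusters of this last group no class.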

The majority of the wound cells were comprised of keratinocytes, fibroblasts and immune cells. In line with former histological data [4], scRNA-seq revealed a significant increase in numbers of wound macrophages (5.6 fold) and neutrophils (8.4 fold) at 2 dpw compared to unwounded skin, with numbers progressively dropping again at 4 dpw and 6 dpw, although remaining higher than in unwounded skin (Fig 1H). In contrast, fibroblasts only started to display increased numbers compared to unwounded skin at 4 dpw, and numbers remained comparably high even at 6 dpw (Fig 1H), when the size of the granulation tissue has dropped back to its size at 2 dpw (Fig 1F). 

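Macrophage-like cells numbered 231, 1323, 690 and 310 in unwounded skin and at 2, 4 and 6 dpw, and neutrophil-like cells 55, 461, 176 and 70. Against unwounded skin the cell numbers at 2, 4 and 6 dpw changed 5.73, 2.99 and 1.34-fold and 8.38, 3.20 and 1.27-fold. Because the wounded libraries hold more cells, shares of each library were compared as well: 3.98%, 17.1%, 9.43% and 3.73% for macrophage-like cells, with ratios to unwounded skin of 4.29 (3.72 to 4.95), 2.37 (2.04 to 2.76) and 0.937 (0.787 to 1.12), and 0.948%, 5.95%, 2.41% and 0.842% for neutrophil-like cells, with ratios of 6.27 (4.73 to 8.45), 2.54 (1.87 to 3.50) and 0.888 (0.615 to 1.29). Several clusters stayed unnamed, some of them by rules set after the clusters had been seen. Over the same 4 libraries, cluster 13, a shallow cluster with 3 of the 9 macrophage markers, held 0.500%, 7.05%, 3.20% and 0.974% of the cells. Counting it as macrophage-like, also chosen after seeing the data, moved the macrophage-like ratio at 2 dpw most, to 5.38, and that at 6 dpw to 1.05 (0.895 to 1.23). Naming each cell by its own marker count gave 4.93 at 2 dpw. Among other unnamed clusters, cluster 10 held 2.09%, 5.67%, 3.62% and 2.56% and cluster 16 1.83%, 2.28%, 3.90% and 2.55%. Cluster 20 held 1.29%, 1.52%, 3.46% and 3.16% and cluster 37 0.224%, 0.555%, 0.260% and 0.0361%.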

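Counted over the whole library, fibroblast-like cells numbered 731, 558, 1267 and 1603 in unwounded skin and at 2, 4 and 6 dpw, or 0.763, 1.73 and 2.19 times the unwounded number at the 3 wound stages. As shares, the ratios to unwounded skin were 0.571 (0.511 to 0.639), 1.37 (1.25 to 1.51) and 1.53 (1.40 to 1.67).

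**Figure D1:**
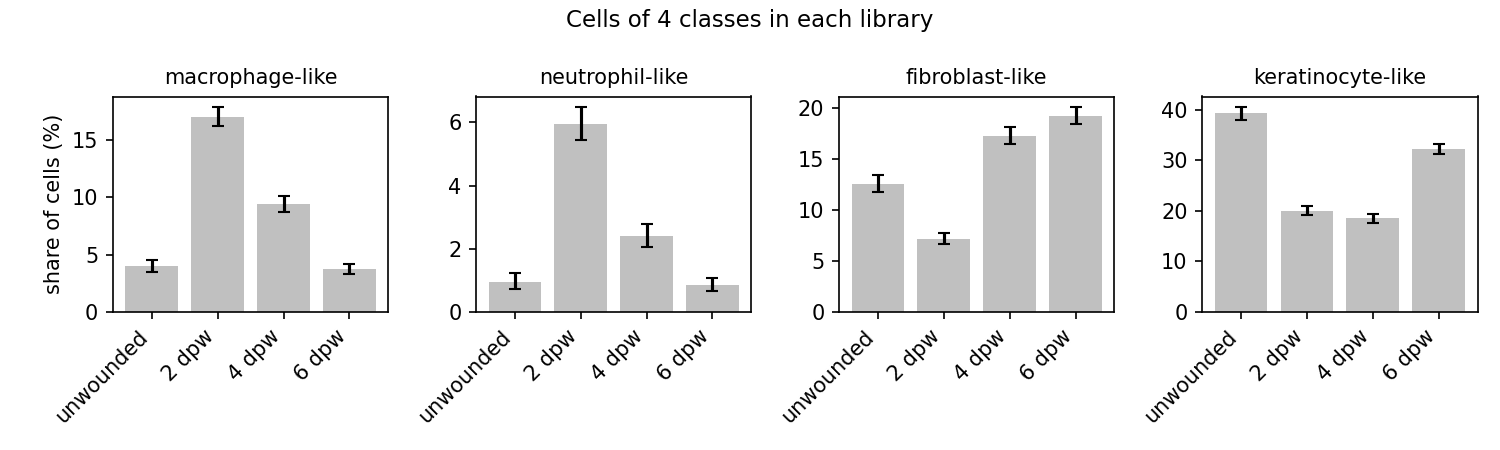
Share of the cells of each library (vertical axis) in the macrophage-like, neutrophil-like, fibroblast-like and keratinocyte-like classes (panels) against condition (horizontal axis). Error bars show exact 95% intervals, which cover counting error only. Macrophage-like cells peak at 2 dpw at 17.1%, and fibroblast-like cells reach 19.3% at 6 dpw.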

We can only speculate about the reasons for the latter. However, according to our former *col1a2* in situ hybridizations [4] and TUNEL-stainings [41], fibroblasts are primarily lost from the regressing granulation via emigration, rather than cell death - and such wound-adjacent emigrating fibroblasts might still have been contained in our scRNA-seq samples.

**Fig 1:**
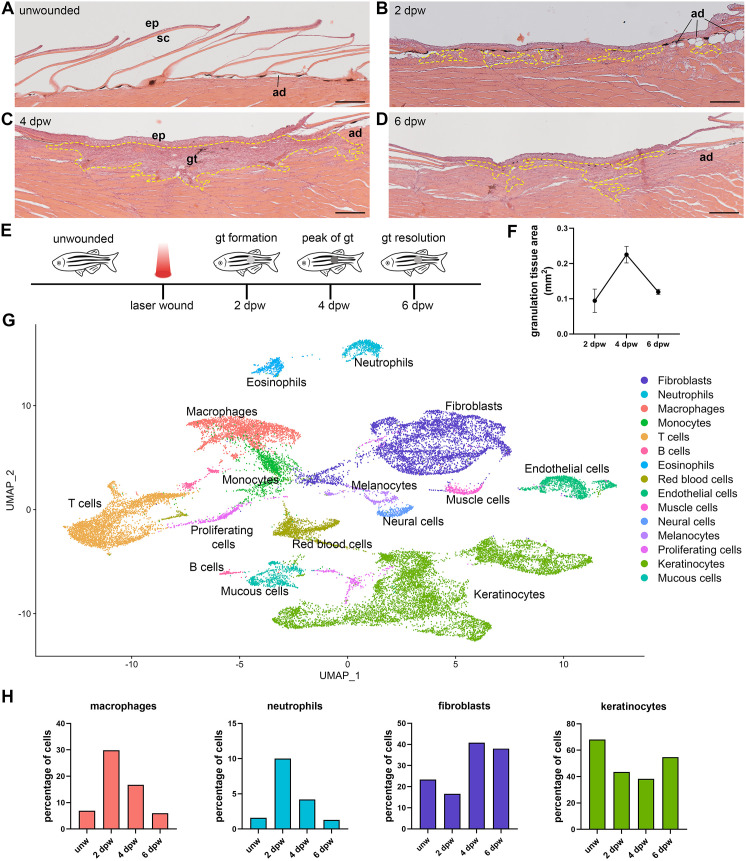
Single cell transcriptome analysis reveals the cellular composition of zebrafish cutaneous wounds. **(A-D)** Hematoxylin and eosin (H&E) staining of longitudinal skin sections showing the formation of granulation tissue (gt) beneath the wound, which reaches the maximum size in volume at 4 days post wounding (dpw) and then regresses (yellow dashed lines mark the granulation tissue). **(E)** Cartoon for the experimental design. Unwounded skin tissue and biopsies of wounds from 2, 4 and 6 dpw were collected for single cell RNA sequencing. **(F)** Quantification of granulation tissues at 2, 4 and 6 hpf, as shown in panels **(A-D)**. See also Fig 2j of Ref. [4]. **(G)** UMAP representation of single cell RNA sequencing data after integration of four datasets and cell clustering results. **(H)** Percentages of macrophages, neutrophils, fibroblasts and keratinocytes relative to the total numbers of the four cell types across the time points according to single cell RNA sequencing data set. Numerical values for panels F and H can be found in S2 Data. Scale bars: A-D = 200 µm. ep: ad: adipocytes; ep: epidermis; gt: granulation tissue; sc: scale.

### Cellular heterogeneity of wound macrophages

Data obtained for cutaneous wounds in mouse [9,10,24,42–44] as well as wounds of other tissues in zebrafish [45–49] point to a large degree of cellular heterogeneity among both macrophages and fibroblasts. We therefore next analyzed macrophage and fibroblast clusters of our zebrafish skin wounds in more detail. For macrophages, we identified seven different subclusters (Figs 2A and S3). Subclusters 0–5 were present at all four investigated stages, including unwounded skin. In contrast, subcluster 6 was wound-specific, but only found with comparably low cell numbers at 2 dpw and 4 dpw, suggesting that it might play a minor executive role during granulation tissue dynamics (Fig 2B).

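Macrophage-like cells were clustered again on 2969 variable genes, 21 dimensions and resolution 0.2, which gave 6 subclusters (0 to 5) of 1061, 664, 470, 230, 90 and 39 cells. They are numbered by size, and their numbers are not those of the study. The genes named in the results took no part in this clustering. Subclusters 2 and 4 carry no cell type name of their own, because the fixed T cell markers cd8a and cd4-1 were among the 10 leading genes of the first and the fibroblast marker dpt among those of the second. In tests added after these genes were seen, T cell markers were found after thinning in 33.6% of the cells of subcluster 2, against 18.2% of the others, and macrophage markers in 97.2%, against 87.9%. Because cells of a changed state gather in clusters of their own, sizes were compared only in a clustering without the genes that differ over 2-fold between libraries. It gave 4 subclusters, all found in all libraries, of which number 3 held 0.866%, 10.6%, 1.45% and 2.58% of the macrophage-like cells in unwounded skin and at 2, 4 and 6 dpw. Of its 160 cells, 87.5% came from 2 dpw, so it may be a feature of that 1 library. With 4 groups in place of 6, this clustering does not decide whether any of the 6 is absent from unwounded skin. Among the 6, subcluster 5 held 0, 20, 18 and 1 cells in unwounded skin and at 2, 4 and 6 dpw, and each of the others had cells in all libraries. Genes that differ between libraries took part in forming these groups. Unwounded skin gave only 231 macrophage-like cells, so a group as small as subcluster 5 could be missed there.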

**Fig 2:**
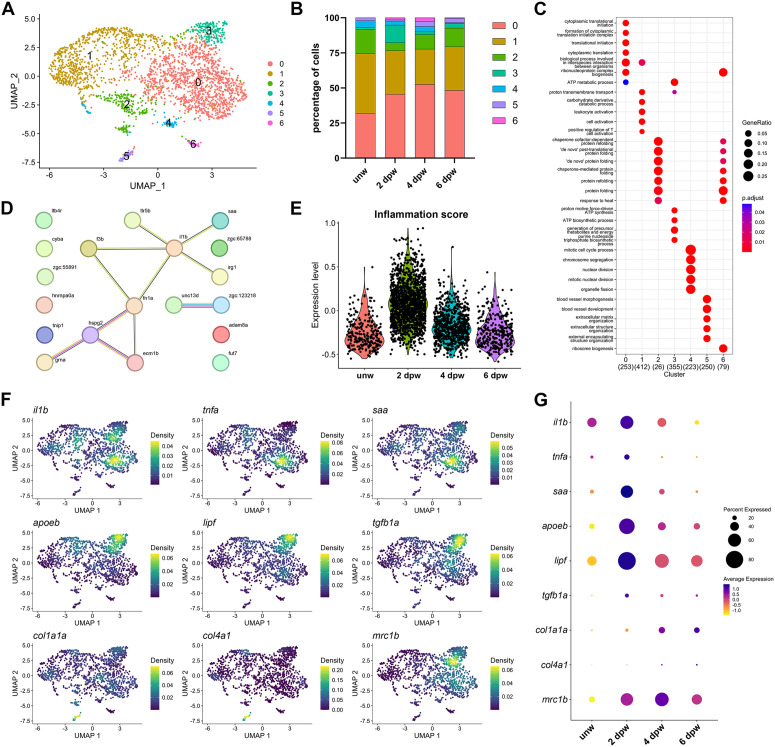
Characterization of distinct macrophage subpopulations. **(A)** UMAP representation of macrophage subclusters of four datasets. **(B)** Percentage of macrophage subcluster numbers across the time points. Numerical values for panel B can be found in S2 Data. **(C)** Gene ontology (GO) analysis of biological processes of macrophage subclusters at 2 days post wounding (dpw). The GeneRatios, indicated by the diameter of dots, represent the proportion of input genes associated with a given GO term, calculated as the number of genes annotated to the term divided by the total number of input genes used in the analysis; colors represent the significance of the enrichment (p.adjust). **(D)** STRING analysis [128] of genes up-regulated in macrophages at 2 dpw in comparison with unwounded samples, yielding the shown pathway “GO:0006954-Inflammatory response”. **(E)** Violin plot of inflammation scores of macrophages in unwounded skin and at 2 dpw, 4 dpw and 6 dpw, calculated via module scoring using Seurat’s AddModuleScore function with the genes shown in panel **D. (F)** UMAP and density plot of the expression of some selected genes at 2 dpw for pro- and anti-inflammatory phenotypes of macrophages. **(G)** Dot plot showing the expression level of selected genes from different macrophage subclusters across the time points. Circle size represents the percentage of all macrophages expressing the genes and the color represents the average abundance of gene transcripts within the positive macrophages at the indicated stage relative to the other three stages (blue/ + 1 = stage with highest average expression; yellow/-1 = stage with lowest average expression).

The different subclusters were further characterized via gene ontology (GO) enrichment analyses (Fig 2C), based on significantly upregulated genes (S3 Fig), by comparing the expression levels of genes (even if they were not among the top 10) with formerly reported pro-inflammatory, anti-inflammatory and/or tissue repair functions (S4 Fig). In addition, we performed first studies of their spatial distribution within the wound, applying either imaging with transgenic marker lines or single and double Hybridization Chain Reaction (HCR) analyses for transcripts of selected marker genes (Fig 3). Subcluster-specific markers were selected based on their subcluster specificity, their enrichment upon wounding, their GO annotation and their mentioning in recently published characterizations of different macrophage subtypes [49–51].

**Fig 3:**
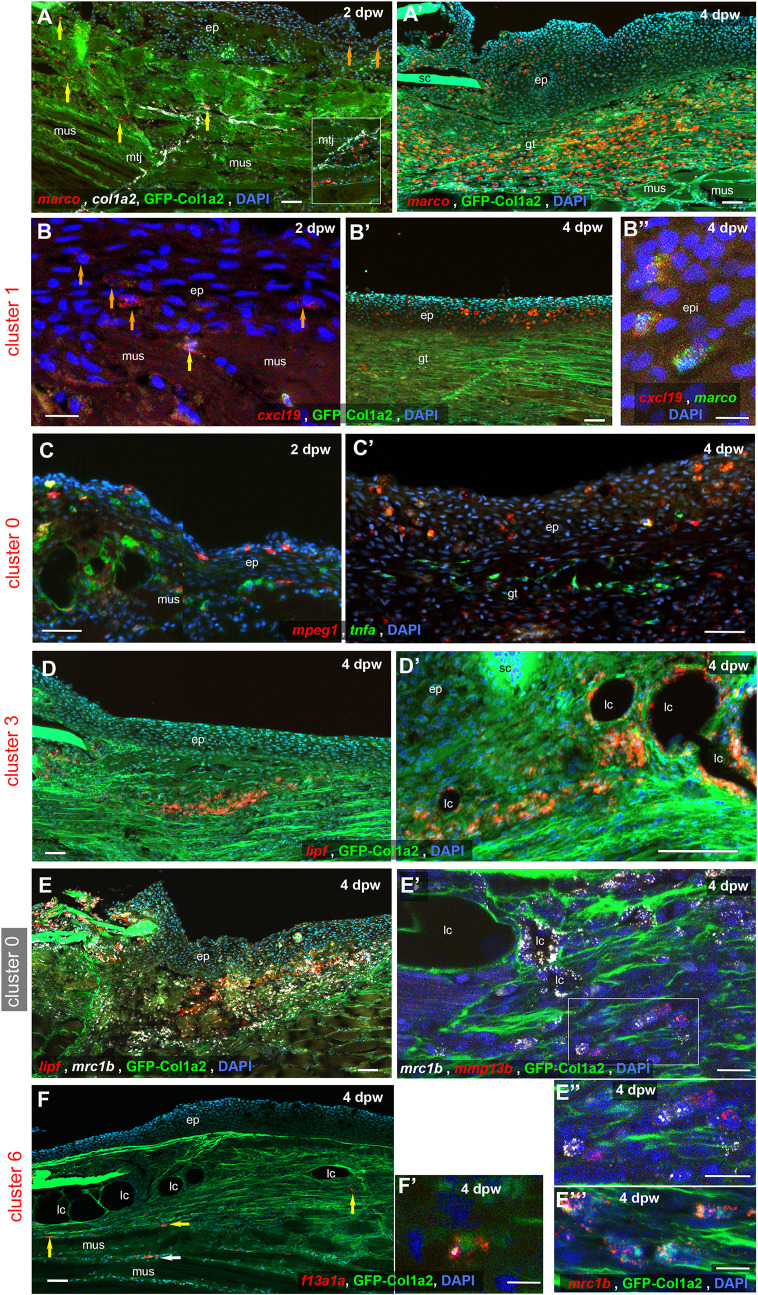
Spatial expression patterns of selected macrophage genes, relative to GFP-labelled Col1a2 protein. Sections through wounds of indicated stages (2 dpw, 4 dpw), stained via HCR with indicated probes (A,B,D,E,F) or labelling of cells with *Tg(mpeg1:mCherry)* and *Tg(tnfa:GFP)* transgenes **(C)**, counterstained with DAPI for nuclear DNA. (A,B,D,E,F) were further co-labeled for type I collagen protein N-terminally fused with GFP, encoded by the recombined *ki(col1a2:GFP-col1a2)* locus (see Materials and Methods; fish were heterozygous for the knock-in). Overviews shown in (A,A’,B’,D,F) show approximately one half of the wound, with the wound edge on the left side, and the center of the wound on the right side. In (A) and **(B)**, orange arrowheads point to positive cells in the neo-epidermis, orange arrows to positive cells in underlying regions where the granulation tissue is formed. In **(F)**, yellow arrows point to positive cells in granulation tissue regions with lower collagen densities where collagen-free lacunae are formed, the white arrow to a positive cell in the endomysium. In **(B)**, inset framed in white shows proximal continuation of shown myotendinous junction (mtj). (E”) shows magnified view of the part of E’ boxed in white. For details see text. Abbreviations: bk: basal keratinocytes; ep: epidermis; gt: granulation tissue; lc: lacuna; mtj: myotendinous junction; mus: skeletal muscle fibers; sc: scale. Scale bars: 50 μm (A,A’,B,C,D,D’,E,F), 20 μm (C,E’), 10 μm (B,”E,”E”’,F’).

HCR analyses with the broad macrophage marker *marco* (Macrophage receptor with collagenous structure) [52] (Figs 3 and S17 for UMAP) revealed that at 2 dpf, macrophages were mainly present in the neo-epidermis (which with approximately 10 cell layers is much thicker than the regular unwounded epidermis (4–5 cell layers) [4]). Underneath the neo-epidermis *marco*-positive macrophages were comparably sparse and mainly localized at the lateral edges of the wound and, together with *col1a2*-positive fibroblasts, along myotendinous junctions of the underlying skeletal muscle (Fig 3A). At 4 dpf, in contrast, high numbers of *marco*-positive macrophages were found within the granulation tissue (Fig 3A), suggesting that they, together with fibroblasts, have been recruited to the wound from adjacent tissues (skin and muscle) between 2 dpw and 4 dpw.

Inflammation of wounded skin is initially triggered by keratinocytes that upon reception of pathogens or damage-associated molecular patterns (DAMPs) release different cytokines or chemokines, including different CCL and CXCL chemokines that can attract immune cells [53,54]. Such recruited immune cells can then elicit pro-inflammatory effects themselves, attracting more immune cells and/or stimulating immune cell proliferation. 

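In re-derived macrophage-like subclusters 0 to 5, cxcl19 (ENSDARG00000102776) stood at 547, 9233, 7178, 804, 2089.9 and 36.2 CPM. Its level in subcluster 1 was 3.80 (3.76 to 3.85) times that of the other macrophage-like cells. The alternative that moved it most was subclusters made without genes differing between libraries, where a group of 769 cells had 23.1 times the level. That group is not the same as subcluster 1: its leading genes include gpnmb of subcluster 1 and si:dkey-30j10.5 of subcluster 2. All macrophage-like cells together had 6067, 3557, 4338 and 9548 CPM of cxcl19 in unwounded skin and at 2, 4 and 6 dpw. The ratio at 2 dpw was 0.586 (0.576 to 0.597), which TMM factors moved most, to 0.622. Keratinocyte-like cells had 13.8, 47.6, 14.1 and 33.6 CPM.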

According to our scRNA-seq analyses, macrophage cluster 1 was the only subcluster with a high score for GO terms “leukocyte activation” and “cell activation” (Fig 2C), and *cxcl19* was the most strongly enriched gene of this cluster, while it was hardly expressed in other macrophage subclusters or in keratinocytes (S3, S5 Figs). It encodes a chemoattractant which in other physiological contexts has been reported to signal via CXCR4 receptors [55], while CXCR4 has been shown to be involved in multiple pathological mechanisms of fibrosis [56]. Indeed, according to our scRNA-seq data, the two zebrafish homologs, *cxcr4a* and *cxcr4b* were strongly expressed in macrophages of all subclusters and in all other immune cell types (S5 Fig), while our HCR analyses showed that both at 2 dpw (Fig 3B) and 4 dpw (Fig 3B’), *cxcl19* was almost exclusively expressed by (also *marco*-positive; Fig 3B”) macrophages localized in deeper layers of the neo-epidermis. Together, this suggests that cluster 1 macrophages located in the neo-epidermis might send Cxcl19 signals to the adjacent un-damaged skin and the underlying tissues to attract other immune cells, thereby triggering further wound inflammation and granulation tissue formation.

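By subcluster 0 to 5 of the macrophage-like cells, cxcr4a (ENSDARG00000057633) stood at 15.9, 2.76, 23.3, 30.7, 33.2 and 12.1 CPM and cxcr4b (ENSDARG00000041959) at 439, 515, 873, 527, 414 and 859 CPM. In neutrophil-like cells cxcr4a had 1, 15, 2 and 0 UMIs in unwounded skin and at 2, 4 and 6 dpw, against 479, 931, 2216 and 1953 CPM for cxcr4b. Macrophage-like cells held 1327, 1363, 1255 and 1055 CPM of marco (ENSDARG00000059294) in the same order.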

Yet, genes with more established pro-inflammatory roles, such as *il1b*, *tnfa* and *saa*, encoding interleukin 1, tumor necrosis factor α, and serum amyloid A, respectively [57–61], were hardly expressed in cluster 1, but mainly in cluster 0 (Figs 2F and S5) - although in an only partially overlapping manner (S6 Fig), pointing to rather high heterogeneity even within annotated subclusters themselves (see also below). 

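Levels of il1b (ENSDARG00000098700) in macrophage-like subclusters 0 to 5 were 487, 312, 253, 231, 150.4 and 84.5 CPM, those of tnfa (ENSDARG00000009511) 81.5, 52.6, 35.8, 61.4, 19.2 and 2.41 CPM and those of saa (ENSDARG00000045999) 708, 333, 223, 281, 313 and 36.2 CPM. Over all macrophage-like cells, the ratio of 2 dpw to unwounded skin was 1.68 (1.55 to 1.83) for il1b, 1.83 (1.49 to 2.27) for tnfa and 16.2 (13.3 to 20.0) for saa. With the 1 cell per library that held most tnfa left out, its ratio was 2.405. Of 217 macrophage-like cells with il1b at 2 dpw after thinning, 21 also had tnfa (9.68%, against 3.07% of the cells without il1b), and without thinning 243 of 797.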

Imaging *tnfa*-positive cells with an established *Tg(tnfa:GFP)* transgene [62], we found them to display a different localization than *cxcl19*-expressing macrophages (see above) and co-labelled *mpeg*-expressing cells (most likely co-expressing *cxcl19*; S6 Fig). Thus, *tnfa*-positive cells largely remained below the epidermis in the forming (2 dpw) and formed granulation tissue (4 dpw) (Fig 3C), suggesting that they promote further wound inflammation primarily via signals emanating from the granulation tissue itself.

In comparison, *apoeb*, *lipf*, *tgfb1a* genes, encoding apolipoprotein E, lipase F, and transforming growth factor β1, respectively, for which rather anti-inflammatory and repair/fibrosis-stimulating roles have been reported [10,45,58,61], were mainly expressed in cluster 3 (Figs 2F and S5) - although again not in fully overlapping manner, with *tgfb1a* expressed only in a few cells, but *lipf* in almost all cells of the cluster (S6 Fig) Spatially, even more so than *tnfa*-positive cells of cluster 0, *lipf*-positive cells of cluster 3 remained strictly within the granulation tissue, where they, however, displayed a much more restricted spatial distribution therein. Thus, they were only found in upper and more marginal regions of the 4 dpw granulation tissue (Fig 3D), where type I collagen density is lower and where collagen-free lacunae have started to form that – based on their shape - most likely accommodate regenerating adipocytes (Fig 3D’; compare shape of lacunae with shape of subcutaneous adipocytes in Fig 1).

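In the same 6 subclusters, apoeb (ENSDARG00000040295) had 1326, 10336, 1023, 2876, 1599.5 and 584 CPM, lipf (ENSDARG00000018529) 309.7, 1062, 89.0, 310.1, 255 and 91.7 CPM and tgfb1a (ENSDARG00000041502) 22.4, 26.6, 4.74, 35.8, 35.4 and 14.5 CPM. The 2 dpw level over that of unwounded skin in all macrophage-like cells came to 6.95 (6.63 to 7.29) for apoeb and 6.99 (6.13 to 8.00) for lipf. Without the cell that held most of the gene in each library, the ratios were 9.49 and 7.49.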

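Over all macrophage-like cells, tnfa changed 0.306-fold (0.257 to 0.362) from 2 to 4 dpw, with 43.5, 79.8, 24.4 and 24.3 CPM in unwounded skin and at 2, 4 and 6 dpw. For tgfb1a the same step was 0.846-fold (0.688 to 1.03), an interval that includes no change. Its levels were 6.53, 24.7, 20.9 and 21.3 CPM, the rise to 2 dpw being 3.78-fold (2.26 to 6.82).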

Of note, the expression of both *tnfa* in cluster 0 and *tgfb1a* in cluster 3 dropped between 2 dpw and 4 dpw (Figs 2G and S5). For TNFα, this is in line with its potential early proinflammatory role, while for TGFβ, its potential later anti-inflammatory/pro-repair task might be taken over by the concurrent up-regulation of *tgfb1a* expression in fibroblasts (see below). 

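The files hold 2, 0, 0 and 0 UMIs of il10 (ENSDARG00000078147) in macrophage-like cells in unwounded skin and at 2, 4 and 6 dpw. In neutrophil-like cells there were 2, 4, 2 and 0 UMIs.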

Expression of *il10*, a strong anti-inflammatory marker and regulator in mammalian wounds, was only detected in unwounded skin, but not in macrophages of any subcluster and at any stage of our zebrafish wounds (S5 Fig).

Pro-inflammatory cluster 0 (Fig 2B) and expression of selected pro-inflammatory cluster 0 marker genes, alongside with anti-inflammatory marker genes of other subclusters (Fig 2G), were also present at 4 dpw and 6 dpw, although the overall inflammation score was maximal at 2 dpw and dropped back to unwounded skin levels during later stages (Fig 2E; see legends of panels D and E for more details). 

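The inflammation score (19 genes, which the study chose on these libraries) of macrophage-like cells thinned to 500 UMIs averaged -0.179, 0.00993, -0.133 and -0.171 in unwounded skin and at 2, 4 and 6 dpw. It lay 0.189, 0.0463 and 0.00877 above unwounded skin, with a standard deviation over cells of 0.243 at 2 dpw. Scoring without thinning moved the 2 dpw difference most, to 0.337. All 19 genes were higher at 2 dpw than in unwounded skin, and 14 were at 6 dpw. The gene grna held 19.4% of the list's UMIs, and without its 3 most abundant genes the 6 dpw difference was -0.00818.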

Interestingly, cluster 0, in addition to its pro-inflammatory role might also play a (later?) anti-fibrotic, ECM-degrading role. This is particularly suggested by the strong and continuous expression of *mrc1b* (Figs 2G and S3 and S5), encoding a mannose receptor formerly shown to be required for collagen phagocytosis and degradation by M2-like macrophages in the mouse skin [63]. Indeed, in our HCR analyses, these *mrc1b*-positive cells were localized rather broadly within the 4 dpw granulation tissue (Fig 3E), forming tight cell associations at the circumference of developing early-stage collagen-free lacunae that will accommodate regenerating subcutaneous adipocytes (Fig 3E’). In addition, some of them contained intracellular non-fibrillar GFP-labelled Col1a2 (Fig 3E”’), while others were associated with *mmp13a*-expressing cells (Fig 3E”). 

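Macrophage-like cells held 203.2, 462, 589.8 and 358 CPM of mrc1b (ENSDARG00000038822) in unwounded skin and at 2, 4 and 6 dpw, 2.90 (2.64 to 3.20) times the unwounded level at 4 dpw and 1.76 (1.57 to 1.98) times at 6 dpw. Its levels in subclusters 0 to 5 were 706, 473, 17.5, 486, 268 and 43.4 CPM.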

Of note, Mmp13a most likely is THE major collagen type I collagenase of zebrafish - the zebrafish lacks MMP1 and MMP8, the two other primary collagen type I collagenases in human [64]. 

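Of all UMIs of mmp13a (ENSDARG00000012395), neutrophil-like cells held 95.3% (93.1 to 97.0), 70.1% (68.3 to 71.9), 79.0% (76.7 to 81.2) and 79.0% (76.5 to 81.3) in unwounded skin and at 2, 4 and 6 dpw, and macrophage-like cells 1.76%, 16.3%, 7.07% and 11.0%. The level in neutrophil-like cells was 1999, 1025, 1843 and 5074 CPM, with a ratio at 2 dpw of 0.513 (0.464 to 0.568).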

Strikingly, according to our scRNA-seq data, *mmp13a* was primarily expressed by neutrophils (S7 Fig). Together, this points to a tight cooperation of neutrophils and macrophages of subcluster 0 to degrade and remove collagens from the granulation tissue, thereby generating space for the regenerating subcutaneous adipose tissue (see also Discussion).

Cluster 5 was particularly characterized by its high score for GO term “extracellular structure organization” (Figs 2C and S4). 

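Macrophage-like subcluster 4 (90 cells) had 1889 CPM of col1a1a (ENSDARG00000012405), against 28.6, 22.8, 37.1, 22.2 and 12.1 CPM in subclusters 0, 1, 2, 3 and 5, together with 212 CPM of col4a1 (ENSDARG00000055009), 105 CPM of col4a2 (ENSDARG00000104110) and 70.1 CPM of lama4 (ENSDARG00000020785). Fibroblast transcripts outside a list of matrix genes were also higher in this subcluster, 29 of 30, at the level of a 24.3% admixture of fibroblast RNA. That group still held genes of secreted and matrix proteins (enam, scpp7 and olfml3b among them), and the 21 left without these, a choice made after seeing them, were at the level of 25.2%. Droplets that hold a macrophage and a fibroblast could give this. The median doublet score of subcluster 4 was 0.151, against at most 0.0545 in the others. A macrophage that makes its own matrix is not excluded.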

Cluster 5 macrophages expressed for instance *col1a1a* (Figs 2F,2G and S5) encoding fibrillar collagen type I, which is usually and mainly produced by fibroblasts [4,15,65] (see below), as well as *col4a1, col4a2* and *lama4* (S3, S5 Figs), encoding integral components of the skin basement membrane - which also has to regenerate at the epidermal-dermal junction, a function mainly performed by keratinocytes and fibroblasts. Interestingly, laminins and collagen IV have also been implicated with fibroblast activation and fibrosis in different mammalian systems [66]. Furthermore, macrophages have been formerly reported to directly contribute to collagen and ECM production upon heart injury in zebrafish and mouse [67]. Together, this suggests that macrophage subcluster 5 might, in addition to stimulating fibroblasts, directly contribute to ECM production during granulation tissue formation in zebrafish skin wounds.

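Of f13a1a.1 (ENSDARG00000045453) the 6 macrophage-like subclusters had 291, 20.1, 3.71, 2319.7, 8.85 and 91513 CPM, so 1 subcluster of 39 cells carried most of it. There esr2a (ENSDARG00000016454) reached 808 CPM and cpn1 (ENSDARG00000005185) 979.7 CPM. In all macrophage-like cells, f13a1a.1 had 0, 1366, 3571 and 687 CPM in unwounded skin and at 2, 4 and 6 dpw. A single cell held 86.9% of its 6 dpw UMIs, and its level at 4 dpw against 6 dpw was 5.19 (4.94 to 5.47) times with that cell and 35.0 times without the cell with the most UMIs of the gene in each library. Without the 5% highest doublet scores per library it was 274 times.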

Cluster 6, the only wound-specific of the seven macrophage subclusters (Fig 2B), was characterized by high expression levels of genes like *f13a1a*, *esr2a* and *cpn1* (S3, S5 Figs). *f13a1a* encodes transglutaminase factor XIII-A, which is mainly involved in blood clotting – in contrast to mammals, fish skin wounds lack blood clots [4] – but which in mammals has also been described at the surface of alternatively activated M2 macrophages to terminate inflammation and to promote wound healing and phagocytosis [68]. Consistent with the comparably low cell numbers obtained for cluster 6 in our scRNA-seq analyses (Fig 2B), HCR only detected comparably few *f13a1a-*positive cells in the 4 dpw zebrafish granulation tissue. In contrast to *mrc1*-positive macrophages, they did not associate with each other, but usually occurred as single cells, preferentially close to the regions where the aforementioned collagen-free lacunae are formed, but also within the endomysium of wound-adjacent skeletal muscle (Fig 3F). 

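After thinning, 3 of 43 macrophage-like cells with f13a1a.1 at 2 dpw also had mrc1b, and 4 of 30 at 4 dpw. Without thinning, f13a1a.1 was found in 0, 148, 63 and 10 macrophage-like cells in unwounded skin and at 2, 4 and 6 dpw. Of these cells, 85 of 148 at 2 dpw and 28 of 63 at 4 dpw also had mrc1b. Among all macrophage-like cells without thinning, mrc1b was found in 746 of 1323 at 2 dpw and 431 of 690 at 4 dpw.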

Of note, similar to *mcr1b* cells, at least some of them, although most likely not expressing *mrc1b* (S6 Fig), contained intracellular GPF-Col1a2 (Fig 3F’), suggesting that they might also be involved in collagen removal. *esr2a* encodes estrogen receptor 2. In mice, Esr2 has been described to be required in keratinocytes [69] and Esr1 in macrophages [70] to allow proper cutaneous wound healing, while in zebrafish, it has been shown to accelerate heart regeneration [71]. Finally, *cpn1* encodes carboxypeptidase N, which to our knowledge had not been reported to be made by macrophages thus far, which, however, is known to inactivate bradykinin and anaphylatoxins such as C3a and C5a, thereby eliciting anti-inflammatory effects [72]. Furthermore, GO analysis demonstrated an enrichment of cluster 6 for de novo protein folding and distinctively for ribosome biogenesis (Fig 2C), pointing to strong protein-synthesizing activity. In sum, this points to cluster 6 as a wound healing-specific macrophage subpopulation with particular activation modes and a unique combination of anti-inflammatory and pro-regenerative effects.

Together, our macrophage subcluster analyses indicate that, in line with revised concepts in mammals [12], macrophages of zebrafish skin wounds do not follow the concept of stage-specific pro- and anti-inflammatory polarization, but that the different (and to some extent opposing) tasks fulfilled by macrophages are distributed among a whole spectrum of subpopulations that largely co-exist during the different stages of wound healing.

### Cellular heterogeneity of wound fibroblasts

Analysis of fibroblasts during the different stages of cutaneous wound healing revealed at total of six different subclusters (Fig 4A). 

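Fibroblast-like cells were clustered again on 2939 variable genes, 16 dimensions and resolution 0.1, which gave 5 subclusters (0 to 4) of 1584, 1285, 742, 462 and 86 cells, numbered by size and not by the study's numbers. The 10 leading genes of subcluster 1 included epcam and krt91, and keratinocyte markers were found after thinning in 52.0% of its cells, against 38.1% of the others, and in 53.5% of subcluster 3, against 41.0%. Subcluster 1 and subcluster 4, with mpeg1.1 among its leading genes, carry no cell type name of their own. In subcluster 0, ogna (ENSDARG00000044132) was 7.55 (7.24 to 7.87) times as high as in the other fibroblast-like cells, cilp (ENSDARG00000053362) 6.98 (6.72 to 7.24) times, col2a1b (ENSDARG00000011407) 6.68 (6.42 to 6.95) times and fn1b (ENSDARG00000006526) 7.42 (7.28 to 7.56) times. With subclusters made without genes differing between libraries, the alternative that moved them most, the 4 ratios were 2.93, 1.095, 2.72 and 1.40. Sizes were again compared without genes differing over 2-fold between libraries, and the largest subcluster so made held 64.2%, 64.0%, 68.4% and 72.5% of the fibroblast-like cells in unwounded skin and at 2, 4 and 6 dpw. It is not the same group as subcluster 0 above, so these shares do not show how the size of that group changed. Subcluster 0 itself held 60 of 731, 147 of 558, 722 of 1267 and 655 of 1603 fibroblast-like cells in the same order. Genes that differ between libraries took part in forming it, so a change of state and a change in cell number cannot be told apart there.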

Of all subclusters, cluster 0, which is for instance characterized by the cluster-specific co-expression of *ogna, cilp, col2a1b and fn1* (see below for details), showed the highest increase in cell numbers induced by wounding (from 8% of all fibroblasts in unwounded skin to 45% at 4 dpw; Fig 4B). In addition, one new wound-specific fibroblast subcluster not present in uninjured skin showed up, cluster 4, characterized for instance by the cluster-specific expression of *col18a1a* and *plaub* (see below for details) and comprising 11% of all fibroblasts at 4 dpw (Fig 4B).

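Cluster 20, kept out of the fibroblast-like class by the naming rule, was added for this comparison. In subcluster 2 of that wider set (805 cells), plaub (ENSDARG00000039145) was 9.58 (9.10 to 10.1) times and col18a1a (ENSDARG00000036558) 0.487 (0.448 to 0.529) times the level of the other cells, at 612 and 92.8 CPM. Among its 10 leading genes were epcam and krt5, and keratinocyte markers were found in 54.0% of its cells after thinning, against 42.0% of the others, so it carries no cell type name of its own. It held 136, 126, 286 and 257 cells in unwounded skin and at 2, 4 and 6 dpw. Without integration, a fibroblast-like cluster with plaub and col18a1b among its leading genes held 24, 84, 383 and 262. With names sorted in another order, chosen after seeing the data, such a cluster held 12, 73, 239 and 183. Genes that differ between libraries took part in forming these groups.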

**Fig 4:**
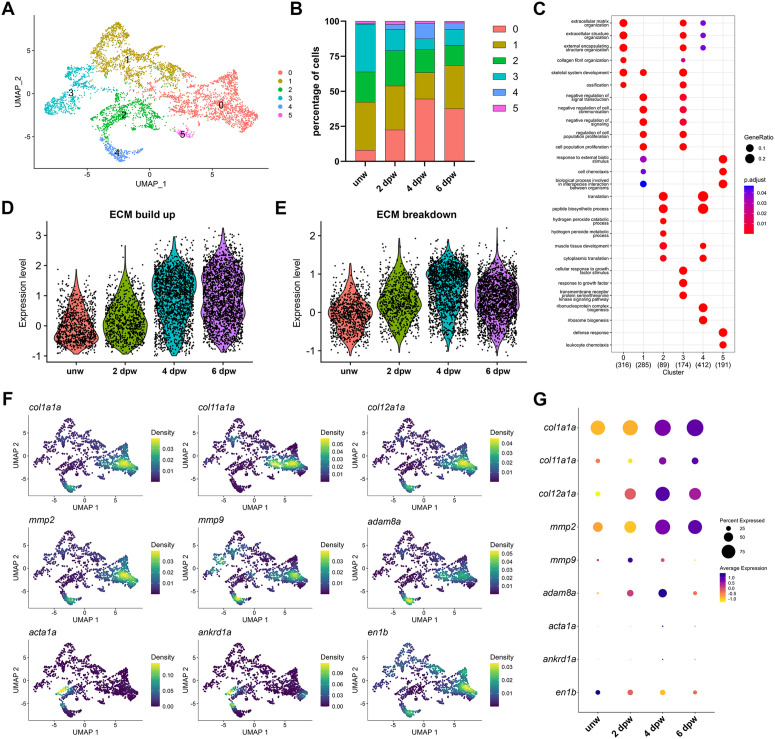
Characterization of distinct fibroblast subpopulations. **(A)** UMAP representation of fibroblast subclusters of four datasets. **(B)** Percentage of fibroblast subcluster numbers across the time points. Numerical values for panel B can be found in S2 Data. **(C)** Gene ontology (GO) analysis of fibroblast subclusters at 4 days post wounding (dpw). **(D, E)** Violin plots showing the expression level of ECM build up and ECM break down related genes in fibroblasts across the time points. **(F)** UMAP and density plot of the expression of some selected genes at 4 dpw, associated with ECM regulation or fibrosis. **(G)** Dot plot showing the expression level of the selected genes across the time points. Circle size represents the percentage of fibroblasts expressing the genes and the color represents the average abundance of gene transcripts within the positive fibroblasts at the indicated stage relative to the other three stages (blue/ + 1 = stage with highest average expression; yellow/-1 = stage with lowest average expression).

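In the same subcluster 2, acta1a (ENSDARG00000036371) stood at 92.8 CPM, desma (ENSDARG00000058656) at 219, cdh15 (ENSDARG00000068191) at 57.7 and ankrd1a (ENSDARG00000075263) at 47.6. Across that wider set, 63 cells had UMIs of at least 2 of these 4 genes, 0, 5, 45 and 13 of them in unwounded skin and at 2, 4 and 6 dpw, and 82.5% of them lay in cluster 20. Muscle progenitor transcripts were 9.43-fold (8.60 to 10.3) higher in these cells than in the 4473 cells with none of the 4 genes. Muscle fibre transcripts were 67.7-fold (64.4 to 71.3) higher. Muscle progenitor cells and myofibroblast-like fibroblasts could not be told apart here.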

Interestingly, parts of clusters 2 and 4 displayed a transcriptional signature pointing to myofibroblast-like cell functions, with specific expression of genes encoding muscle actin (*acta1a1*; Figs 4F,4G and S10), a marker of myofibroblasts in burned mammalian wounds [73], the muscle-specific intermediate filament desmin (*desma*; S10 Fig), the muscle/myofibroblast-specific cell-adhesion molecule M-cadherin [74] (*cdh15*; S10 Fig), or the Ankyrin repeat domain-containing protein 1 (*ankrd1a*; Figs 4F,4G and S10), also known as Cardiac ankyrin repeat protein (CARP), a stress-inducible myofibrillar protein and known target of TGFβ signaling, which, although mainly implicated in heart pathologies and carcinogenesis, was also reported to be elevated during hypertrophic skin scarring [75], while gene knockout led to reduced granulation tissue formation during cutaneous wound healing [76]. In mammalian skin wounds, myofibroblasts are considered as a crucial executer of fibrosis and scarring [23]. Of note, however, in zebrafish, we found these myofibroblast-like cells to display a strongly restricted spatial distribution within the granulation tissue, primarily located in deeper and marginal regions, close to skeletal muscle fibers adjacent to the wounds (Fig 5A,5D). In addition, and most strikingly, they, in contrast to myofibroblasts in mammalian wounds, lacked expression of fibrillar collagen- and FACIT-encoding genes (see below) (Figs 4F and 5A and S13) and did not show co-expression with other cluster 2 and cluster 4 marker genes (see below and S13 Fig), identifying them as a distinct cell population not participating in collagenous ECM production.

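In those 63 cells the collagen I genes summed to 19965 CPM, or 0.426 of the 46864 CPM in cells with none of the 4 genes. Free RNA of fibroblasts was not separated from expression here, so the first value does not decide whether these cells make collagen. The transcripts of pdgfra (ENSDARG00000070494) stood at 34.6 CPM against 148, and those of col18a1b (ENSDARG00000095901) at 178 CPM against 21.5.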

**Fig 5:**
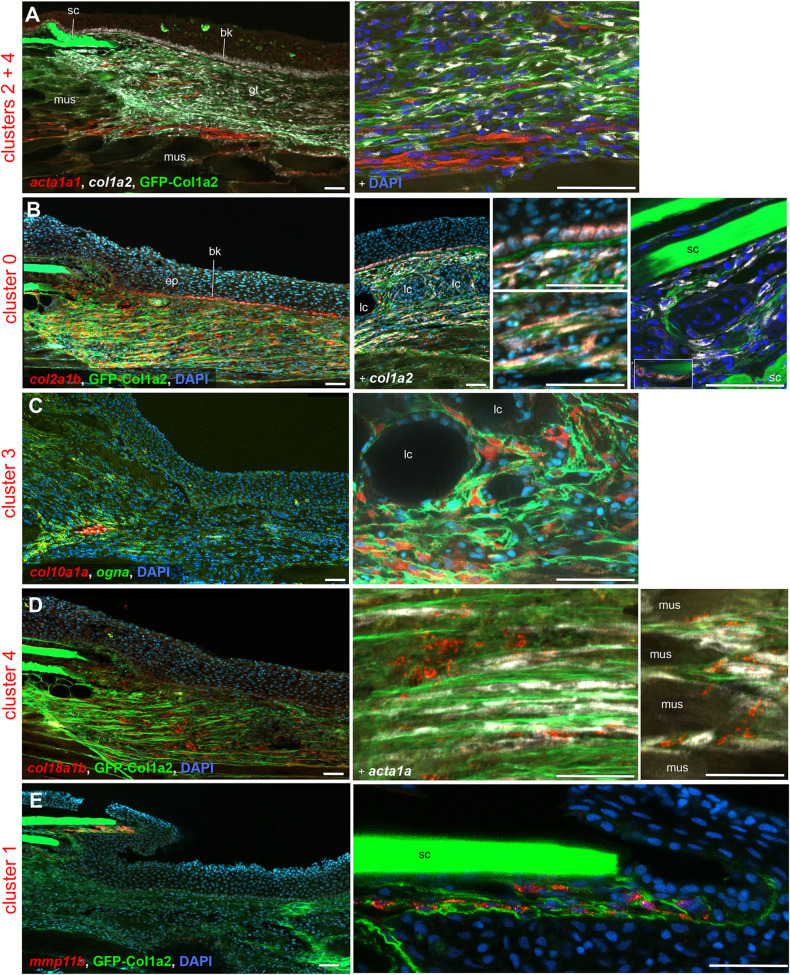
Spatial expression patterns of selected fibroblast genes, relative to GFP-labelled Col1a2 protein. Sections through wounds at 4 dpw, stained via HCR with indicated probes, counterstained with DAPI for nuclear DNA, and co-labeled for type I collagen protein N-terminally fused with GFP, encoded by the recombined *ki(col1a2:GFP-col1a2)* locus (see Materials and Methods; fish were heterozygous for the knock-in). Overviews shown in left-most images of each panel show approximately one half of the wound, with the wound edge on the left side, and the center of the wound on the right side. Inset in right-most image of (B) shows, as positive control, a *col2a1b*-positive (red) cell from the same section. For details, see text. Abbreviations: bk: basal keratinocytes; ep: epidermis; gt: granulation tissue; lc: lacuna; mus: skeletal muscle fibers; sc: scale. Scale bars in all panels: 50 μm.

Yet, other fibroblasts of zebrafish wounds did display expression of genes marking fibroblast cell types implicated with mammalian fibrosis, for instance the Engrailed transcription factor gene *En1*. In mouse, En1 has been identified as a crucial pro-fibrotic factor that is highly up-regulated in a subset of wound fibroblasts upon skin injury, while ablation of these fibroblasts or blockage of En1 activation in them alleviated ECM production and prevented scarring [27,28]. In fish skin, the En1 ortholog *en1b* was expressed rather broadly throughout the fibroblast cluster, while in contrast to mouse, expression levels did not increase, but even slightly dropped upon wounding and during the different phases of wound healing (Figs 4G and S10), suggesting that this downregulation might possibly contribute to the different fibrotic response seen in zebrafish. However, an even broader expression within the fibroblast cluster, which actually was strongly up-regulated upon wounding, was also observed for multiple other pro-fibrotic factors, for instance the two paralogs of mammalian CTGF (Connective tissue growth factor; *ccn2a*, *ccn2b*; S10 Fig), a described central mediator of mammalian fibrosis required for the pro-fibrotic activity of TGFβ1 [77]; as well as for the two paralogs of mammalian Periostin (*postna*, *postnb*; S10 Fig), a secreted protein that has for instance been shown to be strongly up-regulated in myofibroblasts of the injured mouse heart, while deletion of periostin-positive myofibroblasts reduced collagen production and scar formation [78].

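For en1b (ENSDARG00000098730) in fibroblast-like cells, the ratio to unwounded skin was 0.799 (0.688 to 0.929) at 2 dpw and 0.587 (0.513 to 0.673) at 4 dpw, from 72.7 CPM (65.0 to 81.0) before wounding. Its levels in subclusters 0 to 4 were 37.3, 50.7, 63.8, 72.9 and 37.0 CPM.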

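At 4 dpw fibroblast-like cells had 2.499 (2.27 to 2.76) times the unwounded level of ccn2a (ENSDARG00000042934), 1.19 (1.097 to 1.29) times that of ccn2b (ENSDARG00000104292), 3.04 (2.87 to 3.23) times that of postna (ENSDARG00000043806) and 9.23 (8.92 to 9.57) times that of postnb (ENSDARG00000104267).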

GO enrichment analysis of the different zebrafish fibroblast subclusters at 4 dpw revealed “ECM organization“ as a primary cellular function of clusters 0 and 3 and the wound-specific cluster 4 (Figs 4C, S9). 

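Fibroblast-like subclusters 0 to 4 had 20802, 7356, 7137, 2794 and 11129 CPM of col1a1a and 33431, 12256, 11518, 4612 and 16275 CPM of col1a2 (ENSDARG00000020007). The levels of col5a2b (ENSDARG00000024847) were 0.172, 7.59, 287, 0 and 4.31 CPM and those of col12a1b (ENSDARG00000019601) 649, 178, 63.6, 38.3 and 314 CPM.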

Of note, the three clusters differed in the collagen types [79] they primarily generate. *col1a1* and c*ol1a2*, encoding collagen I, the main dermal fibril-forming collagen, was produced by all three clusters (Figs 4F and 5A,5B and S8 and S11), while *col5a2b*, encoding collagen V, another fibrillar collagen that serves as a nucleator of collagen I fibril formation, was primarily produced by cluster 3 (S8, S11 Figs), and *col12a1b*, encoding ColXII, a FACIT associated to collagen I-containing fibrils that has been implicated with pro-regenerative functions during zebrafish heart and spinal cord regeneration [47,80], by clusters 0 and 4 (Figs 4F and S8 and S11). Interestingly, cluster 0 also generated fibrillar collagen II (*col2a1b*) and fibrillar collagen XI (*col11a1b*) that serves as a nucleator of collagen II fibril formation (Figs 4F and S11). *col2a1b*-positive cells were rather uniformly distributed - and co-expressed with *col1a2* - throughout the granulation tissue, only sparing the upper marginal regions close to regenerating scales (Figs 5B and S13), where cluster 1 fibroblasts are located (see below). Such collagen II fibrils are normally mainly present in cartilage and have, at least to our knowledge, not been described in the context of mammalian cutaneous wound healing [42,81]; yet, administration of collagen type II isolated from sturgeon cartilage has been reported to improve the healing of cutaneous mouse wounds [82].

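Of col2a1b the 5 subclusters held 917, 175, 48.8, 41.5 and 568 CPM, and of col11a1b (ENSDARG00000009014) 1635, 389.6, 118, 101 and 981 CPM. Subcluster 4 also carried immune transcripts (33.7% of its 86 cells after thinning, against 1.01% of the other fibroblast-like cells).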

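Subcluster 2 of the fibroblast-like cells had 18592 CPM of col10a1a (ENSDARG00000054753), 99.5 (96.9 to 102) times the level of the rest. Subcluster 1 followed with 543 CPM.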

Cluster 3 was the only cluster that also displayed strong expression of *col10a1a* (S8, S11 Figs), encoding a network-forming collagen X that is mainly involved in hypertrophic cartilage and bone formation, endochondral ossification (involving the trans-differentiation of collagen type X-positive hypertrophic chondrocytes into osteoblasts), osteoarthritis and, together with type I and type II collagens, in bone fracture healing [83–85]. However, it has not been described in the context of skin wound healing. Yet, collagen X has been reported to serve as a ligand of the discoidin domain receptor DDR2 [86], and DDR2 has been shown to promote ECM remodeling and dermal wound healing in the mouse skin [87]. 

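In all fibroblast-like cells, col10a1a stood at 4474, 2136, 338 and 6791 CPM in unwounded skin and at 2, 4 and 6 dpw. Its ratios to unwounded skin were 0.477 (0.467 to 0.488), 0.0756 (0.0733 to 0.0779) and 1.52 (1.49 to 1.54), and with the highest cell of each library left out the 4 dpw ratio was 0.0450.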

Strikingly, its expression is downregulated during stages of granulation tissue growth (2 dpw, 4 dpw; S11 Fig), pointing to a role during dermal homeostasis and/or regression, rather than growth. Consistently, *col10a1a*-positive cells were restricted to regions close to such collagen-free lacunae that most likely will be filled by subcutaneous adipose tissue (Figs 5C; compare with 3 and 5B)

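With cluster 20 counted in, subcluster 2 had 204 CPM of col18a1b, 14.3 (12.9 to 15.9) times the level of the other cells. Endothelial transcripts were found in 4.84% of its cells after thinning, against 1.08% of the others.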

Wound-specific cluster 4 was the only cluster also expressing *col18a1b* (S8, S11 Figs). It encodes collagen XVIII, a basement membrane proteoglycan that upon proteolytic cleavage for instance by matrix metalloproteases (MMPs) can give rise to endostatin, a matricryptin with multiple activities, including the blockage of MMP activation [88]. Mainly described in the context of angiogenesis and tumorigenesis, collagen XVIII and Endostatin have also been shown to have a negative impact on skin wound healing in mice [89], again in seeming contradiction to the increase of *col18a1b* expression levels during skin wound healing in zebrafish (S11 Fig). Within the zebrafish granulation tissue, *col18a1b*-positive cells were primarily found in deeper and more marginal regions, thus, not close to the regenerating epidermal-dermal basement membrane, but often associated with *acta1a*-positive myofibroblast-like cells in the vicinity of wound-adjacent skeletal muscle fibers (Figs 5D and S13). 

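Levels of col4a1 in fibroblast-like subclusters 0 to 4 were 554, 85.3, 91.4, 184 and 319 CPM, and those of col4a2 308, 59.8, 73.7, 117 and 151 CPM. In subcluster 2 of the set with cluster 20, col4a1 reached 622 CPM.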

Finally, *col4a1/2*, encoding network-forming basement membrane collagen IV, was primarily expressed in clusters 0 and 4 (S11 Fig).

Similar to collagens, other ECM proteins were also generated by fibroblasts in a rather subcluster-specific manner. 

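Across the 5 fibroblast-like subclusters, fn1a (ENSDARG00000019815) had 1568, 506, 311, 776 and 1189.8 CPM and fn1b 4282, 595, 129, 508 and 3068 CPM.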

Genes encoding fibronectins (*fn1a/b*), which also form fibrils and like collagens can be cleaved by MMPs [90], were primarily expressed in clusters 0 and 4 (S12 Fig). In addition, clusters 0 and 4 displayed strong expression of Cartilage Intermediate Layer Protein (*cilp*; S12 Fig), a secreted ECM protein normally associated with bone and cartilage development, which also has been shown to bind TGFβ1, thereby suppressing TGFβ1-induced differentiation of fibroblasts to myofibroblasts during heart fibrosis [91]. Furthermore, cluster 0 was the only cluster displaying – in addition to *col2a1b* (see above; Fig 5B) - expression of osteoglycin (*ogna*; S12 Fig), a small leucine-rich proteoglycan (SLRP) that has been shown to be negatively regulated by TGFβ and to block myofibroblast differentiation and fibrosis in different mammalian tissues, including the heart [92], thus, like *cilp*, displaying clear anti-fibrotic effects. 

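By fibroblast-like subcluster, cilp stood at 1086, 189.8, 19.4, 62.7 and 868 CPM, and at 356 CPM in subcluster 2 of the set with cluster 20.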

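Levels of ogna from subcluster 0 to 4 were 912, 172, 30.2, 3.48 and 504 CPM, the value of subcluster 4 resting on 585 UMIs.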

Consistently, *ogna*-positive cells were concentrated, together with *col10a1a*-positive cells of cluster 3, in the vicinity of the developing collagen-free lacunae (Fig 5C). Similarly, wound-specific cluster 4 specifically expressed plasminogen activator, urokinase (uPA) (*plaub*; S12 Fig), a secreted serine protease which, although widely upregulated in fibrotic diseases, has been shown to alleviate skin fibrosis [93].

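In fibroblast-like cells plaub rose 61.4-fold (35.9 to 115) from unwounded skin to 4 dpw, where it stood at 179 CPM (172 to 186). Its subcluster levels were 160.1, 34.3, 10.6, 26.1 and 60.3 CPM.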

ECM-degrading proteases displayed both subcluster-specific as well as more global fibroblast expression patterns. For example, the respectively secreted and membrane-tagged gelatinases *mmp2* and *mmp14b* [94], were broadly expressed in all fibroblast clusters, with higher levels at stages of granulation tissue regression (6 dpw) than at stages of granulation tissue formation, while the membrane-tagged disintegrin and metalloprotease 8 encoded by *adam8a* [95] was primarily expressed in clusters 0 and 4 (Figs 4F and S12). *mmp11b*, encoding a member of the stromelysin subfamily of MMPs, the mammalian ortholog of which is mainly implicated with carcinogenesis [96], but also with lung fibrosis [97] and foot ulcer [98], was expressed in parts of cluster 1 only and up-regulated at 4 dpw and 6 dpw (S10 Fig). 

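Fibroblast-like subclusters 0 to 4 had 1271, 529, 614, 317 and 937 CPM of mmp2 (ENSDARG00000017676), 468, 229.7, 193, 204 and 402 CPM of mmp14b (ENSDARG00000008388), 160.1, 113, 34.3, 66.2 and 113 CPM of adam8a (ENSDARG00000001452) and 2.13, 31.3, 21.3, 3.19 and 2.58 CPM of mmp11b (ENSDARG00000016718). From 4 to 6 dpw mmp2 changed 1.02-fold (0.996 to 1.04) and mmp14b 0.719-fold (0.692 to 0.748). The level at 6 dpw over that at 2 dpw was 2.58 (2.48 to 2.69) for mmp2 and 1.55 (1.46 to 1.65) for mmp14b. Against unwounded skin at 4 dpw, adam8a was 4.36-fold (3.76 to 5.09) and mmp11b 1.94-fold (1.35 to 2.85), with mmp11b at 2.08-fold (1.45 to 3.07) at 6 dpw.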

Interestingly, these *mmp11b*-positive cells were exclusively localized at the base of re-growing scales, thus in cells that show *col1a2*, but lack *col2a1* expression (Figs 5E, S13), suggesting that they might represent scale-forming fibroblasts and might be involved in the regeneration of scales (which only contain type I, but not type II collagen [99]). In line with this notion, such scale-forming fibroblasts have been recently shown to express the transcription factor Twist2, and that *twist2* expression is up-regulated during and required for proper scale regeneration [100], while in other contexts (human osteoarthritis) TWIST1 has been shown to regulate the expression of MMP3, another member of the stromelysin subfamily [101].

Of the fibroblast subclusters with primary cellular functions other than “ECM organization“, cluster 2 was the only cluster with enriched “hydrogen peroxide (H_2_O_2_) catabolic/metabolic processes”. H_2_O_2_ has several and dose-dependent roles during wound healing. While disinfecting the wound tissue at relatively high concentrations, it promotes secretion of cytokines to improve dermal wound healing at lower concentrations [102,103]. 

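In fibroblast-like subclusters 0 to 4, gstp1 (ENSDARG00000104068) was found at 294, 266.2, 295, 181 and 205 CPM and hbba1 (ENSDARG00000097238) at 184, 255, 124, 202 and 98.2 CPM. Haemoglobin transcripts are in free RNA of red blood cells as well, which was not separated from expression here.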

Cluster 2 fibroblasts expressed high levels of *gstp1*, a member of the family of glutathione transferases which in other instances have been demonstrated to protect cells for example from lipid peroxidation [104], as well as *hbba1* (S12 Fig), a subunit of hemoglobin, which is known to attenuate H_2_O_2_-induced oxidative stress, intracellular glutathione depletion and cell death [105], thereby possibly alleviating negative effects of H_2_O_2_.

### The dynamics of ECM build up and breakdown

From our histology studies, we know that between 2 dpw and 4 dpw, the granulation tissue has in net grown, whereas between 4 dpw and 6 dpw, it has in net shrunk again (Fig 1B-1F). To analyze the impact of fibroblast-expressed genes on ECM build up and breakdown in a systematic and integrative manner, we used the Matrisome AnalyzeR tool [106] to annotate genes encoding ECM molecules, quantifying overall expression levels of selected genes in selected cell populations. We created two main categories: ECM build up, which comprises the categories of ECM-affiliated proteins, secreted factors, proteoglycans, collagens, and ECM glycoproteins; and ECM breakdown, which comprises ECM regulators (see Materials & Methods). Both ECM build up and ECM breakdown-related genes were upregulated upon wounding. However, in contrast to the actual increase of granulation tissue size from 2 dpw to 4 dpw, and its decrease from 4 dpw to 6 dpw, expression of build-up genes, if at all, continued to increase across all later time points, while expression of ECM breakdown even started to decrease after 4 dpw. This was not only so when integrating over the entire fibroblast population (Fig 4D,4E), but also for the individual fibroblast subclusters, with cluster 0 expressing most of these genes (S14 Fig).

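In fibroblast-like cells 59, 75 and 76 of the 77 ECM build-up genes were above their unwounded CPM at 2, 4 and 6 dpw, and 25, 29 and 27 of the 30 breakdown genes. The median log2 ratio at 4 dpw was 1.91 and 1.54, above all of 10000 lists of genes matched for level in either case. The study picked both lists from these libraries, so their rise is not independent evidence.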

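With cells thinned to 500 UMIs, the mean build-up score of fibroblast-like cells was -0.0412, 0.110, 0.512 and 0.440 in unwounded skin and at 2, 4 and 6 dpw, and the mean breakdown score -0.185, -0.0955, 0.0977 and 0.0295. From 4 to 6 dpw they changed by -0.0723 and -0.0683, and between unwounded skin and 4 dpw by 0.554 and 0.283. The standard deviation over cells at 4 dpw was 0.395 for build-up and 0.279 for breakdown. The 15 proteases of the breakdown list, set apart after its result was seen, scored -0.269, -0.187, 0.0320 and -0.0851, and its other 15 genes -0.259, -0.172, -0.00995 and -0.0155.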

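Summed over the build-up list, fibroblast-like subclusters 0 to 4 had 169410, 64843, 44785, 34943 and 94528 CPM, and summed over the breakdown list 18027, 11372, 8099.6, 8564 and 15521 CPM. Subcluster 0 was the highest for 62 of the 77 build-up and 21 of the 30 breakdown genes. By library, subcluster 0 went through 63655, 72356, 173215 and 204973 CPM for build-up and 11501, 11872, 18815 and 19270.5 CPM for breakdown, and subcluster 1 through 29939.7, 34449, 79612 and 79555 and 8149.7, 10089.6, 13204 and 11519.8 CPM. From 4 to 6 dpw, build-up rose in subclusters 2 (42601 to 59510 CPM) and 4 (120600 to 146125 CPM) and fell in 3 (48138 to 40501 CPM). Breakdown fell over that step in subclusters 2 (12168 to 6627 CPM), 3 (10771 to 9024 CPM) and 4 (17985 to 16419 CPM).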

That the dynamics of ECM build-up and breakdown scores of fibroblasts do not, in fact, match with the actual dynamics of granulation tissue formation and regression might indicate that other cell types such as innate immune cells have a major impact. For example, as detailed above, *mmp13a*, the major collagen type I collagenase, was strongly and almost exclusively expressed in neutrophils, while *timp2b*, encoding the major MMP13 tissue inhibitor [107], was strongly expressed in fibroblasts, neutrophils and macrophages, with macrophage levels dropping during phases of granulation tissue regression (4 dpw, 6 dpw; S7 Fig). 

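Transcripts of timp2b (ENSDARG00000075261) came to 108, 536, 225 and 171 CPM in macrophage-like cells in unwounded skin and at 2, 4 and 6 dpw, 987, 5356, 3665 and 3575 CPM in neutrophil-like and 392, 680.2, 478 and 266.3 CPM in fibroblast-like cells. Against 2 dpw, macrophage-like cells changed 0.420-fold (0.396 to 0.444) by 4 dpw and 0.319-fold (0.287 to 0.353) by 6 dpw.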

In net, this might allow stronger extracellular collagen I degradation. In addition, as described above, *mcr1b*-expressing macrophages of subcluster 0 and *f13a1a*-expressing macrophages of subcluster 6 might be implicated in the phagocytosis and further intracellular degradation of MMP-predigested collagens.

Yet, Matrisome AnalyzeR analyses integrating fibroblast, macrophage and neutrophil clusters yielded results similar to those for the fibroblasts only, with ECM degradation/ ECM build-up ratios during granulation tissue regression (6 dpw) not being higher than during granulation tissue formation (2 dpw) (S14 Fig). Together, this suggests that ECM-forming and ECM-degrading processes largely co-exist during all stages of wound healing and that comparably moderate changes in the balance between the two - with little impact on the overall program assessed by Matrisome AnalyzeR – might in net gradually push the granulation tissue from growth to regression. However, we also want to point out that the results of our matrisome analyses need to be taken with some caution, as they have been acquired with mRNA data, and since in contrast to their mRNAs, the different ECM proteins themselves most likely have very different stabilities, with usually very high half-lives of collagens.

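Over fibroblast-like, macrophage-like and neutrophil-like cells together, the build-up score was -0.00455, -0.110, 0.303 and 0.417 in unwounded skin and at 2, 4 and 6 dpw and the breakdown score -0.0649, 0.0373, 0.110 and 0.0926. Summed over the lists, build-up came to 24051, 15164, 96461 and 107992 CPM and breakdown to 12311, 17128, 16557 and 14489 CPM. The mix of the 3 classes changes between libraries and moves these sums as well. From such profiles the paper proposes that processes forming and degrading the matrix co-exist in the tissue.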

### Molecular interactions between macrophages and fibroblasts

In addition to directly contributing to ECM formation and degradation, innate immune cells mainly affect these processes by instructing fibroblasts accordingly. During the descriptions of the macrophage and fibroblast subclusters (see above), we have already referred to some examples of potential macrophage-fibroblast, macrophage-macrophage and/or fibroblast-fibroblast signaling processes, e.g., via IL1, TNFα and CXCL19/CXCR4. Other prominent signals known for decades to be involved in macrophage – fibroblast signaling during cutaneous wound healing in mammals are Fibroblast Growth Factors (FGFs), Platelet-Derived Growth Factor (PDGF), and Transforming Growth Factor beta (TGFβ) [108].

Previous studies in our laboratory showed that global blockage of FGF signaling leads to failed granulation tissue formation similar to the effects of immune suppression, suggesting that innate immune cells might promote granulation tissue formation by secreting FGFs to stimulate fibroblasts [4]. To confirm these findings also in our scRNA-seq data, we checked the expression of Fgf ligands and Fgf receptors in fibroblasts and macrophages. All five receptors were expressed by dermal fibroblasts at different levels during wound healing (Fig 6D), while some of the secreted Fgfs were expressed by macrophages (Fig 6E). This indicates that FGF signaling from macrophages to fibroblasts might indeed lead to fibroblast activation and granulation tissue formation, as proposed [4]. However, FGF receptors were also expressed by macrophages (Fig 6F), and Fgf ligands by fibroblasts (Fig 6G), suggesting that fibroblasts might also stimulate each other and might talk back to macrophages via FGF signaling.

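UMI counts of Fgf genes in macrophage-like cells were low: fgf12a (ENSDARG00000027957) had 0, 57, 3 and 2 in unwounded skin and at 2, 4 and 6 dpw, fgf6a (ENSDARG00000009351) 0, 8, 3 and 2 and fgf1b (ENSDARG00000042811) 0, 7, 0 and 0. In fibroblast-like cells fgfr1a (ENSDARG00000011027) stood at 39.0, 26.4, 34.2 and 36.8 CPM, fgfr2 (ENSDARG00000058115) at 56.1, 21.5, 15.9 and 24.8 CPM and fgfr3 (ENSDARG00000004782) at 273, 117, 55.9 and 81.7 CPM.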

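Macrophage-like cells held 2, 8, 12 and 5 UMIs of fgfr1a in unwounded skin and at 2, 4 and 6 dpw, 4, 28, 18 and 7 of fgfr2 and 5, 9, 6 and 19 of fgfr3. Among ligands in fibroblast-like cells, fgf18a (ENSDARG00000088048) had 11, 52, 111 and 81 UMIs and fgf6a 24, 12, 40 and 62.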

**Fig 6:**
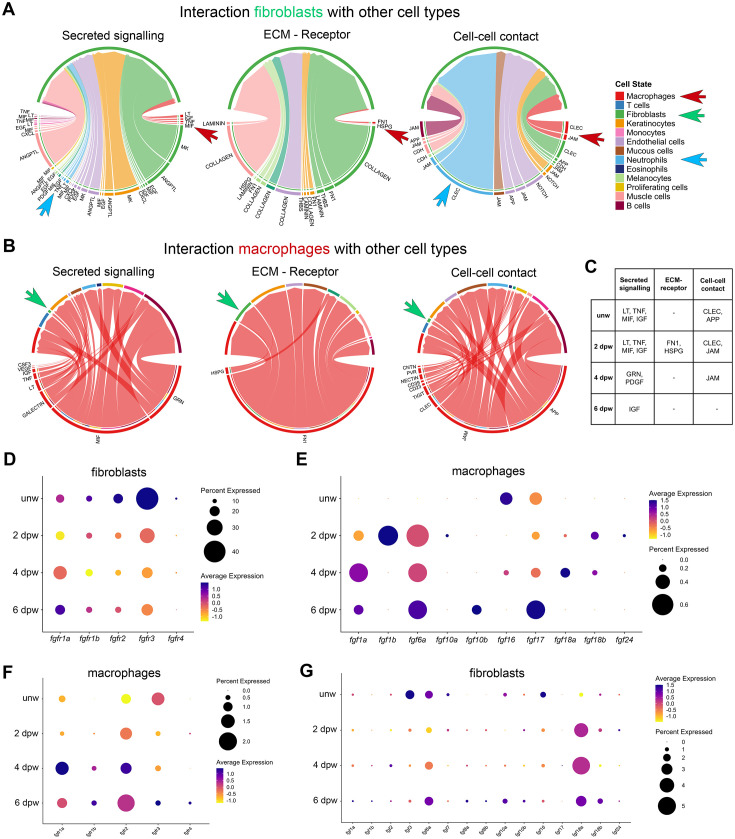
Ligand – receptor analysis between macrophages and fibroblasts. **(A)** Circos plots summarizing the active pathways of all cell clusters to fibroblasts during all investigated time points. **(B)** Circos plots summarizing the active pathways from macrophages to all cell clusters during all investigated time points. For corresponding Circos plots of specific time points, see S18 Fig. **(C)** Summary table of the interactions between macrophages and fibroblasts across the different time points. **(D-G)** Dot plots showing expression level of Fgf receptors and secreted Fgf ligands in macrophages and fibroblasts, as found in the scRNA-seq data. Transcripts of Fgf ligands not shown in (E) or (G) were not detected in macrophages or fibroblasts at any analyzed stage (0 dpw, 2 dpw, 4 dpw, 6 dpw).

Similar expression patterns pointing to cross talk between multiple cells types were also observed for PDGF and TGFβ signaling. Thus, expression of the PDGF ligands (*pdgfab*, *pdgfba*) was not only initiated in macrophages upon wounding, but also in neutrophils and in fibroblasts themselves, while PDGF receptors (*pdgfra*, *pdgfrb*) were primarily and constitutively expressed in fibroblasts (S15 Fig). This suggests that PDGF signaling also occurs during wound healing in adult zebrafish, and that the described mitogenic as well as chemotactic effects on fibroblasts [109] might originate from different innate immune cells and might involve autocrine signaling among fibroblasts.

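At 2 dpw macrophage-like cells had 4.22 (2.33 to 8.54) times the unwounded level of pdgfab (ENSDARG00000098578) and 0.801 (0.640 to 1.01) times that of pdgfba (ENSDARG00000086778). Neutrophil-like cells held 0, 4, 3 and 0 UMIs of pdgfab in unwounded skin and at 2, 4 and 6 dpw, and 0, 1, 1 and 2 of pdgfba. Fibroblast-like cells had 12.3, 36.5, 52.1 and 61.2 CPM of pdgfab and 5.83, 7.20, 9.68 and 10.9 CPM of pdgfba. Their level of pdgfra at 4 dpw was 0.733 (0.678 to 0.794) times that of unwounded skin, and that of pdgfrb (ENSDARG00000100897) 1.55 (1.42 to 1.68) times. Of all pdgfra UMIs at 4 dpw, 87.6% (86.2 to 88.8) lay in fibroblast-like cells.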

Similarly, the zebrafish TGFβ1 ligand *tgfb1a*, in addition to being induced in macrophages, was also constitutively expressed in fibroblasts themselves, while expression of its paralog *tgfb1b* was primarily induced in neutrophils. Furthermore, at least one of the TGFβ type 1 receptors (*tgfbr1a*, *tgfbr1b*) and the type 2 receptors (*tgfbr2a*, *tgfbr2b*) were induced or constitutively expressed in fibroblasts (and in macrophages and neutrophils) (S15 Fig), suggesting that the repair/fibrosis-stimulating effect of TGFβ signaling might in addition to the well-established instruction of fibroblasts by macrophages also involve instructions by neutrophils and by fibroblasts or among different fibroblast subclusters themselves.

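Fibroblast-like cells held 91.1, 59.6, 86.2 and 77.8 CPM of tgfb1a in unwounded skin and at 2, 4 and 6 dpw. Neutrophil-like cells had 4, 42, 13 and 2 UMIs of tgfb1b (ENSDARG00000034895), or 16.4, 24.0, 23.3 and 11.07 CPM, and macrophage-like cells 2.18, 3.82, 3.66 and 4.35 CPM.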

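The receptor genes tgfbr1a (ENSDARG00000017494), tgfbr1b (ENSDARG00000042259), tgfbr2a (ENSDARG00000059363) and tgfbr2b (ENSDARG00000034541) stood at 1.57, 11.2, 24.9 and 61.5 CPM in fibroblast-like cells of unwounded skin, and at 2.04, 11.3, 59.4 and 31.5 CPM at 4 dpw. Neutrophil-like cells had 0, 0, 0 and 0 UMIs of tgfbr1a and 4, 48, 11 and 7 of tgfbr2a over the 4 libraries.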

To explore the potential interactions between macrophages and fibroblasts more systematically, we also performed CellChat analysis of our scRNA-seq data. This ligand receptor analysis was divided into three categories: secreted signaling, ECM – receptor and cell – cell contact, and analyzed for the interaction between all cell types and fibroblasts (Figs 6A and S18) and between macrophages and all cell types (Figs 6B and S18). Surprisingly, according to these analyses, compared to the interactions with other cell types, there is very little interaction of fibroblasts with neutrophils as well as with macrophages (Figs 6A and S16) and vice versa (Figs 6B and S16) via secreted signaling. Among such (low-level) secreted signaling was signaling via Lymphotoxins (LT), widely implicated in mammalian fibrosis [110], via TNF (see above) [111], via Macrophage migration Inhibitory Factor (MIF), long known for its central regulatory role during mammalian wound healing [112], via Insulin Growth Factor (IGF) signaling, known to be up-regulated in many mammalian fibrotic diseases, promoting fibroblast proliferation as well as ECM production [113], as well as via PDGF (see above) and progranulins (GRN), known mammalian inflammatory regulators with described pro- as well as anti-fibrotic effects [114] (Fig 6C).

Yet, relatively more interactions of macrophages with fibroblasts were predicted to occur via ECM-receptor contacts (Figs 6B and S16), and more interactions of fibroblasts with macrophages as well as with neutrophils via potential cell-cell contacts (Figs 6A and S16), the latter mainly via C-type lectin receptors (CLECs) and junction adhesion molecules (JAMs), both described with positive and negative implications in cell phagocytosis [115,116] (Fig 6C). Consistently, co-labeling of fibroblast-markers with macrophage or neutrophil markers, either using corresponding transgenic lines or HCR (see above), revealed close spatial associations between these cell types on sections through granulation tissues of 4 dpw wounds (S17 Fig).

### *plod2* is expressed by wound fibroblasts

We have also carried first functional studies of a factor found in our scRNA-seq studies which we had thought might make a difference between fibrotic wound healing in mammals and scar-free wound healing in zebrafish. A formerly reported factor mediating crucial interactions between macrophages and fibroblasts and thereby imperfect healing of cutaneous wounds in mice is the resistin-like molecule RELMα. It is encoded by the *Retnla* gene, produced and secreted by macrophages, and instructs fibroblasts to generate Lysylhydroxylase 2 (LH2) encoded by the *Plod2* gene. LH2 function in turn leads to tight DHLNL crosslinking of collagens and scar formation [39]. Interestingly, according to phylogenetic analyses *retnl* genes first show up at the level of Coelacanthiformes (Latimeria) and are absent in teleosts like the zebrafish [117], suggesting that during evolution they were first invented during the aquatic-terrestrial translocation of the ancestors of land-based vertebrates.

Nevertheless, we found *plod2* in our scRNA-seq analyses to be expressed in fibroblasts of unwounded skin, and to be strongly up-regulated upon wounding (Fig 7A), in particular in fibroblast subclusters 0 and 4 (Fig 7B), and at stages of granulation tissue formation (2 dpw, 4 dpw), while numbers of expressing cells and expression levels, in contrast to many other fibroblast-specific genes (S11, S12 Figs), dropped again during granulation tissue regression (6 dpw) (Fig 7A). 

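Fibroblast-like cells had 7.85, 24.6, 37.7 and 12.0 CPM of plod2 (ENSDARG00000011821) in unwounded skin and at 2, 4 and 6 dpw, with ratios to unwounded skin of 3.14 (2.17 to 4.66), 4.80 (3.41 to 6.96) and 1.53 (1.05 to 2.27). Weighting every cell equally put the 4 dpw ratio at 7.20. From 4 to 6 dpw the level changed 0.318-fold (0.264 to 0.381). A UMI of plod2 was seen in 0.410%, 0.896%, 1.74% and 0.499% of fibroblast-like cells after thinning and in 3.69%, 17.2%, 26.3% and 7.17% before, when the median depth was 4708, 10762.5, 10721 and 6671 UMIs. In keratinocyte-like cells, with median depths of 11851.5, 10654.5, 9585 and 10405 UMIs, it was seen before thinning in 0.0876%, 0.193%, 0.368% and 0.224%. By fibroblast-like subcluster 0 to 4, plod2 stood at 38.5, 9.31, 16.3, 9.00 and 16.4 CPM.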

Of note, zebrafish in addition to *plod2* has two other genes (*plod1a*, *plod3*) encoding lysyl hydroxylases, Lh1 and Lh3 [118]. However, according to our scRNA-seq data, *plod1a* and *plod3* expression levels were much less affected by wounding than that of *plod2* (Fig 7C), suggesting that the wounding-induced increase of collagen DHLNL crosslinking (see below) is largely caused by LH2. Furthermore, Lh2 has two splice variants, with the longer variant containing an additional exon (13A) of 63 base pairs that codes for the telopeptidyl lysyl hydroxylase activity crucial for DHLNL crosslink formation [118]. 

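Within fibroblast-like cells, plod1a (ENSDARG00000059746) changed 1.48-fold (1.32 to 1.67) and plod3 (ENSDARG00000076317) 1.74-fold (1.46 to 2.096) from unwounded skin to 4 dpw. Over all cells of a library, without thinning, the share with a UMI of plod1a at 2, 4 and 6 dpw was 1.82 (1.60 to 2.09), 3.26 (2.88 to 3.70) and 2.63 (2.32 to 2.99) times that of unwounded skin, that of plod2 3.24 (2.17 to 5.00), 12.5 (8.63 to 18.7) and 3.44 (2.31 to 5.28) times and that of plod3 2.07 (1.81 to 2.38), 2.53 (2.22 to 2.90) and 1.90 (1.66 to 2.18) times. Restricting the cells to thinned fibroblast-like ones moved the plod2 ratio at 4 dpw most, to 4.23 (1.27 to 22.1). All cells thinned, chosen after seeing the values, gave 6.74 (2.404 to 26.2).

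**Figure D2:**
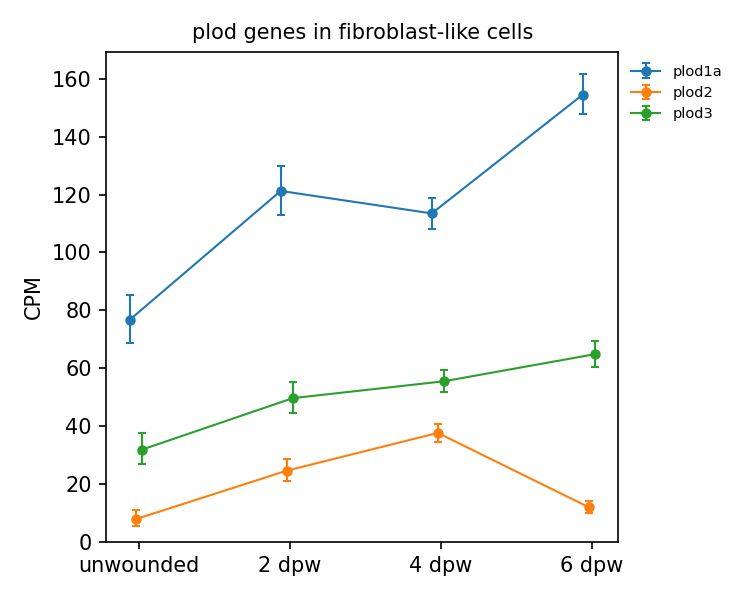
Level of plod1a, plod2 and plod3 (lines) in fibroblast-like cells, in CPM (vertical axis), against condition (horizontal axis). Error bars show exact 95% intervals, which cover counting error only. The level of plod2 is highest at 4 dpw, at 37.7 CPM.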

Strong *plod2* expression in zebrafish wounds was confirmed via *plod2* in situ hybridization at 4 dpw (Fig 7F,7G), while semiquantitative and quantitative RT-PCR of wound biopsies with specific primers for the longer splice isoform revealed that the expression of this relevant *plod2* variant was approximately 50-fold upregulated at 4 dpw compared to unwounded skin (Fig 7D), and had decreased again at 6 dpw (Fig 7E).

**Fig 7:**
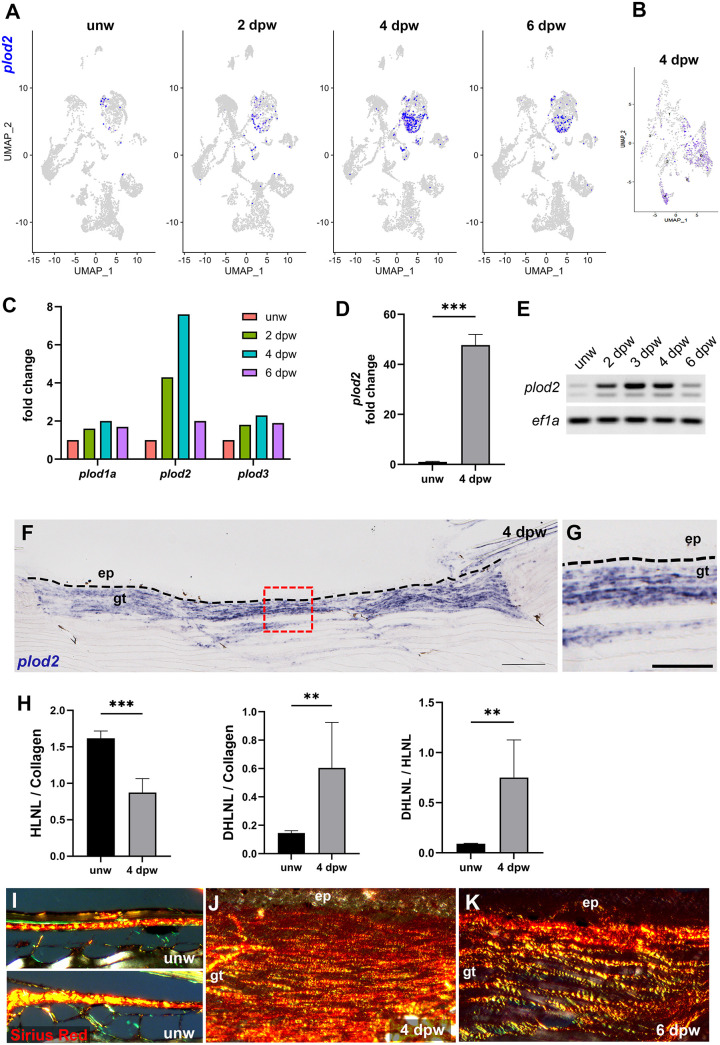
*plod2* expression is upregulated in cutaneous wounds of zebrafish. (A) UMAP representation of *plod2* expression in all cells and across all time points. (B) UMAP representation of *plod2* expression in fibroblasts at 4 dpw. (C) Fold change expression levels of *plod1a*, *plod2* and *plod3* across the time points compared to unwounded skin in scRNA-seq data. (D, E) Quantitative (D) and semi-quantitative (E) RT-PCR results demonstrate that *plod2* expression is upregulated upon wounding. Data in (D) represent mean  ±  SD, n  =  3 independent biological replicates. (F, G) In situ hybridization results showing *plod2* expression in the granulation tissue at 4 dpw. (H) Ratios of HLNL to collagen, DHLNL to collagen and DHLNL to HLNL crosslinks at 4 dpw. Data represent mean  ±  SD; n  =  6 for unw; n= = 2 for 4 dpw, with 3 pooled biopsies each. (I-K) Picosirius Red staining of sections through unwounded skin (I) and skin wounds at 4 dpw (J) and 6 dpw (K), visualized under linearly polarized light and after appropriate sample rotation/ orientation. Red (versus yellow or green) color indicates higher maturation/ crosslinking of collagen fibrils. Similar results were obtained in multiple sections of at least 3 independent wounds per condition. Numerical values for panels C, D, H, I and J can be found in S2 Data. Significances were determined with a two-tailed Student’s t test, *, P  <  0.05; **, P  <  0.01; ***, P  <  0.001. Abbreviations: ep, epidermis; gt, granulation tissues. Scale bars: 200 μm in F; 100 µm in G; 100 µm in K.

Since lysine residues in the telopeptide domain of collagens hydroxylated by LH2 will in subsequent steps give rise to DHLNL collagen crosslinks (rather than HLNL crosslinks when only one residue remains non-hydroxylated) [36], we also biochemically analyzed DHLNL and HLNL crosslinks in wound and unwounded skin biopsy samples. Indeed, upregulation of *plod2* in zebrafish wounds coincided with a reduction in HLNL/collagen ratios and an increase in DHLNL/collagen ratios, yielding an almost 5-fold increase in DHLNL/HLNL ratios at 4 dpw (~0.15 to ~0.75; Fig 7H). These numbers were similar to, and the changes upon wounding even stronger than those reported for mouse wounds (~0.3 to ~1.0) [39], indicating that in cutaneous zebrafish wounds, collagen crosslinking is as strong as in mouse wounds. Analyses of the birefringent properties of collagens via the picrosirius-polarization method [119] further revealed that despite this severalfold increase in DHLNL/HLNL ratios and collagen crosslinking, collagen fibers in the granulation tissue of 4 dpw zebrafish wounds were not as compact as in unwounded dermis (Fig 7I,7J), consistent with results obtained via transmission electron microscopy (see below/ Fig 9H in comparison to Fig 4 of reference [120]), but possibly more matured (indicated by the more red color of the fibers; Fig 7I,7J). Yet, at 6 dpw, when granulation tissue is regressing, collagen fiber density had dropped even further and collagen maturation/ crosslinking appeared reduced again (indicated by the yellow, rather than red color of stained fibers; Fig 7K). Together, this suggests that during granulation tissue regression, collagen crosslinking might actually be at least partly removed before collagens are fully degraded.

### *plod2* expression is stimulated by TGFβ signaling

Rather than by RELMα as in cutaneous wounds, *PLOD2* expression has in multiple other mammalian contexts been reported to be stimulated by TGFβ1/SMAD3 signaling [121–123]. Indeed, the promotor of the human *PLOD2* gene contains binding sites for the TGFβ1-activated transcription factor SMAD3, and binding of SMAD3 to this promotor element is required for TGFβ1-induced *PLOD2* expression in human fibroblasts, indicating that *PLOD2* is a direct TGFβ1/SMAD3 target gene [121]. To test whether in the absence of RELMα (see above), *plod2* expression in zebrafish cutaneous wounds might also be induced by TGFβ signaling, wounded fish were treated with the TGFβR inhibitor SB431542 between 3 dpw and 4 dpw. qPCR analysis revealed that at 4 dpw, *plod2* mRNA levels were 5-fold lower in samples of SB431542-treated fish than in the control group (Fig 8A), indicating that wounding-induced *plod2* expression depends on and occurs via TGFβ signaling. Consistently, according to our scRNA-seq data, both TGFβ1-encoding zebrafish genes, *tgfb1a* and *tgfb1b*, were upregulated upon wounding at 2 dpw, especially in neutrophils and macrophages (Fig 8B), pointing to these innate immune cells as a crucial source of TGFβ1 to stimulate fibroblasts. Yet, fibroblasts might in addition, and particular at later stages, also stimulate each other via *tgfb1a* expressed at increased levels in wound fibroblasts at 4 dpw (see above; S15 Fig). That wound fibroblasts receive and transmit such TGFβ signals is indicated by two lines of evidence. 

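Summed over all cells of a class, tgfb1a had 0, 11, 8 and 1 UMIs in neutrophil-like cells in unwounded skin and at 2, 4 and 6 dpw. With 0 UMIs in unwounded skin, no ratio is given for it. There tgfb1b changed 1.47-fold (0.532 to 5.63) from unwounded skin to 2 dpw, starting from 4 UMIs. In macrophage-like cells tgfb1b changed 1.76-fold (0.712 to 5.61).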

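The level of tgfb1a in fibroblast-like cells at 4 dpw was 0.946 (0.846 to 1.06) times that of unwounded skin, and the class held 54.8% (52.8 to 56.8) of all tgfb1a UMIs of that library. Keratinocyte-like cells held 16.2% (14.8 to 17.8).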

First, our scRNA-seq analysis revealed that expression of *tgfbi* (transforming growth factor beta induced), a known downstream target and marker for TGFβ signaling [124], was upregulated in fibroblasts (and in macrophages) at 4 dpw, and in the same fibroblast subclusters as *plod2* (Fig 8C). 

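From unwounded skin to 4 dpw tgfbi (ENSDARG00000071586) rose 2.13-fold (1.92 to 2.36) in fibroblast-like cells and 1.62-fold (1.39 to 1.90) in macrophage-like cells. Without the cell that held most tgfbi in each library, the rises were 2.80-fold and 1.66-fold. The levels of tgfbi in fibroblast-like subclusters 0 to 4 were 368, 134, 18.5, 49.9 and 335 CPM. At 4 dpw, 214 of 333 fibroblast-like cells with plod2 also had tgfbi, and after thinning 0 of 22, which leaves room for up to 3 of 22.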

Second, immunostainings of phosphorylated Smad3 in a transgenic line with fluorescently labelled fibroblasts demonstrated the presence of activated Smad3 in the nuclei of wound fibroblasts at 4 dpw (Fig 8D). Taken together, the wound dermal fibroblasts in zebrafish also express *plod2* as they do in mammals, and this expression is dependent on TGFβ signaling, in contrast to mammalian dependency on RELMα.

**Fig 8:**
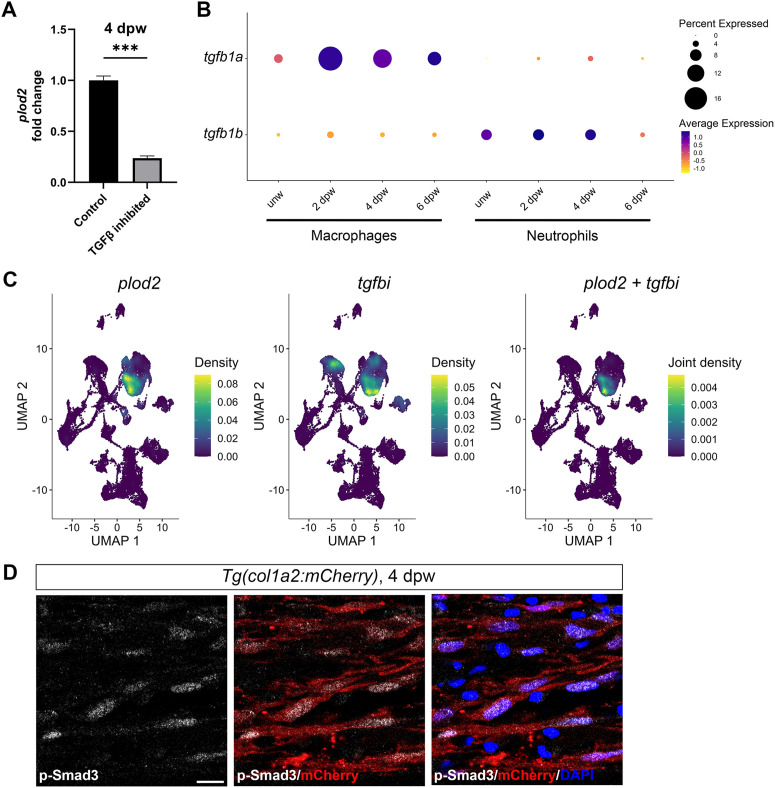
*plod2* expression is induced by TGFβ1 signaling. (A) qPCR results showing that *plod2* expression is downregulated at 4 dpw upon inhibition of TGFβ signaling via TGFβR inhibitor (SB431542). Data represent mean  ±  SD, n  =  3. Numerical values for panel A can be found in S2 Data. (B) Dot plot showing the expression of *tgfb1* paralogs in macrophages and neutrophils upon wounding. (C) UMAP representation of expression density for *plod2* and *tgfbi* and co-expression of both transcripts in scRNA-seq data. (D) Immunostaining of phospho-Smad3 and mCherry of the transgenic fibroblast reporter in sections of 4 dpw granulation tissue. Significances were determined with a two-tailed Student’s t test, *, P  <  0.05; **, P  <  0.01; ***, P  <  0.001. Scale bars: 10 μm in D.

### Gain or loss of Lh2 function does not alter regenerative capability

Reduced *Plod2* expression levels caused by loss of RELMα in cutaneous mouse wounds coincides with reduced wound scarring. Similarly, direct siRNA-mediated knockdown of *Plod2* alleviates liver necrosis by making collagen fibers deposited by liver myofibroblast aligned in a more orderly manner and more easily degradable [125], pointing to a pro-fibrotic effect of Plod2. Yet, despite highly up-regulated *plod2* expression levels, zebrafish wounds eventually heal perfectly, with a full regression of the transiently formed granulation tissue. Given that in contrast to most other fibroblast markers, expression of *plod2* drops again during granulation tissue regression (see above; Fig 7A,7D), we investigated whether Plod2 might at least affect the dynamics or degree of granulation tissue formation and regression, performing gain- and loss-of-function experiments. For temporally controlled gain of function, a transgenic zebrafish line was generated carrying a heat shock inducible promoter driving the expression of *plod2*, *Tg(hsp70l:plod2-p2A-EGFP)*. For transgene activation, fish were daily heat-shocked, with the first heatshock directly before wounding at 0 dpw, and repeated heatshocks on every day until the fixation of fish for phenotypic analyses. Histology of sections of transgenic and non-transgenic control fish at 4 dpw, when granulation tissue is normally maximal, and at 8 dpw and 12 dpw, when granulation tissue has regressed, revealed that despite a several-fold increase of *plod2* expression in heat-shocked transgenic fish (Fig 9A), despite high levels of transgene-encoded protein particularly in wound fibroblasts of heat-shocked transgenics (Fig 9B) and despite an approximately 1.3 fold increase in the more stable collagen DHLNL crosslinking (Fig 9C), the sizes of granulation tissue were not changed upon forced *plod2* overexpression compared to heat-shocked non-transgenic siblings (Fig 9D,9E). Collagen I immunofluorescence and Transmission electron microscopy (TEM) further revealed that the amounts of fibrillar collagen type I (Figs 9F, 9G and S18), as well as the diameters and the alignment of collagen fibers (Fig 9H) within the granulation tissue were not affected by forced *plod2* overexpression compared to wild-type siblings.

**Fig 9:**
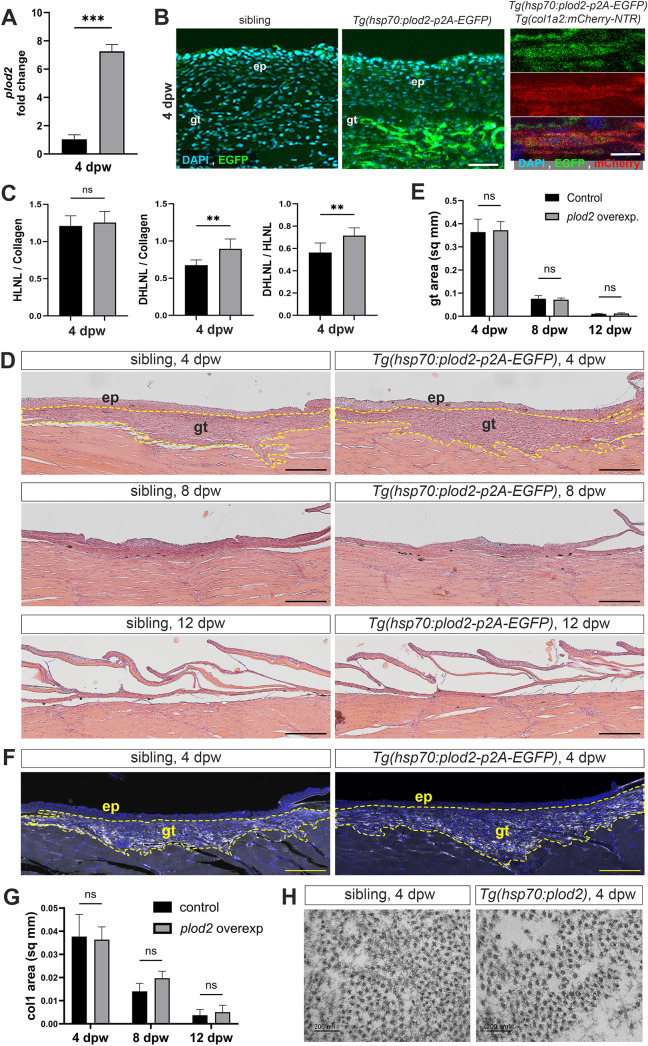
Gain of Lh2 function does not compromise granulation tissue resolution. (A) qPCR results showing that in from 0 – 4 dpw daily heat-shocked *Tg(hsp70l:plod2-p2A-EGFP)* fish, *plod2* expression is over sevenfold upregulated at 4 dpw compared to heat-shocked non-transgenic control siblings. Data represent mean ± SD, n = 3 biological replicates. **(B)** Anti-EGFP immunofluorescence, counterstained with DAPI, revealing *Tg(hsp70l:plod2-p2A-EGFP)*-encoded protein particularly in the granulation tissue of daily heat-shocked transgenic, but not of heat-shocked non-transgenic siblings, at 4 dpw. Right images show combined EGFP and mCherry fluorescences (single and merged channels) of a daily heat-shocked *Tg(hsp70l:plod2-p2A-EGFP)*, *Tg(col12a:mCherry-NTR)* double transgenic fish at 4 dpw and at higher magnification, directly revealing *Tg(hsp70l:plod2-p2A-EGFP)* expression (also) in fibroblasts of the granulation tissue labelled in red. **(C)** Ratios of HLNL to collagen, DHLNL to collagen and DHLNL to HLNL crosslinks in from 0-4 dpw daily heat-shocked transgenics and daily heat-shocked non-transgenic controls. Data represent mean ± SD; n = 6 for non-transgenics; n = 6 for transgenics. Compared to *plod2* transcript levels (~ 7-fold increase; **A)**, and DHLNL collagen crosslinking in wounded versus unwounded skin (~ 5-fold increase; Fig 5H), the increase of DHLNL collagen crosslinking in daily heat-shocked *Tg(hsp70l:plod2-p2A-EGFP)* transgenics compared to heat-shocked non-transgenic controls is rather moderate (~ 1.3-fold). This might point to an increasing contribution of crucial LH2 cofactors to limiting the rate of DHLNL formation under these particular conditions (increased *plod2* expression because of wounding AND transgene activation). One of such cofactors could be FKBP10/FKBP65, a chaperon colocalized with LH2 in the endoplasmic reticulum, which has been shown to potentiate the LH2-driven collagen HLNL-DHLNL crosslink switch [155], and mutations in which cause the same human disease as mutations in PLOD2 (osteogenesis imperfecta type XI, Bruck syndrome [156]). Of note, its zebrafish orthologs *fkbp10a* and *fkbp10b* are also expressed and upregulated in zebrafish skin fibroblasts (see S10 Fig.). (D) Representative H&E stainings on sections of from 0 – 4/8/12 dpw daily heat-shocked *Tg(hsp70l:plod2-p2A-EGFP)* fish and their control siblings at 4 dpw, 8 dpw and 12 dpw, respectively (yellow dashed lines mark the granulation tissue). (E) Quantification of granulation tissue sizes in sections as shown in (D), revealing that sizes were not changed upon forced *plod2* overexpression compared to wild-type siblings. Data represent mean ± SD, n = 3. (F) Representative images of immunostaining against collagen I protein (gray) at 4 dpw on paraffin sections, counterstained with DAPI (blue); for other stages, see S18 Fig. (G) Quantification of the collagen I-stained areas at 4 dpw, 8 dpw and 12 dpw, showing no changes upon forced *plod2* overexpression compared to wild-type siblings. Data represent mean ± SD, n = 3. Significances were determined with a two-tailed Student’s t test, *, P < 0.05; **, P < 0.01; ***, P < 0.001. (H) TEM analysis of *Tg(hsp70l:plod2-p2A-EGFP)* fish, demonstrating that the diameters and alignment of collagen fibers were not changed at 4 dpw compared to wild-type siblings. Numerical values for panels A, C, E and G can be found in S2 Data. Scale bars: 50 µm in left and medium images and 10 µm in right images of B; 200 μm in D, F; 200 nm in H. ep: epidermis, gt: granulation tissue.

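In fibroblast-like cells at 4 dpw, fkbp10a (ENSDARG00000099183) was at 0.760 (0.626 to 0.926) and fkbp10b (ENSDARG00000045129) at 2.88 (2.52 to 3.29) times the unwounded level, with 24.9 CPM (22.4 to 27.5) and 159 CPM (153 to 166).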

For loss of function, we carried out the same type of analyses with a formerly isolated *plod2* mutant carrying a non-sense mutation that results in a C-terminally truncated (679 instead of 754 amino acid residues), non-functional protein [126]. Although displaying the described skeletal defects pointing to a requirement of LH2 for proper collagen I fiber organization in bones and for bone stability, and although displaying no compensatory expression of other *plod* genes in skin wounds (S19A Fig), but a reduction of collagen DHLNL crosslinks to approximately 50% of wild-type levels (S19B Fig), cutaneous wound healing was not affected in the mutants, with no significant difference in granulation tissue sizes compared to wild type siblings (S19C, S19D Fig), normal intensities and patterns of granulation tissue collagen I in immunostainings (S19E, S19F Fig), and no differences in the diameters and alignments of granulation tissue collagen fibers in TEM images (S19G Fig). Taken together, the overall regenerative ability was not altered during cutaneous wound healing in zebrafish upon forced gain or loss of Lh2 function and according changes in the crosslinking of granulation tissue collagens, indicating that even higher or lower levels of this pro-fibrotic factor and collagen crosslinking do not affect the dynamics of granulation tissue formation and regression.

## Discussion

Cutaneous wound healing represents a complex biological process which involves the interaction of diverse cell types and signaling pathways [5]. In contrast to fibrotic scarring observed in mammals, zebrafish possess the capability to perfectly restore lost or damaged tissue to its original state without scarring, although wounds also display “temporary fibrosis” in a granulation tissue that fully regresses during later stages of wound healing [4]. The same applies to other perfectly regenerating organs of adult zebrafish, for example the heart after cryoinjury, which also displays temporary formation of an excessive scar that later regresses [127]. In order to dissect the cellular and molecular processes underlying granulation tissue formation versus regression, we performed scRNA-seq for such different stages of cutaneous wound healing in adult zebrafish.

### Cellular and molecular dynamics and heterogeneities during zebrafish cutaneous wound healing

During mammalian skin wound healing, the wound microenvironment undergoes dynamic changes, with different cell types participating in tissue repair. Particularly, macrophages and fibroblasts are key players during this process [11,128], and this also seems to be so during zebrafish wound healing. Macrophages arrive in the wound before fibroblasts and later start to drop in numbers earlier than fibroblasts [4]. Yet, both cell types co-exist and cooperate not only during the formation, but also during the regression of granulation tissue.

As in mammals, macrophages and fibroblasts of zebrafish skin wounds exhibited a whole spectrum of activation states with unique gene expression profiles defining multiple subclusters – although most annotated subclusters still displayed substantial heterogeneity within themselves (S6, S13 Figs). Of note, only one of our annotated six fibroblast subclusters was wound-specific, compared to four of seven in cutaneous mouse wounds [24]. Macrophage subclusters with preferential pro-inflammatory, anti-inflammatory and/or pro-regenerative characteristics were identified. However, most of these subclusters co-existed during all stages of zebrafish wound healing, suggesting that pro- and anti-inflammatory processes largely overlap in time - although our calculated overall inflammation score clearly peaks at early stages of wound healing (Fig 2). A similar co-existence and temporal overlap during granulation tissue formation and regression was observed for most fibroblast subclusters, the main producers of the ECM (Fig 4). In addition to fibroblasts, innate immune cells also seem to directly contribute to ECM production - as also recently shown for mammalian wounds [67] - and ECM degradation. For example, macrophage subcluster 5 showed strong expression of genes encoding fibrillar collagens as well as basement membrane components (S5 Fig), while neutrophils showed strongest expression of *mmp13b*, together with *mmp13a* the only “professional” collagenase encoded by the zebrafish genome (S7 Fig). 

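The counts of mmp13b (ENSDARG00000100794) in neutrophil-like cells were 0, 2, 0 and 0 UMIs in unwounded skin and at 2, 4 and 6 dpw. Fibroblast-like cells held 6.68% (4.96 to 8.75), 40.1% (37.2 to 43.1), 56.1% (53.2 to 58.9) and 60.7% (57.6 to 63.8) of its UMIs.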

Of note, however, even when integrating fibroblasts, macrophages and neutrophils, our ECM build up/ ECM breakdown analyses yielded at first sight puzzling results, with formation/degradation ratios during granulation tissue formation not being higher than during granulation tissue regression (S14 Fig). Together, this points to a large degree of co-existence of ECM-forming and ECM-degrading processes during all stages of wound healing. In addition, it suggests that rather specific temporal or spatial changes in particular cell types and/or in the expression levels of rather few and particularly important factors might make the difference between net formation or net regression of granulation tissue.

Of note, in addition to changes in cells and potential regulatory genes, our scRNA-seq data also point to dynamic changes within the ECM itself. Thus, while Col I, the main fibrillar dermal collagen, was expressed at rather unaltered levels during all stages of wound healing, Col V, the other fibrillar dermal collagen, as well as Col II and Col X, fibrillar and network-forming collagens mainly present in (hypertrophic) cartilage, respectively, were downregulated during granulation tissue formation compared to unwounded skin, but strongly upregulated during granulation tissue regression. In contrast, Col XII, a FACIT associated with Col I-containing fibrils, Col XI, the other fibrillar collagen mainly present in cartilage, and Col XVIII were upregulated both during granulation tissue formation and regression (Figs 4G and S11). 

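In fibroblast-like cells, the 4 dpw level over that of unwounded skin was 3.75 (3.69 to 3.80) for col1a1a and 3.64 (3.60 to 3.68) for col1a2. The ratios to unwounded skin at 2, 4 and 6 dpw were 0.343 (0.283 to 0.413), 0.104 (0.0836 to 0.128) and 1.36 (1.21 to 1.54) for col5a2b, and 1.19 (1.03 to 1.39), 8.95 (7.95 to 10.1) and 12.3 (11.0 to 14.0) for col2a1b.

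**Figure D3:**
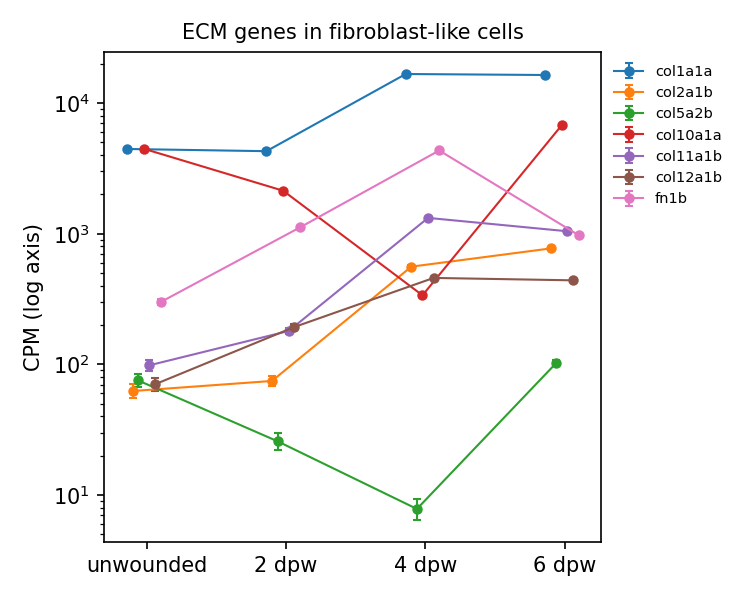
Level of 7 ECM genes (lines) in fibroblast-like cells, in CPM (vertical axis, logarithmic), against condition (horizontal axis). Error bars show exact 95% intervals, which cover counting error only. The line of col10a1a falls to 338 CPM at 4 dpw.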

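At 4 dpw fibroblast-like cells had 6.52 (5.82 to 7.33) times the unwounded level of col12a1b, 13.4 (12.22 to 14.8) times that of col11a1b and 2.86 (1.97 to 4.28) times that of col18a1b. At 6 dpw they held 440.2 CPM (429 to 452), 1045 CPM (1027 to 1063) and 21.3 CPM (18.8 to 24.0) of the 3 genes.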

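The level of fn1b in fibroblast-like cells rose 14.5-fold (13.7 to 15.3) from unwounded skin to 4 dpw and changed 0.225-fold (0.221 to 0.229) from there to 6 dpw. For cilp the same steps were 16.0 (14.1 to 18.3) and 0.681 (0.661 to 0.700), and for ogna 36.5 (29.3 to 46.0) and 0.946 (0.918 to 0.974).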

A strong upregulation particularly during granulation tissue regression was also observed for other ECM proteins, such as Fibronectin (*fn1b*), the Cartilage Intermediate Layer Protein 1 (*cilp1*) and the small leucine-rich proteoglycan Osteoglycin (*ogna*) (S12 Fig). Together, this points to crucial differences in the ECM composition of the growing versus the regressing granulation tissue, with the regressing ECM displaying striking similarities to cartilage ECM (Col II, Col X, Col XI, Cilp). Future studies have to address the mechanisms via which cartilage-like properties of the ECM might promote granulation tissue regression. However, our findings of *col10a1a*-positive fibroblasts being located close to (Fig 5), and *mrc1b*-positive macrophages being located within (Fig 3) forming lacunae that are eventually filled by adipose tissue point to the possible involvement of endochondral adipogenesis-like mechanisms, as occurring during zebrafish bone development [129], and as in line with the myofibroblast-adipocyte trans-differentiation reported for healing large skin wounds in mouse [130].

### Myofibroblast-like cells during zebrafish cutaneous wound healing

In mammals, myofibroblasts are considered as “the primary ECM-producing cell types executing fibrosis” [131], including scarring of skin wounds [23]. In addition, their contractile function contributes to the closure of mammalian skin wounds [132]. For the closure of zebrafish wounds, myofibroblasts are most likely dispensable, as the wounds close within hours and even before fibroblasts have entered the wound bed [4], purely driven by re-epithelialization movements of the epidermis [40]. Accordingly, we had thus far failed to detect myofibroblasts in zebrafish skin wounds with anti-smooth muscle actin antibodies, although myofibroblast-like cells have been described during zebrafish heart regeneration [127,133,134].

Interestingly, although not constituting a distinct fibroblast subcluster, we now identified skin wound-specific cells that display a transcriptional profile similar to mammalian myofibroblasts, with strong expression of genes most likely contributing to cellular contractility. However, compared to mammalian myofibroblasts and “regular” zebrafish fibroblast subtypes, they lack expression of collagen genes, suggesting that they might share at least some of the beneficial tissue-remodeling effects of mammalian myofibroblasts, while lacking their detrimental pro-fibrotic effects [22,23]. Future studies have to address the particular function of such myofibroblast-like cells in the zebrafish granulation tissue.

### Other pro-fibrotic pathways and Lh2 during zebrafish cutaneous wound healing

In mammalian wounds, other pro-fibrotic genes and cell types beyond myofibroblasts have been shown to contribute to persistent fibrosis and scarring. Puzzlingly, according to our scRNA-seq analysis, most of them are also present in zebrafish skin wounds, for instance En1, a transcription factor marking mammalian fibroblasts that upon ablation or blockage of En1 activation prevent scarring of injured skin [27,28], as well as Connective tissue growth factor (*cnn2a*, *cnn2b*; S10 Fig), a secreted growth factor cooperating with TGFβ1, inhibition of which can for instance reverse liver fibrosis [77], or Periostin (*postna*, *postnb*; S10 Fig), a secreted protein made by a specific fibroblast subcluster, ablation of which alleviates scarring in injured hearts [78]. Future cell ablation and genetic gain- and loss-of-function experiments have to reveal the roles of these cell types and genes during cutaneous wound healing in zebrafish.

Another described mammalian pro-fibrotic factor, for which we have already here performed functional studies, is Lysylhydroxylase 2 (Lh2), encoded by the *Plod2* gene. In mammalian wounds, *Plod2* expression is induced in dermal fibroblasts by RELMα released by macrophages, leading to more stable DHLNL-dependent crosslinking between collagen fibers and persistent fibrosis [39]. Given that *retln* genes encoding RELMα and related factors are absent from fish genomes, we had speculated that zebrafish wounds might lack *plod2* expression and collagen DHLNL crosslinks, and that this has a crucial impact on granulation tissue regression. Surprisingly, however, our results demonstrated that *plod2* expression and collagen DHLNL crosslinks are also induced in zebrafish wounds, in this case induced by TGFβ signaling, a well-known mediator of mammalian fibrosis in other pathways and contexts (Figs 7 and 8). Moreover, Lh2 gain or loss of function did not alter the regenerative ability of zebrafish (Figs 9 and S19), challenging this particular conception of fibrosis regulation [39], and pointing to the existence of alternative – or at least additional - mechanisms allowing granulation tissue regression, ECM breakdown and thereby scar-free wound healing even in the presence of those more stable collagen fibrils. Yet, our data do not fully exclude a general contribution of collagen cross-linking to the kinetics of granulation tissue formation and regression. Thus, collagens can also be crosslinked via other molecular, for instance transglutaminase-mediated, mechanisms [135]. In addition, even a contribution of lysylhydroxylase-mediated mechanisms cannot be ruled out completely, as the effect of Lh2 overexpression could be limited by rate-limiting concentrations of crucial co-factors like Fkbp10 (see legend of Fig 9), and the effect of loss of Lh2 could be limited by partial functional redundancies with low levels of Lh1 and Lh3 (Figs 7 and S19).

### Implications for wound healing therapies

The long-term goal of our work is the identification of specific cell types or genes making the difference between perfect healing with only temporary fibrosis in fish versus imperfect healing with persistent fibrosis and scarring in mammals, including human. In principle, we would expect that fish wounds contain anti-fibrotic factors absent in mouse wounds, and/or that mouse wounds contain pro-fibrotic factors absent in fish wounds. In this light, RELMα described above was a good candidate for the second category, which unfortunately turned out negative, as its absence in fish can be compensated by TGFβ. This makes it quite likely that similar compensatory mechanisms could also be activated when targeting RELMα in human skins to alleviate scarring. Thus, concomitant targeting of RELMα and TGFβ signaling might be a reasonable approach. Candidates for anti-fibrotic factors absent in mouse wounds were not so apparent in our analyses. They might be among the genes with no annotated function as yet that were strongly up-regulated in zebrafish wounds, for instance si:dkey-21e2.8, which is strongly expressed in fibroblast subcluster 3 of fish wounds; S8 Fig). Yet, also our own BLAST searches did not unravel any orthologs in vertebrate classes other than fish, thus it remains unclear whether it is a least part of a pathway shared between fish and mammals, and how to possibly pharmacologically promote this pathway in human wounds.

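The gene si:dkey-21e2.8 (ENSDARG00000092532) had 46.0, 197, 3493, 124 and 177 CPM in fibroblast-like subclusters 0 to 4. Over all fibroblast-like cells its ratio to unwounded skin was 0.230 (0.223 to 0.237) at 4 dpw and 0.102 (0.0977 to 0.107) at 6 dpw.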

Alternatively, or in addition, rather than the presence versus complete absence of already known pro- and anti-fibrotic factors, more subtle differences in the relative abundances of such factors in both fish and mammalian skin wounds might underlie perfect versus imperfect wound healing in fish versus mammals. If so, it might on one hand be more challenging to identify such most likely multi-factorial differences in cross-species scRNA-seq analyses [136]. On the other hand, however, when successful, it might be instrumental for the rather straight-forward development of novel or modified therapeutic interventions in wound healing-related human disorders, possibly using a combination of already established pharmacological agonists and antagonists.

In conclusion, our findings set the base for further and more systematic cross-species scRNA-seq analyses to elucidate crucial differences in the cellular and molecular dynamics during the different phases of perfect cutaneous wound healing in fish versus fibrotic wound healing in mammals, with the ultimate goal to develop new preventative and reparative therapies for skin repair in human.

## Materials and methods

### Ethics statement

The zebrafish studies were approved by the animal welfare office of the state of Northrhine-Westfalia (LANUV), approval numbers: 81-02.04.2018.A097, 81-02.04.2022.A104, 81-02.04.40.2022.VG005.

### Zebrafish lines and wounding

Six to eight months of age adult zebrafish Tüpfel long fin (TL) and Ekkwill (EK) wild-type strains were used. Transgenic and mutant lines used were: *Tg(col1a2:mCherry-NTR)*^cn11Tg^ [137], *Tg(mpx:GFP)*^i114Tg^ [138], *Tg(lyz:EGFP)*^nz117Tg^ [139], *Tg(mpeg:EGFP)*^gl22Tg^ [140], *Tg(mpeg:mCherry)*^gl23Tg^ [140], *TgBAC(tnfa:GFP)*^pd1028Tg^ [62], *plod2*^sa1768^ [141]. Transgenic lines *Tg(hsp70l:plod2-p2A-egfp)*^fr62Tg^ and *Tgki(col1a2:GFP-Col1a2)*^fr64Tg^ were generated in this study. Full-thickness wounds of adult fish with a diameter of ∼3 mm were introduced with a clinical dermatology laser as described [4].

Zebrafish were raised at 28^o^C on 14 hours/10 hours light/dark cycle and fed with paramecia, dry flake food and live/frozen artemia daily. Feeding of larvae and adult fish and monitoring of the quality of the system water were done by the institute’s animal care takers daily.

The zebrafish wound healing experiments were approved by the local and federal animal care committees (City of Cologne: 8.87-50.10.31.08.129; LANUV Nordrhein-Westfalen: 81-02.04.2018.A097, 81-02.04.2022.A104, 81-02.04.40.2022.VG005).

### Genotyping of *plod2* mutants

*plod2*^sa1768^ mutants were genotyped using PCR amplification with the primers listed in Table 1. This yields a 264 bp amplification product which upon digestion with *Mbo*II enzyme (New England Biolabs) yields bands of 153 bp, 70 bp and 41 bp in wild type genomic DNA, but bands of 223 bp and 41 bp in mutant genomic DNA.

**Table 1:** Primer sequences used in this study.

Primer ID	Sequence	Comments
plod2_fw	5’- GAATCACAAGTAAATCAGACACA -3’	genotyping
plod2_rev	5’- AGTTAGGACATGGTGTAAGATG -3’	
plod2b_fw	5’- AAAAAGATATCCACCATGGAGCGGCGTCGG -3’	transgenesis
plod2b_rev	5’- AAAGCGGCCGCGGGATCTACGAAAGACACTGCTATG T -3’	
p2A-egfp_fw	5’- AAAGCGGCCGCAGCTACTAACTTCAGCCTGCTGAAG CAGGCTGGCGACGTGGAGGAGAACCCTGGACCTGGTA TGGTGAGCAAGGGCGAG -3’	
egfp_rev	5’- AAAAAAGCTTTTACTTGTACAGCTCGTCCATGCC -3’	
ef1alpha_fw	5’- TGGTACTTCTCAGGCTGACT -3’	qPCR
ef1alpha_rev	5’- CTCCAACGATCAGCTGTTTCAC -3’	
rps11a_fw	5’- GATGGCGGACACTCAGAAC -3’	
rps11a_rev	5’- CCAATCCAACGTTTCTGTGA -3’	
col1a2_fw	5’- CAAGGAGTCTGCATGTCGGT -3’	
col1a2_rev	5’- ATCAGGTCCCTTAGGACCCC -3’	
plod2b_fw	5’- CATTCCATATGCTCAGATCCCCA -3’	
plod2b_rev	5’- TCTCCAGTCCAGAGGATTTTCG -3’	
plod1a_fw	5‘TAAGACCACATCACGACGCC-3‘	
plod1a_rev	5‘-GCCTCCACCCTGAAAGTCAA-3‘	
plod3_fw	5‘-ACGCTGAAATTCCTGCCGTC-3‘	
plod3_rev	5‘-AGTTCAGTTTTCCCGTCGCT-3‘	
plod2-fw	5’- AGTGTGGAACATTCCTTTCCTGGC -3’	RT-PCR
plod2-rev	5’- GAGAAGTGTTGTAGTTGGCAGTGG -3’	
5’HA_fw	5’- GGTCTGTCCCAGTTGTTTGATTATATTGT -3’	knock-in
5’HA_rev	5’-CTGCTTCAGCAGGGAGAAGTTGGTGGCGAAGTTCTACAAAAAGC -3’	
p2A_fw	5’- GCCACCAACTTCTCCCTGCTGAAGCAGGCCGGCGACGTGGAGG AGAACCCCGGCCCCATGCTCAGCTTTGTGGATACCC -3’	
egfp_rev	5’- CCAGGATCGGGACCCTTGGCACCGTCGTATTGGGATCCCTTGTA CAGCTCGTCC -3’	
3’HA_fw	5’- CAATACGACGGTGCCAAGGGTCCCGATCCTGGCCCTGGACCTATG GTGAG -3’	
3’HA_rev	5’- GCCACGAGCACCAATAGCT -3’	
crRNA	5’- GGCGCTAAAGGACCTGACCC -3’	

### Plasmid construction and transgenesis

For cloning of the construct hsp70l:plod2-p2A-egfp, the hsp70l promoter region was digested with *Xba*I and *Eco*RV restriction enzymes from a pBSIISK-hsp70l plasmid. Zebrafish *plod2* ORF was amplified using primers listed in Table 1 and digested with *Eco*RV and *Not*I restriction enzymes. The egfp-polyA part was amplified from p3E-egfp-ployA plasmid (Tol2 kit; [142]), with the p2A part added via the primers during amplification, followed by digestion of the PCR product with *Not*I and *Hind*III restriction enzymes. Finally, pminiTol2 plasmid was digested with XbaI and HindIII restriction enzymes and ligation was done between linearized pminiTol2 plasmid backbone and all three inserts together. The final construct was checked with Sanger sequencing. The final plasmid construct was microinjected into fertilized 1-cell-stage embryos using micro-manipulator. The final concentrations of the constructs in the injection mix were 25 ng/μl together with 25 ng/μl Tol2 mRNA and 5 nl of the solution mix was injected inside of the cell. Embryos were raised and transgene expression was checked with fluorescent markers.

For the *Tgki(col1a2:GFP-col1a2)*^fr64Tg^ knock-in line, we constructed a DNA recombination template that upon recombination with the endogenous *col1a2* locus encodes a GFP-Col1a fusion protein with GFP located N-terminal of the collagen’s telopeptide domain, exactly as formerly reported for a zebrafish transgene with a keratinocyte-specific promoter [143]. The constructed DNA template consisted of a 5’ homology arm (633 bp), p2A self-cleaving peptide sequence, signal peptide sequence, EGFP coding sequence, and a 3’ homology arm (701 bp). The construct was cloned into the pGEM-T Easy vector and subsequently isolated as a linear DNA fragment via restriction digestion for microinjection. To facilitate site-specific integration, a two-component guide RNA system was used, consisting of a crRNA targeting the *col1a2* locus near the telopeptide domain and a universal tracrRNA. The crRNA and tracrRNA were annealed in equal amounts of 30 μM each in Nuclease-Free Duplex Buffer (IDT) by heating to 95°C for 5 minutes and subsequent cooling to room temperature to form a functional duplex. 9 μM of complexed RNA was injected together with 150 ng/μl of Cas9 mRNA and 20 ng/µl linear donor fragment into one-cell stage zebrafish embryos. Injected embryos were screened for mosaic EGFP expression to confirm successful delivery. Potential founders were raised to adulthood and screened for germline transmission. The isolated stable line fr64tg was checked for proper *col1a2* recombination via PCR of genomic DNA and Sanger sequencing. It is maintained in the heterozygous status. Phenotypically, heterozygous fish were wild-type by all means, and displayed completely normal cutaneous wound healing.

### Tissue labelling procedures

For paraffin embedding, samples were fixed in 4% paraformaldehyde/phosphate buffered saline (PBS) overnight at room temperature, decalcified in 0.5M EDTA (pH 8.0) for 5 days, dehydrated in a graded series of alcohols, cleared in Roti-Histol (Carl Roth, Karlsruhe, Germany), and embedded in paraffin. For cryosectioning, the trunk of the fish was cut in smaller pieces and fixed with 4% PFA/PBS overnight at 4^o^C. Fixed samples were washed with PBS, decalcified in 0.5M EDTA (pH 8.0) for 3 days at 4^o^C. Afterwards, the samples were incubated with 30% sucrose/PBS solution for two days at 4^o^C before embedding in OCT embedding matrix (Carl Roth, Germany). Both paraffin and OCT embedded blocks were sectioned at 10 μm thickness.

Picosirius Red stainings of cryosections were performed as previously described [144,145]. Briefly, 0.5 g Direct Red 80 (Sigma-Aldrich, Catalog # 365548) were mixed with 500 ml of picric acid (Sigma-Aldrich, Catalog # P6744). Sections were incubated in the Picrosirius Red solution for 60 minutes at room temperature and were afterwards washed with acidified H_2_O and were dehydrated with EtOH. Slides were mounted with Entellan (VWR International GmbH, Catalog # 1079600500). Stained tissue was imaged using linear polarized light on a Zeiss Axioplan 2 (Carl Zeiss AG, Oberkochen, Germany).

Immunofluorescence and histological analyses were performed using standard protocols. Antigen retrieval step was performed additionally for immunofluorescence analysis with 10 mM citrate buffer (pH 6.0) for 15 minutes. Stainings were performed with the primary antibodies mouse anti-mCherry (1:400, Abcam, ab125096), rabbit anti-collagen I (1:200, Abcam, ab23730), rabbit anti-phospho-Smad3 (1:400, Abcam, ab52903), chicken anti-GFP (1:500, Invitrogen, A-10262).

In situ hybridization on cryosections was performed as previously described [146]. Briefly, tissue sections were fixed again 5 min with 4% PFA, treated with proteinase K (5 μg/ml, 30 min) and PBS washes. Slides were incubated in triethanolamine-acetic anhydrate pH 8.0 5 min, then dehydrated in a series of EtOH. Sections were incubated for 3 h with hybridization solution (50% formamide, 5X SSC, 1X Denhardt, 10% dextran sulfate, 1 mg/ml tRNA). Digoxigenin-labeled *plod2* probe was generated by in vitro transcription [118]. Slides were blocked with 10% sheep serum in PBST at room temperature for 3 h, incubated overnight at 4°C with alkaline phosphatase-labeled anti-DIG antibody (Roche) and enzymatic activity was detected with BCIP and NBT.

Hybridization Chain Reaction (HCR) analyses on cryosections were performed as previously described [147]. Briefly, tissue was permeabilized with 10 μg/ml proteinase K in TBS at 37°C for 15 minutes. Slides were washed with TBS-Tween20 (0,1%) and further incubated with 0.2 N HCl for 20 minutes at room temperature. Slides were then incubated with triethanolamine and acetic acid for 5 minutes at room temperature. Afterwards the slides were washed, pre-hybridized with hybridization buffer at 65°C and then incubated with 1.6 pmol per probe in hybridization buffer over night at 45°C. On the next day the slides were washed with a dilution series of probe wash buffer and 5X SSC-Tween20 (0,1%) ending on 100% SSC-T. Wash steps were performed at 45°C. Slides were incubated with amplification buffer for 2 hours at room temperature and were afterwards incubated with hair pin solution (hair pin pair in amplification buffer) over night at room temperature. The slides were then washed with 5x SSC-T and mounted with MOWIOL containing DAPI (1:1000). HCR probes were ordered at IDT DNA Technologies (probe sequences available upon request)

### Drug treatments and heat shock induction

TGFβR inhibitor (SB431542, Sigma-Aldrich, S4317) was administered to adult zebrafish according to the indicated times in E2 medium with 50 μM final concentration. All drug treatments were done with a final concentration of 0.1% DMSO. Drug-containing E2 media were changed every 24 hours as necessary.

Heat induction for adult zebrafish was done by transferring them to pre-heated 38°C system water. Adult fish were kept in a 38°C incubator for 2 hours before transferring them back to the system.

### qPCR analysis

Adult zebrafish wound tissue samples were collected using a biopsy punch with a diameter of 4 mm. Collected tissues for total RNA extraction were snap frozen with dry ice before adding Trizol reagent. Tissue samples were homogenized and kept at -80^o^C for at least overnight until total RNA extraction was done according to the Monarch Total RNA Miniprep Kit protocol. cDNA synthesis was done with 1 μg of RNA with the iScript cDNA Synthesis Kit. The qPCR for gene expression analysis was performed with a 7500 Fast Real-Time PCR System (Applied Biosystems) using the SYBR Green PCR Master Mix and the primers listed in Table 1 (including *rps11a* and *ef1alpha* as “house-keeping” control genes). Primer efficiency was determined by the thermocycler software via the slope of the fluorescence curve in the logarithmic phase, and/ or by a dilution series of sibling control cDNA from 20 ng to 0.2 pg, and was always above 0.9. Specificity was determined by the thermocycler after the final amplification step via melting curve analysis (revealing always only one peak/ one amplification product). Fold change was calculated using the ΔΔC_T_ method.

### Transmission electron microscopy

For TEM analysis, the trunk of adult zebrafish was cut in smaller pieces and fixed overnight at 4^o^C with 2% PFA + 2% GA solution. Fixed samples were washed with PBS, decalcified in 0.5 M EDTA (pH 8.0) for 3 days at 4^o^C. Afterwards, samples of 1–2 mm thickness were incubated 0.1M cacodylic acid and re-fixed with 2% osmium tetroxide (Science Services) in 0.1M cacodylic acid, and washed 4 times for 15 min in 0.1M cacodylic acid. Through a series of ethanol 50–100%, a mixture ethanol/ propylene oxide and 100% propylene oxide, the tissue was then embedded in EPON (Science Services). After embedding, the tissue was cut in 70 nm sections with a ultramicrotome (UC6, Leica) on a grid. Grids with sections were contrasted with 1.5% uranyl acetate aqueous solution for 15 min at 37°C, incubated for 4 min in lead citrate solution (Leica Ultrastain II), washed again five times in water and dried on a filter paper.

Images were acquired with a transmission electron microscope (JEM 2100 Plus, JEOL), a OneView 4K camera (Gatan) with DigitalMicrograph software at 80 KV at room temperature.

### Crosslink analysis

Collagen crosslink analysis of uninjured skin and three pooled biopsies of cutaneous wounds per stage was performed as previously described [39,148]. Briefly, tissue specimens were reduced, denatured, and digested, and analysis was performed with an amino acid analyzer (Biochrom 20).

### Preparation of single cell suspensions

For single cell RNA sequencing, single cell suspensions were prepared. For this task, unwounded skin tissue from three adult zebrafish was collected by scraping off the skin and pooling in PBS (Mg^2+^ and Ca^2+^-free). In addition, the wound tissues for 2 dpw, 4 dpw and 6 dpw were collected using a biopsy punch with a diameter of 4 mm from three adult zebrafish each. PBS was replaced with 0.25 mg/ml Liberase (Roche) in PBS solution and the tissues were incubated at 30^o^C for an hour with slow agitation (~300 rpm). The solution was pipetted every 10–15 minutes. After successful digestion of the tissue, the solution was mixed with 5% FBS/PBS and filtered through a cell strainer with 70 μm nylon mesh and then a cell strainer with 40 μm nylon mesh in 50 ml Falcon tubes. The falcon tubes were centrifuged at 500 x g for 5 minutes and the pellet was resuspended with 2% FBS/PBS. The viability of the cells were more than ninety percent. The single cell suspensions were kept on ice until they were processed at the Cologne Center for Genomics, University of Cologne. 10.000 cells per condition was aimed for single cell RNA sequencing.

### Clustering of single cell data matrix

Single cell suspensions were processed, sequenced and single cell library construction was mapped to the zebrafish transcriptome by Cologne Center for Genomics, University of Cologne using 10x Genomics 3’scRNA seq application (Version 3’v.3.1) with Cell Ranger software used to generate feature-barcode matrices. Single cell RNA sequencing data was analyzed using RStudio program with Seurat (V4.3.0) software package for R using standard quality control [42,149–152], normalization, integration and analysis steps. Low quality cells were excluded from downstream analysis according to following criteria for retaining cells: 500 < nUMI < 30.000, 200 < nGene < 4500, mito < 25%. The top 30 most differentially expressed genes were identified for each cluster and the most likely cell type was annotated for each cluster according to expression patterns of the genes found in public databases.

### Gene ontology (GO) enrichment analysis

To analyze and visualize functional profiles of differentially expressed gene clusters across cell subtypes, we applied clusterProfiler R package [153] as indicated in accessible vignette (https://yulab-smu.github.io/clusterProfiler-book/). GO enrichment analysis for biological processes was performed using the list of significantly upregulated genes. GO terms with adjusted p-value < 0.05 were considered significantly enriched.

### STRING analysis

Overexpressed genes in the macrophage population of the 2 dpw sample (261 genes) were compared with the unwounded sample. The gene list was queried in STRING (version 11.5) using the Multiple Proteins by Names/Identifiers function. Functional enrichment analysis was performed under Biological Process (Gene Ontology) to identify pathways associated with inflammation. Among the enriched pathways, “GO:0006954 – Inflammatory response” was identified.

### Extracellular matrix (ECM) analysis

We used Matrisome AnalyzeR package to characterize ECM composition at single-cell resolution [106]. Differential gene expression analysis was first performed by comparing each sample to the unwounded sample. Genes significantly overexpressed in each sample were selected for downstream ECM-specific annotation following scRNA-seq analysis for Seurat objects provided workflow (https://github.com/Matrisome/MatrisomeAnalyzeR).

### Cell–cell communication analysis

CellChat R package [154] was employed to determine potential ligand-receptor communication in our scRNA-seq gene expression data by using CellChatDB.zebrafish, according to the available tutorial (https://github.com/sqjin/CellChat).

### Quantification and statistical analysis

For the measurement of the granulation tissue areas, FIJI-ImageJ software was used and the area was drawn manually. For the quantification of collagen-containing areas (Figs 7, S19), immunofluorescence images were acquired using an Apotome Imager.Z1 microscope. Image analysis was performed using ImageJ/Fiji software. To quantify collagen deposition, the granulation tissue was defined as the Region of Interest (ROI). Images were converted to 8-bit grayscale, and a threshold was manually established based on the background intensity of the negative control sections to identify collagen-positive pixels. This threshold was then applied uniformly across all images to create a binary mask. The total collagen-positive area was calculated within the ROI. Additionally, the total area of the granulation tissue was measured for each sample; as no significant differences in total granulation area were observed between wild-type controls, transgenics and mutants of corresponding stages, collagen-containing areas are reported with absolute values (in mm^2^). Statistical analysis was performed using GraphPad Prism software. A two-tailed Student’s t test was performed for comparison of two groups. Significances were: *, P < 0.05; **, P < 0.01; ***, P < 0.001.

## Supporting information

S1 Fig UMAP representation of single cell RNA sequencing data after integration of four datasets and cell clustering results across the time points.

S2 Fig Identification of different cell clusters during zebrafish wound healing.

S3 Fig Identification of macrophage subclusters.

S4 Fig GO analysis of biological processes of macrophage subclusters in unwounded skin and at 4 dpw and 6 dpw.

S5 Fig UMAP representations of selected macrophage-specific genes across the different stages of wound healing: mrc1b, cxcl19, col1a1a, col4a1, col4a2, lama4, f13a1a, esr2a, cpn1, tnfa, tgfb1a, cxcr4a, cxcr4b, il10.

S6 Fig Double UMAP representations of selected pairs of macrophage marker genes.

S7 Fig Potential other contributions of innate immune cells to ECM breakdown: mmp13b, timp2b.

S8 Fig Identification of fibroblast subclusters.

S9 Fig GO analysis of biological processes of fibroblast subclusters in unwounded skin and at 2 dpw and 6 dpw.

S10 Fig UMAP representations of myofibroblast-like-specific genes and for other fibroblast genes implicated in fibrosis across different stages of wound healing: acta1a, ankrd1a, desma, cdh15, en1b, postna, postnb, cnn2a, cnn2b, fkbp10a, fkbp10b.

S11 Fig UMAP representations of selected collagen-encoding genes across the different stages of wound healing: col1a1a, col1a2, col2a1b, col5a2b, col12a1b, col11a1b, col10a1a, col10a1b, col18a1b, col4a1.

S12 Fig UMAP representations of selected fibroblast-specific genes across the different stages of wound healing: fn1b, cilp, ogna, plaub, mmp2, mmp10b, adam8a, hbba1.

S13 Fig Double UMAP representations of selected pairs of fibroblast marker genes.

S14 Fig Violin plots showing the expression levels of ECM build-up and ECM breakdown-related genes in different fibroblast subclusters as well as in all fibroblasts, macrophages and neutrophils together, in unwounded skin and across the different phases of cutaneous wound healing.

S15 Fig Expression of PDGF and TGFβ1 ligands and receptors in macrophages, neutrophils and fibroblasts.

S16 Fig Ligand – receptor analysis between macrophages and fibroblasts.

S17 Fig Fibroblasts are spatially associated with neutrophils and macrophages.

S18 Fig Gain of Lh2 function does not compromise granulation tissue resolution.

S19 Fig Genetic loss of Lh2 function does not compromise granulation tissue formation and resolution.

S1 Data Scripts for scRNAseq data evaluation.

S2 Data Numerical values for panels in Figs 1G, 2B, 3B, 5C, 5D, 5H, 5I, 5J, 6A, 7A, 7C, 7E, S19B and S19D.

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

**S1 Fig. Cellular composition of zebrafish cutaneous wounds.** UMAP representation of single cell RNA sequencing data after integration of four datasets and cell clustering results across the time points.

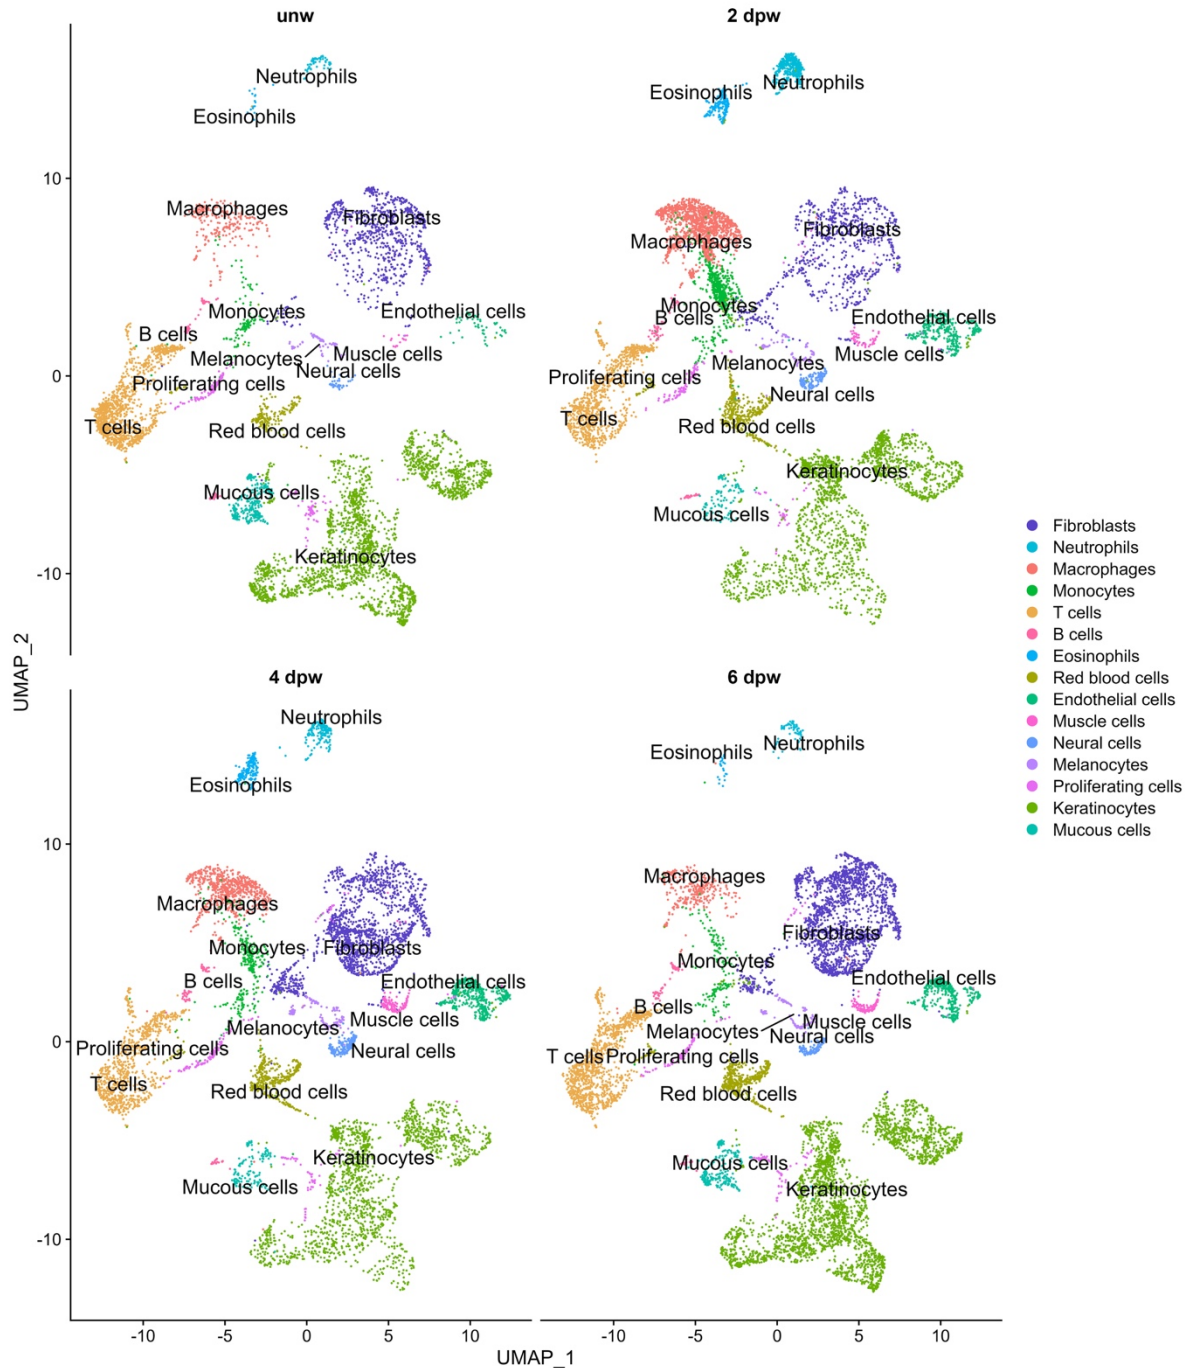

**Supplement:** S1 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

**S2 Fig. Identification of different cell clusters during zebrafish wound healing.**  
Heat map of the top 10 differentially enriched genes in each cell cluster.

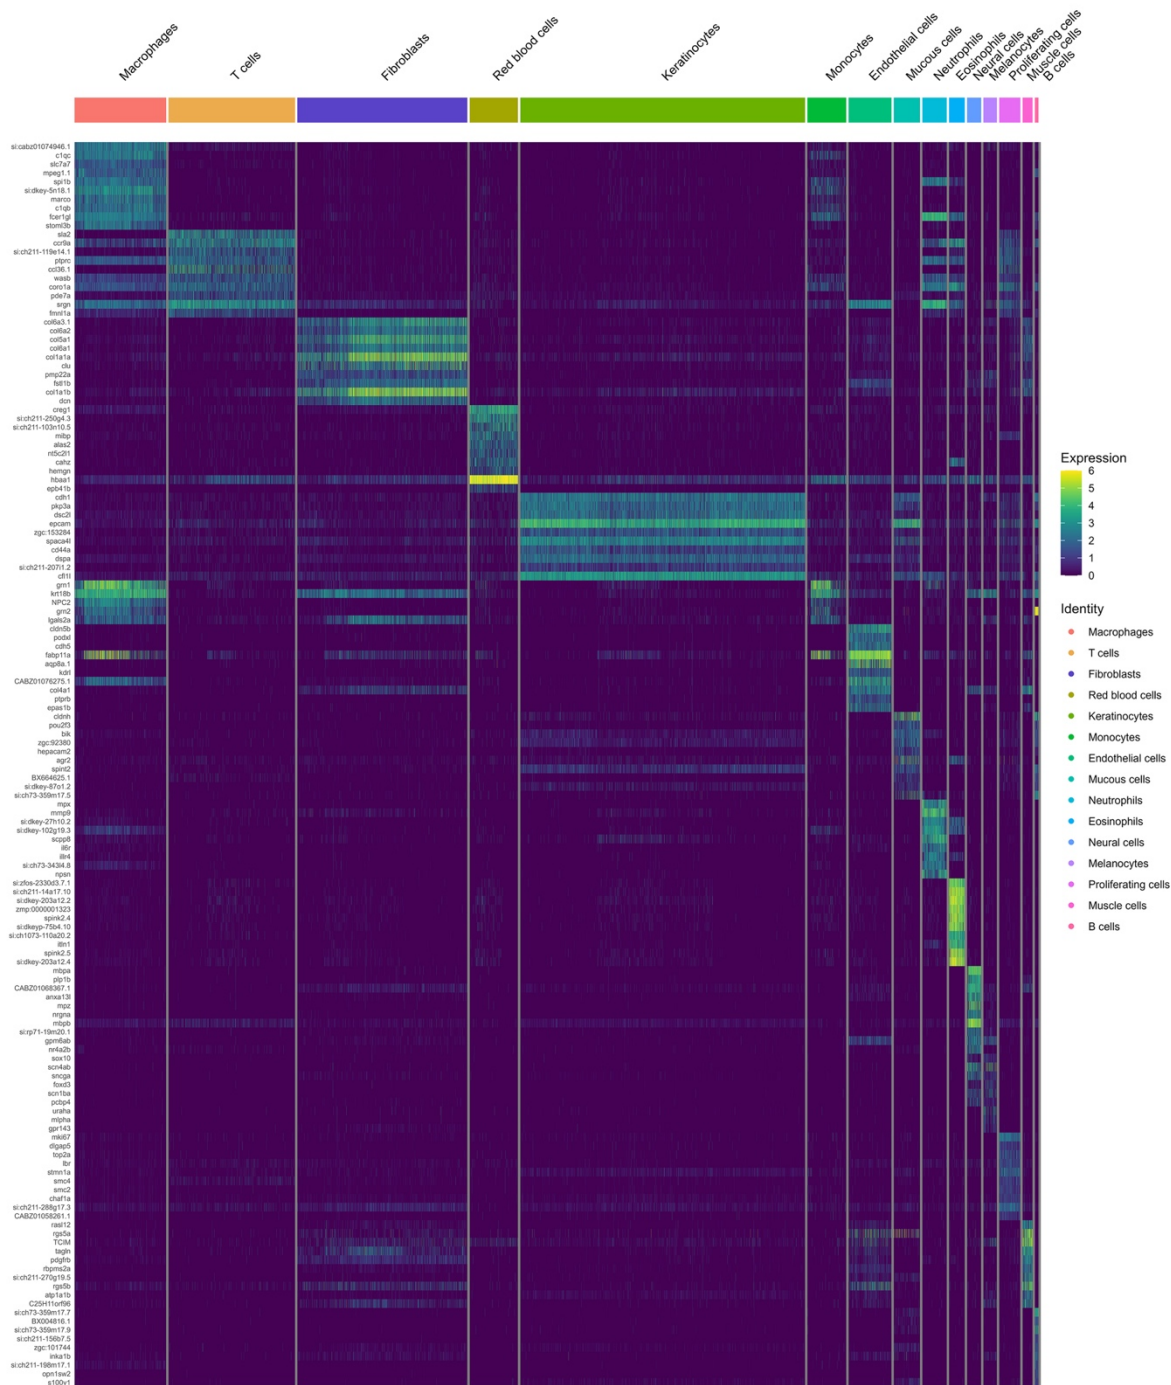

**Supplement:** S2 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

**S4 Fig. The roles of macrophages during cutaneous wound healing. GO analysis of macrophage subclusters in unwounded skin and at 4 dpw and 6 dpw.**

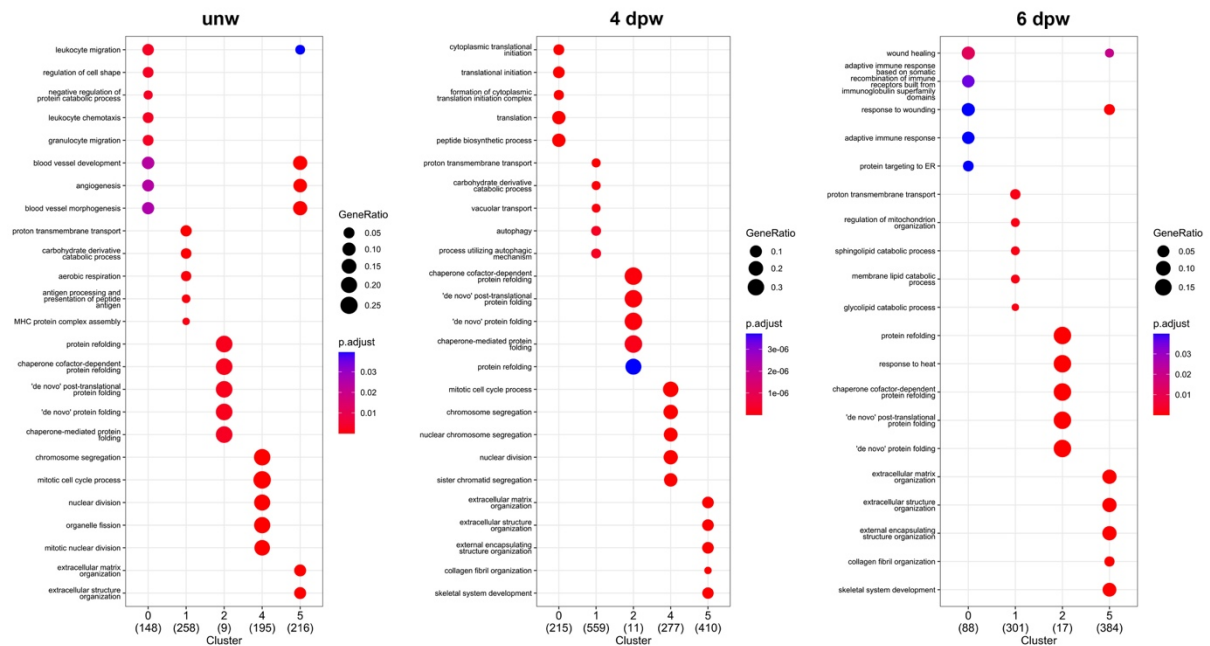

**Supplement:** S4 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

**S5 Fig: UMAP representations of selected macrophage-specific genes across the different stages of wound healing**

(A) all clusters in unwounded skin (unw) and at 2 dpw, 4dpw, 6 dpw

(B) macrophage cluster at 2 dpw

*mrc1b, cxcl19, col1a1a, col4a1, col4a2, lama4, f13a1a, esr2a, cpn1, tnfa, tgfb1a, cxcr4a, cxcr4b, il10*

**A****all clusters**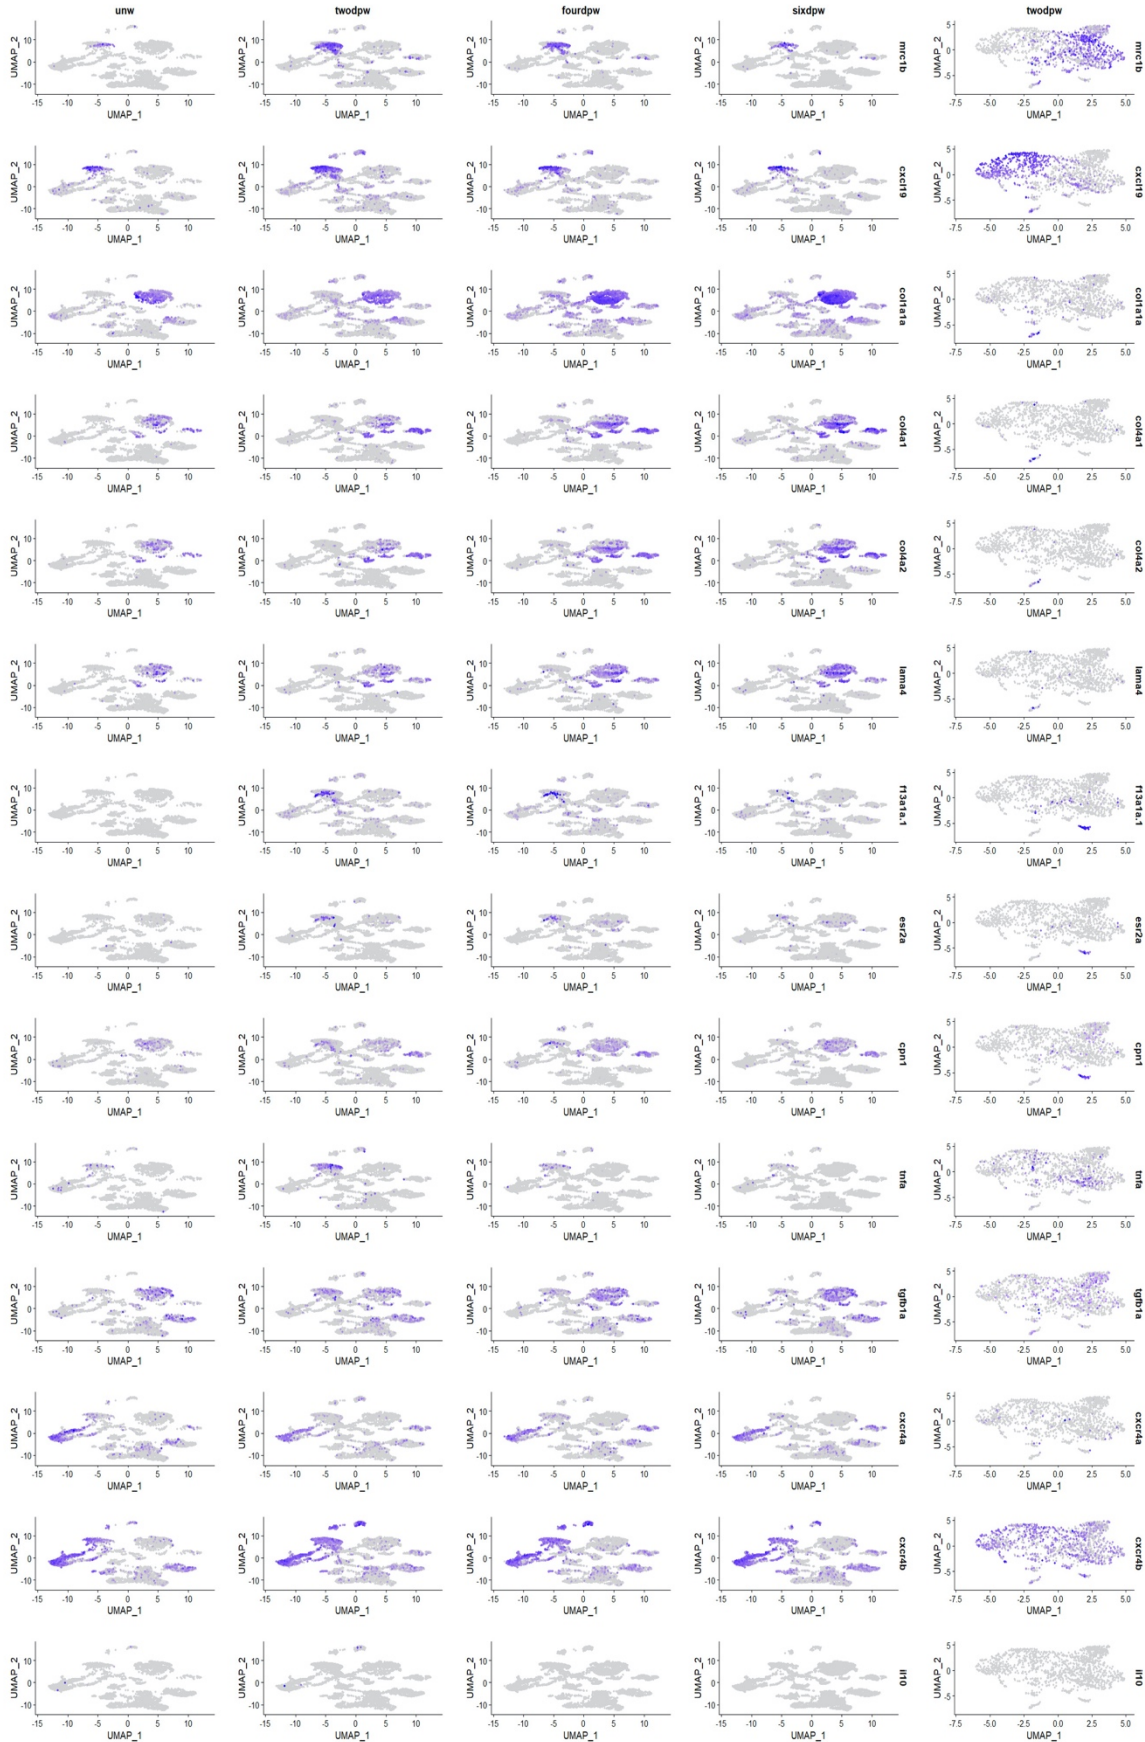**B macrophage cluster**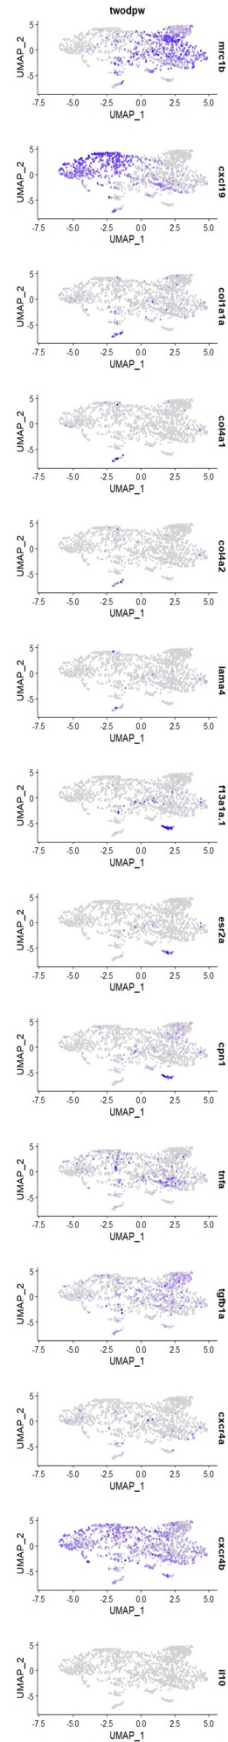

**Supplement:** S5 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

## S7 Fig. Potential other contributions of innate immune cells to ECM breakdown

UMAP representations of *mmp13a* and *timp2b* (all clusters) in unwounded skin (unw) and at 2 dpw, 4 dpw and 6 dpw

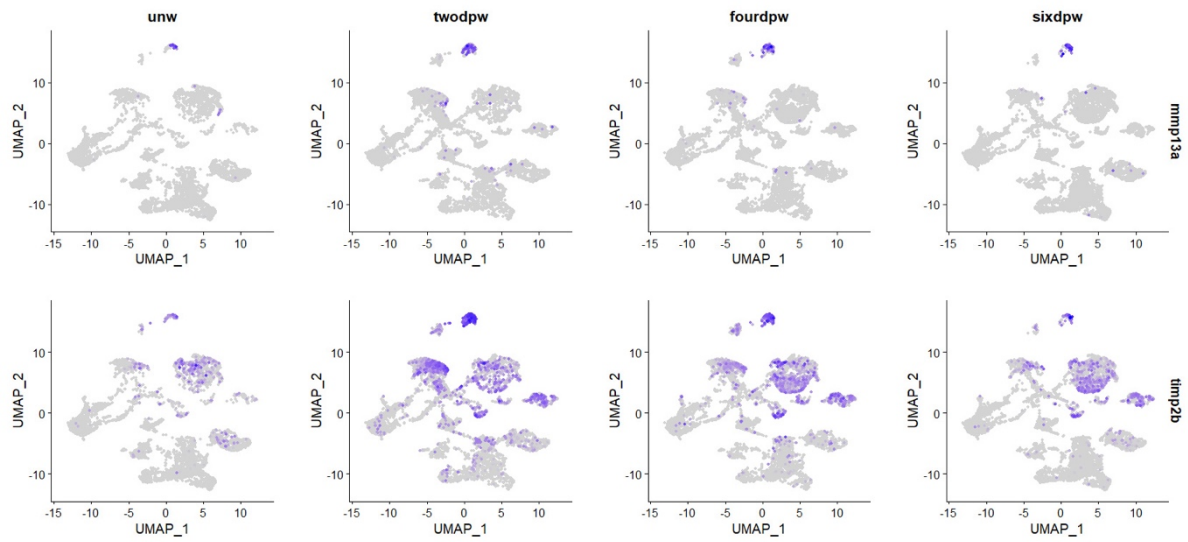

**Supplement:** S7 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

**S8 Fig. Identification of fibroblast subclusters.** Heat map of the top 10 differentially enriched genes in fibroblast subclusters.

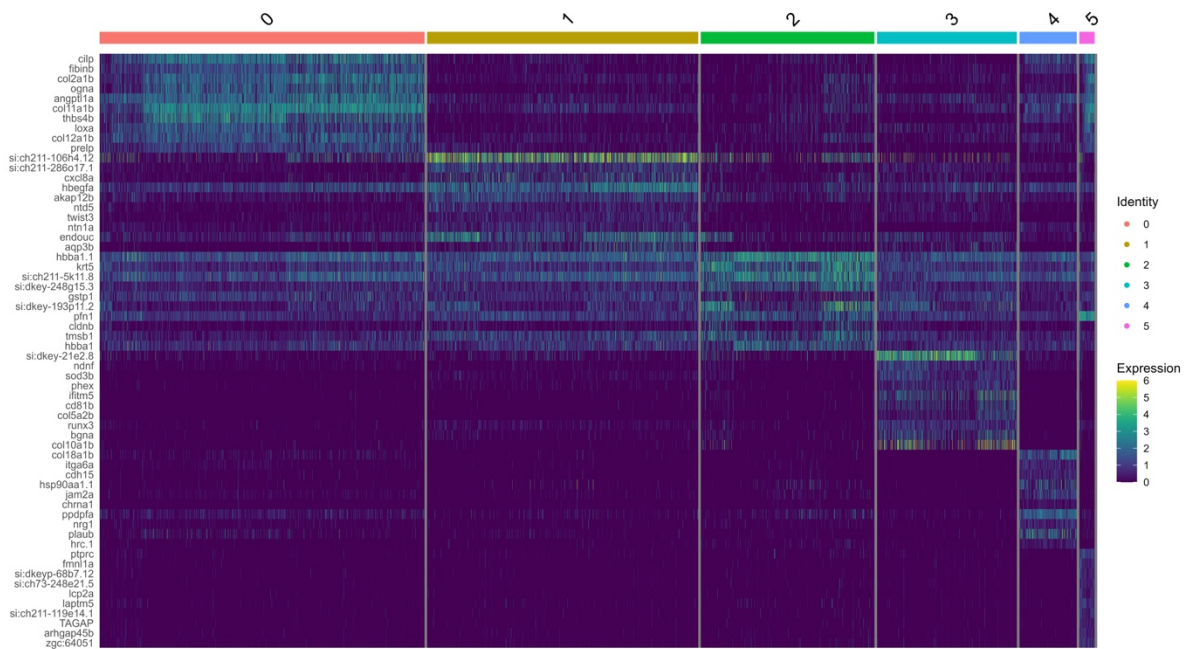

**Supplement:** S8 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

**S9 Fig. GO analysis of biological processes of fibroblast subclusters in unwounded skin and at 2 dpw and 6 dpw.**

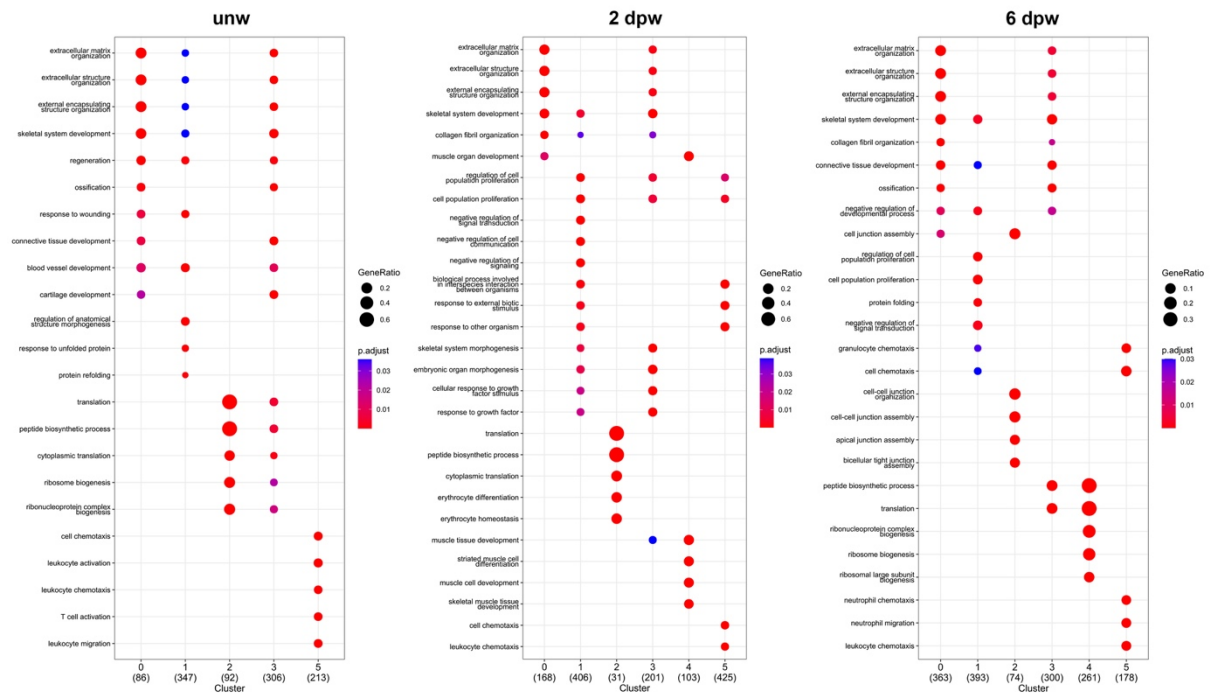

**Supplement:** S9 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

**S10 Fig. UMAP representations of myofibroblast-specific genes and other marker fibroblast genes implicated in fibrosis across different stages of wound healing**

(A) all clusters in unwounded skin (unw) and at 2 dpw, 4dpw, 6 dpw

(B) fibroblast cluster at 4 dpw

*acta1a, ankrd1a, desma, cdh15, en1b, postna, postnb, cnn2a, cnn2b, fkbp10a, fkbp18b*

**A**

all clusters

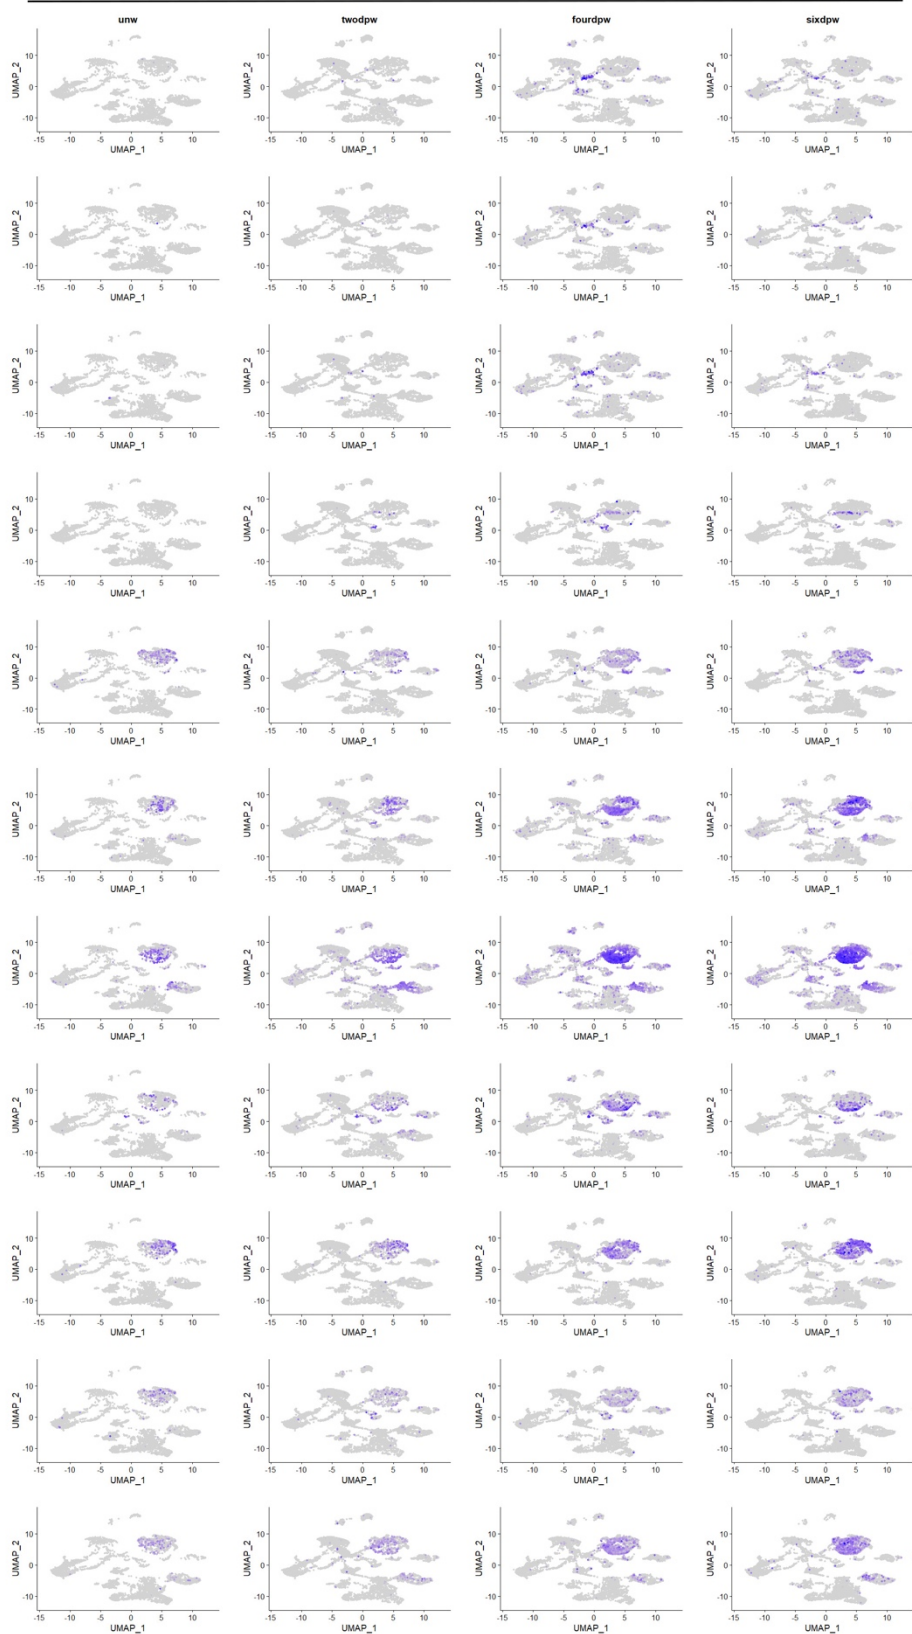**B**

fibroblast cluster

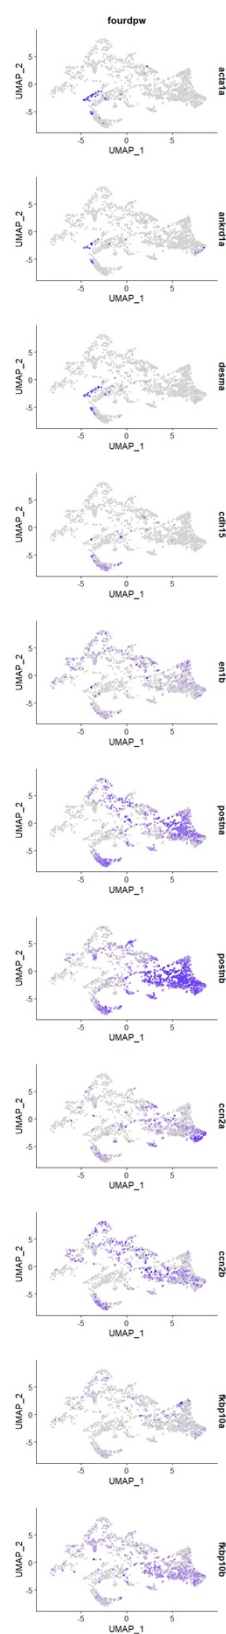

**Supplement:** S10 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

**S11 Fig. UMAP representations of selected collagen-encoding genes across the different stages of wound healing**

(A) all clusters in unwounded skin (unw) and at 2 dpw, 4 dpw, 6 dpw

(B) fibroblast cluster at 4 dpw

*col1a1a*, *col1a2*, *col2a1b*, *col5a2b*, *col12a1b*, *col11a1b*, *col10a1a*, *col10a1b*,  
*col18a1b*, *col4a1*

**A**

all clusters

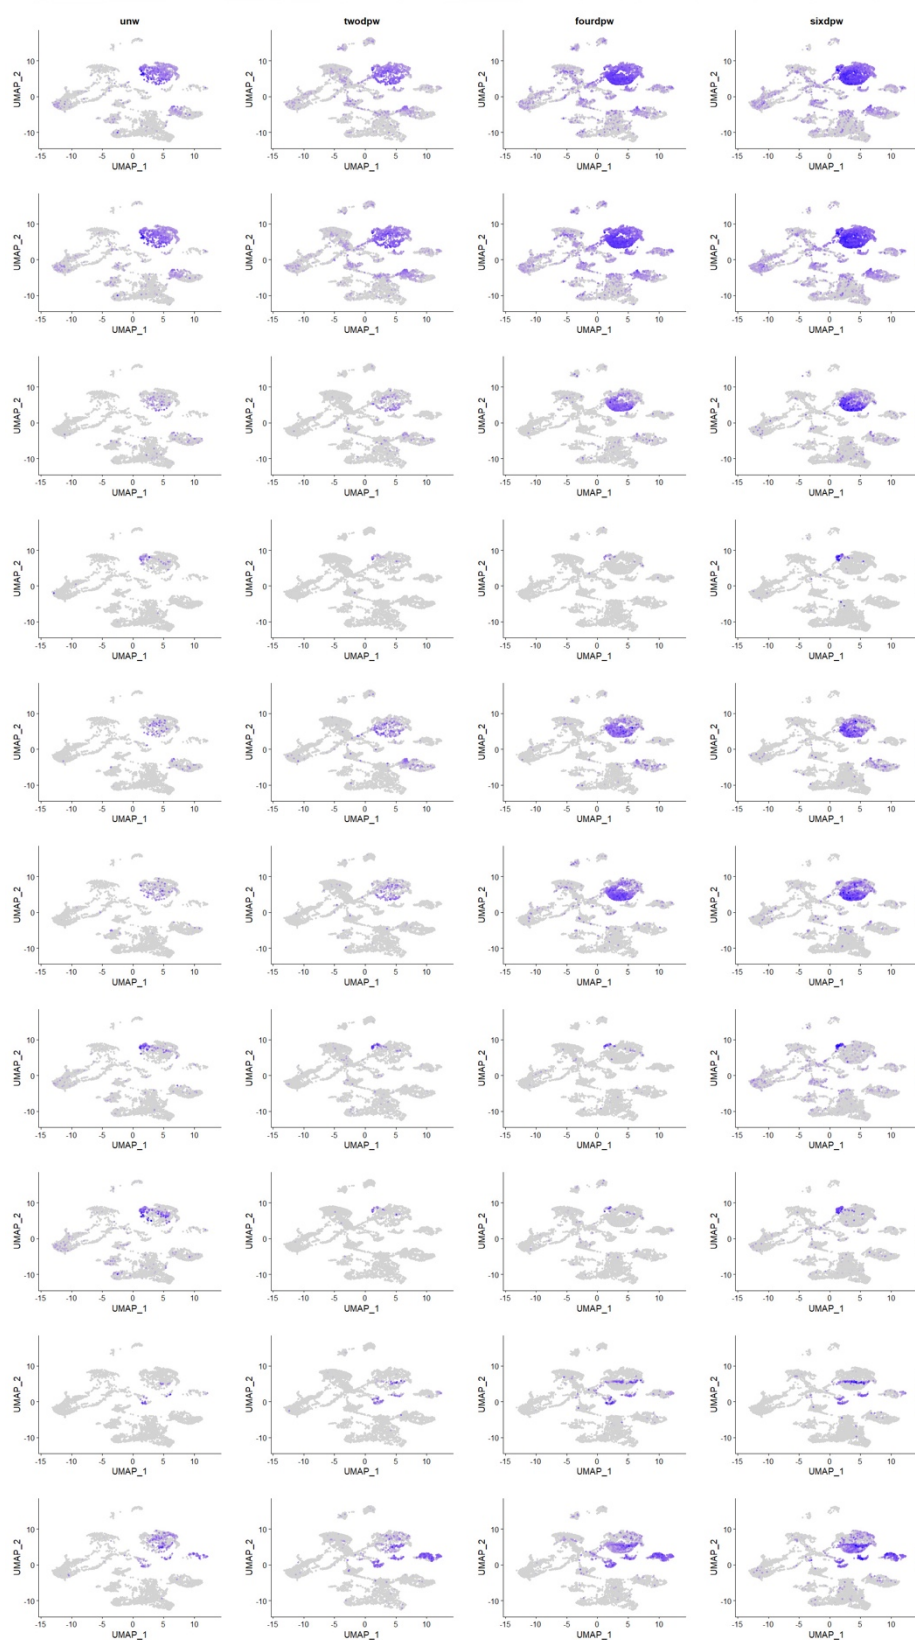**B**

fibroblast cluster

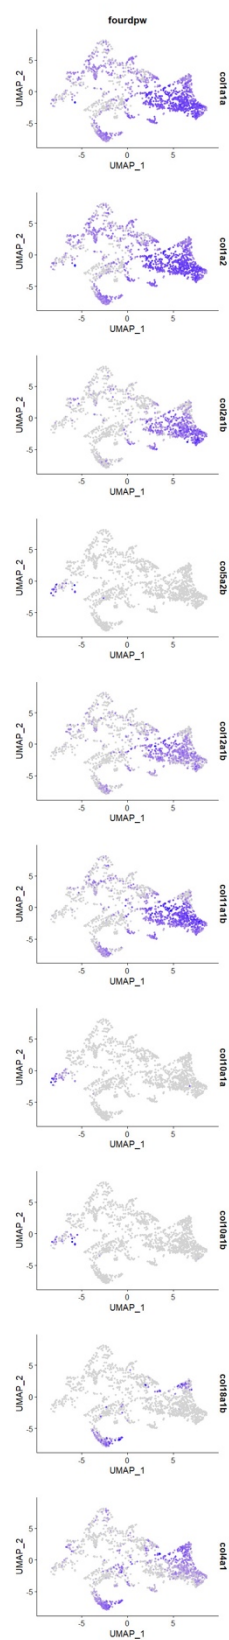

**Supplement:** S11 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

## S12 Fig. UMAP representations of selected fibroblast-specific genes across the different stages of wound healing

(A) all clusters in unwounded skin (unw) and at 2 dpw, 4 dpw, 6 dpw

(B) fibroblast at 4 dpw

*fn1b*, *cilp*, *ogna*, *plaub*, *mmp2*, *adam8a*, *hbba1*

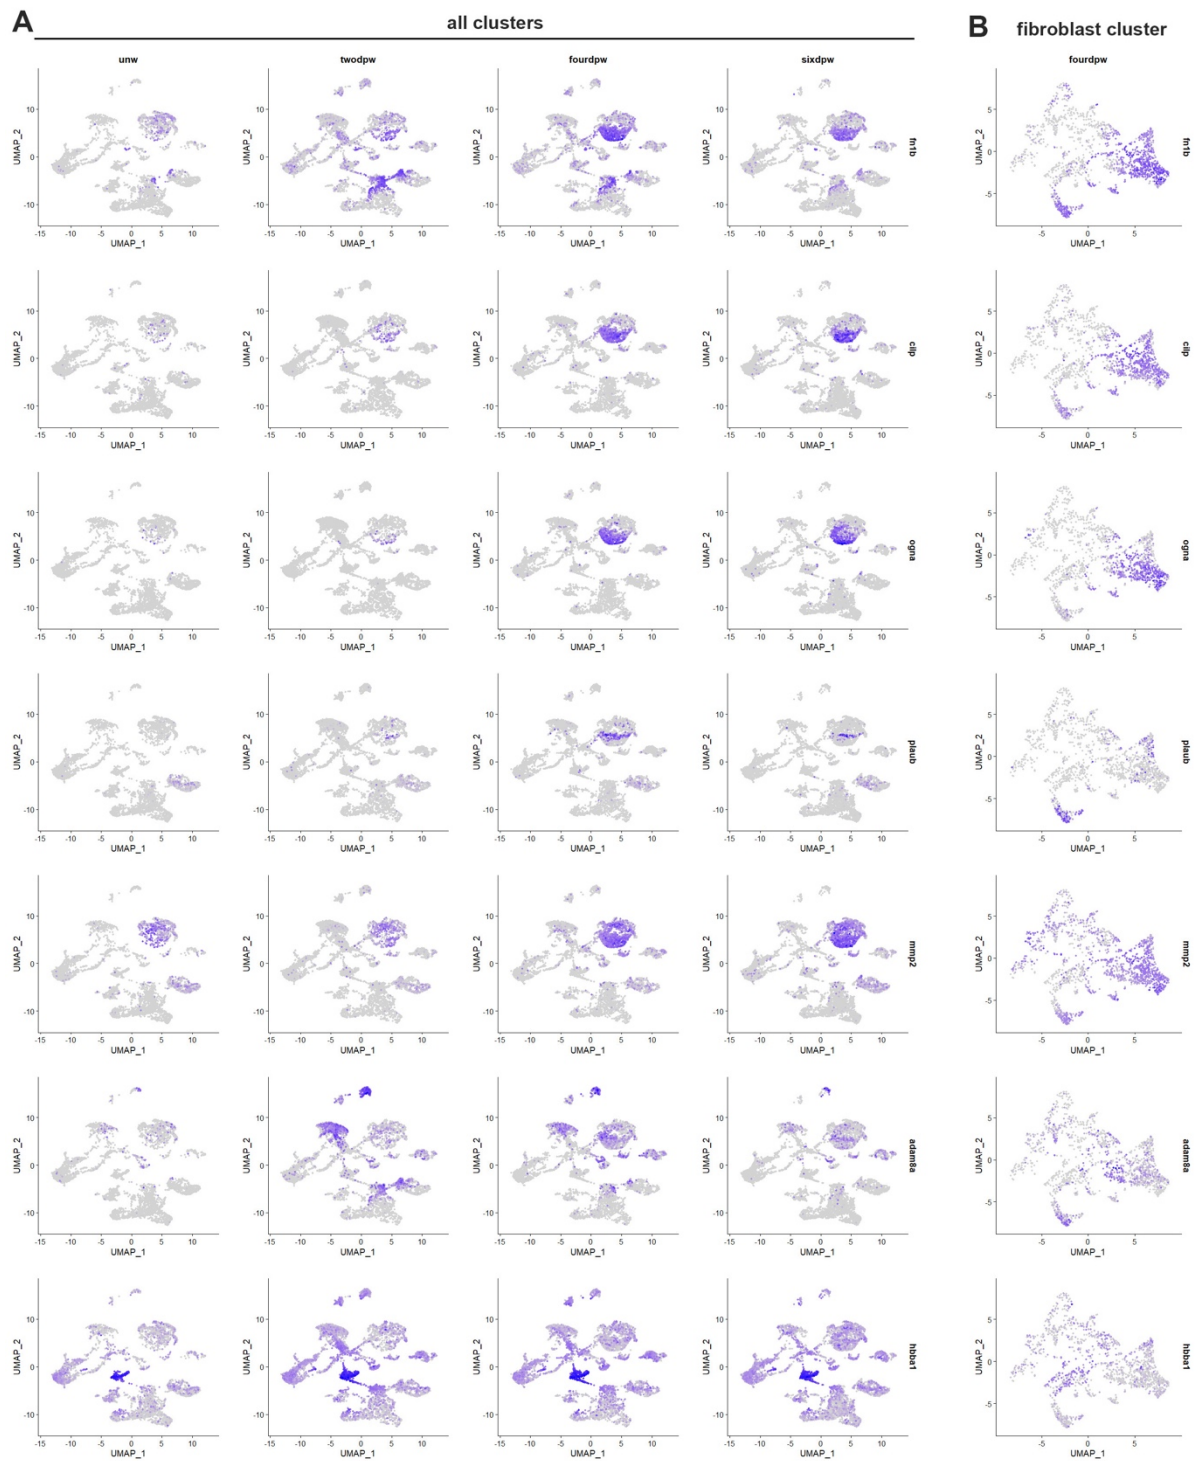

**Supplement:** S12 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

**S14 Fig. Violin plots showing the expression levels of ECM build-up and ECM breakdown-related genes in different fibroblast subclusters as well as in all fibroblasts, macrophages and neutrophils together in unwounded skin and across the different phases of cutaneous wound healing.**

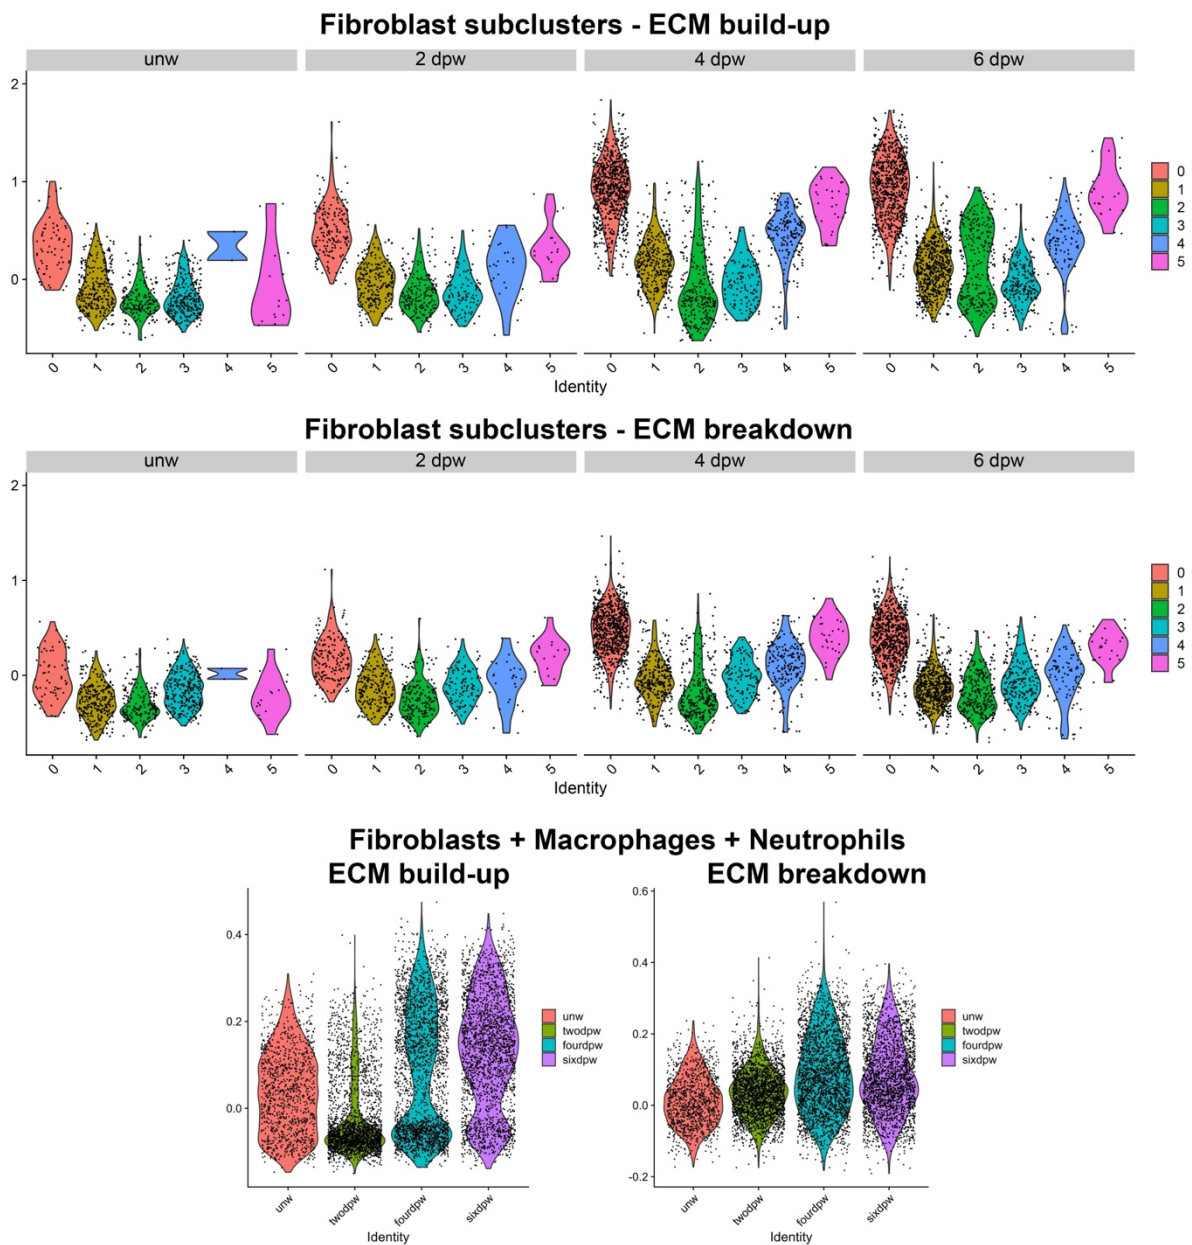

**Supplement:** S14 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

**S15 Fig. Expression of PDGF and TGF $\beta$ 1 ligands and receptors in macrophages, neutrophils and fibroblasts**

UMAP representations (all clusters) of *pdgfaa*, *pdgfab*, *pdgfb*, *pdgfb*, *pdgfra*, *pdgfrb* and of *tgfb1a*, *tgfb1b*, *tgfr1a*, *tgfr1b*, *tgfr2a*, *tgfr2b* in unwounded skin (unw) and at 2 dpw, 4 dpw and 8 dpw.

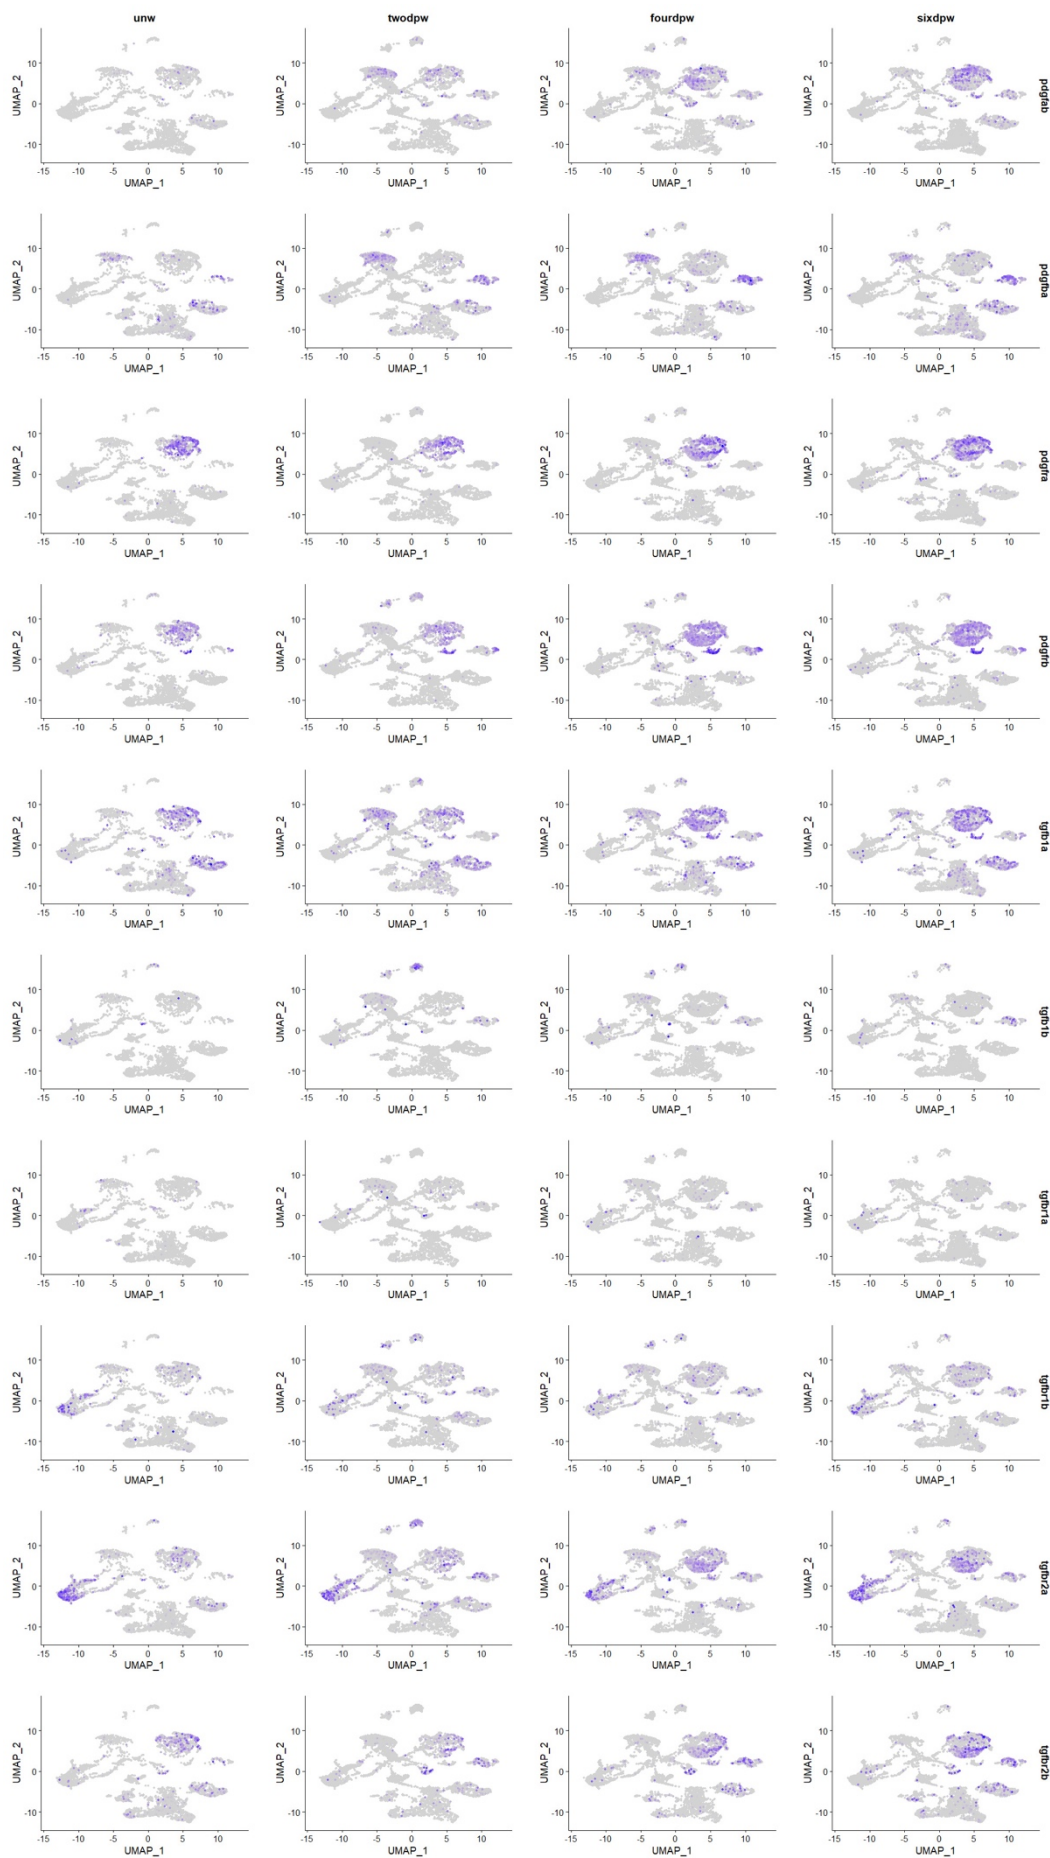

**Supplement:** S15 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

**S16 Fig. Ligand-receptor analysis between macrophages and fibroblasts. (A)** Circos plots showing the secreted signaling pathways (A), the ECM – receptor signaling pathways (B) and the cell-cell contact signaling pathways (C) from all cell clusters to fibroblasts (upper rows) and from macrophages to all cell clusters (lower rows) across the indicated time points.

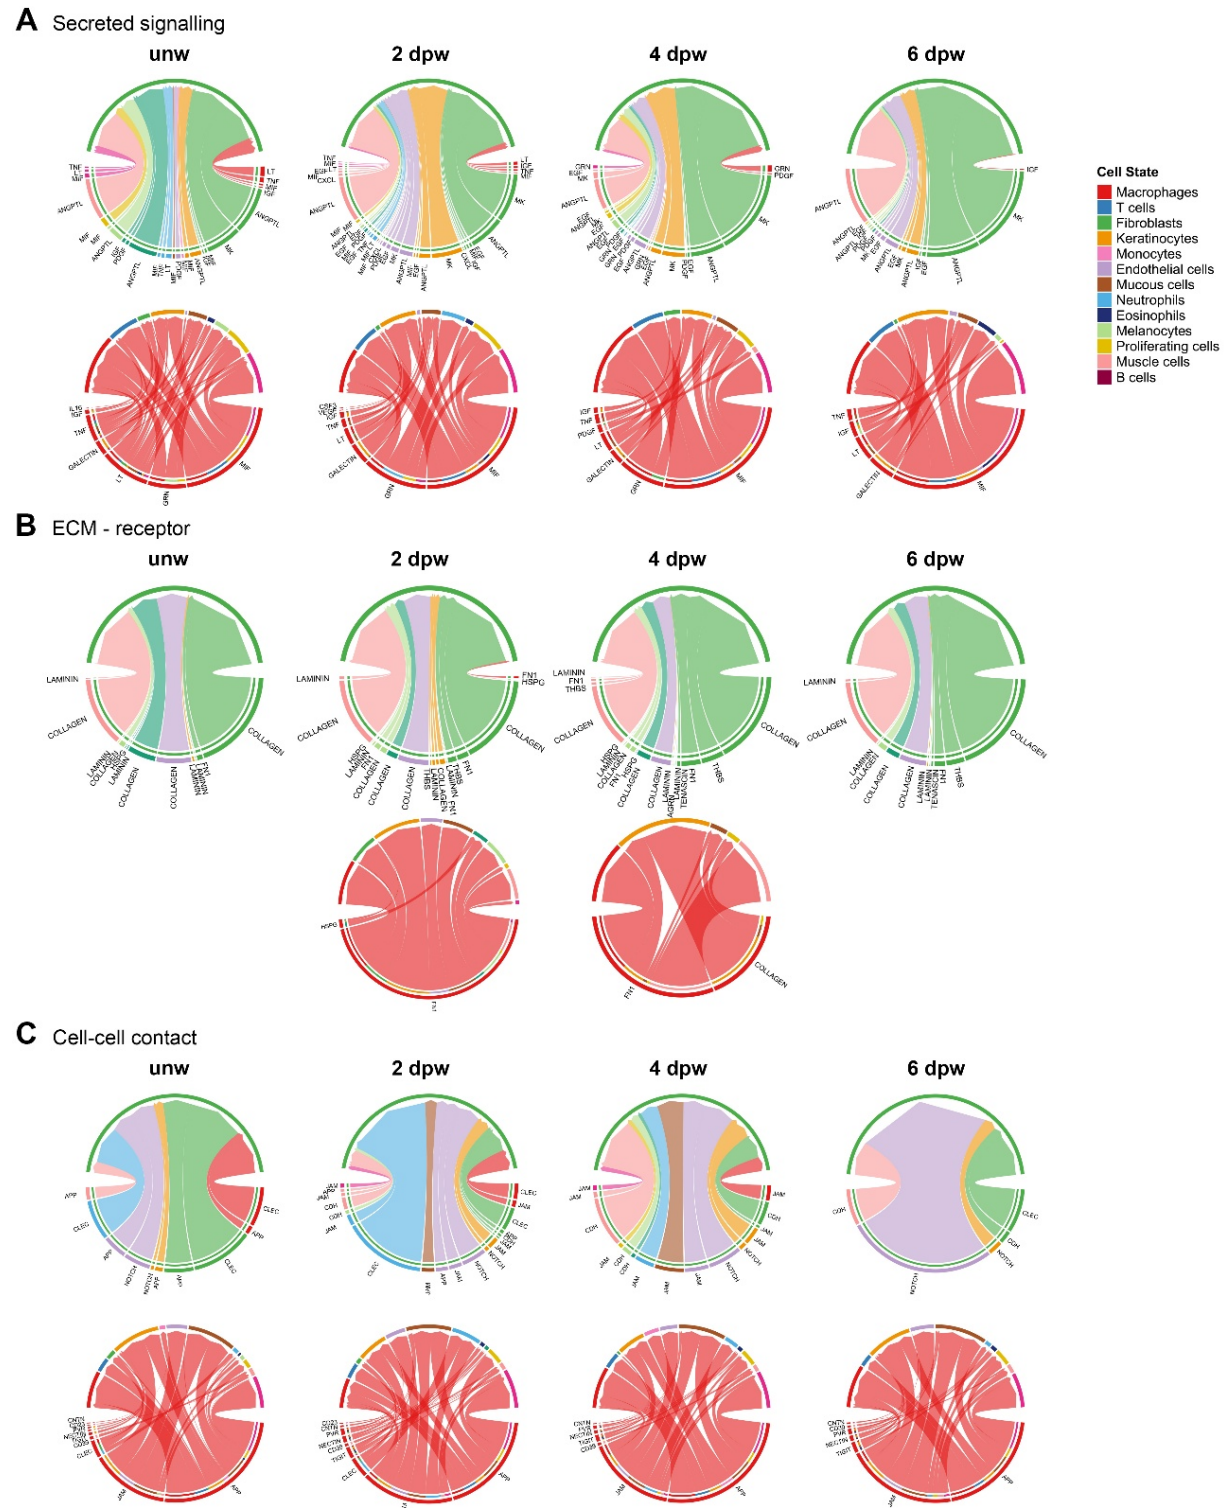

**Supplement:** S16 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

## S17 Fig. Fibroblasts are spatially associated with neutrophils and macrophages

(A-D) Sections through granulation tissue at 4 dpw. (A-C) Transgenic labelling of fibroblasts (*tg(col2a1:mCherry-NTR)*) together with neutrophils (*tg(mpx:GFP)* in panel A or *tg(lyz:GFP)* in panel B), or together with macrophages (*tg(mpeg1.1:GFP)* in panel C), counterstained with DAPI for nuclear DNA. (D) Double HCR stainings of fibroblasts (*col1a2*) and macrophages (*marco*), counterstained with DAPI for nuclear DNA.

(A'-D') UMAP presentations of different neutrophil markers (*mpx*, *lyz*) and macrophage markers (*mpeg1.1*, *marco*) used in (A-D) in wounds at 4dpw.

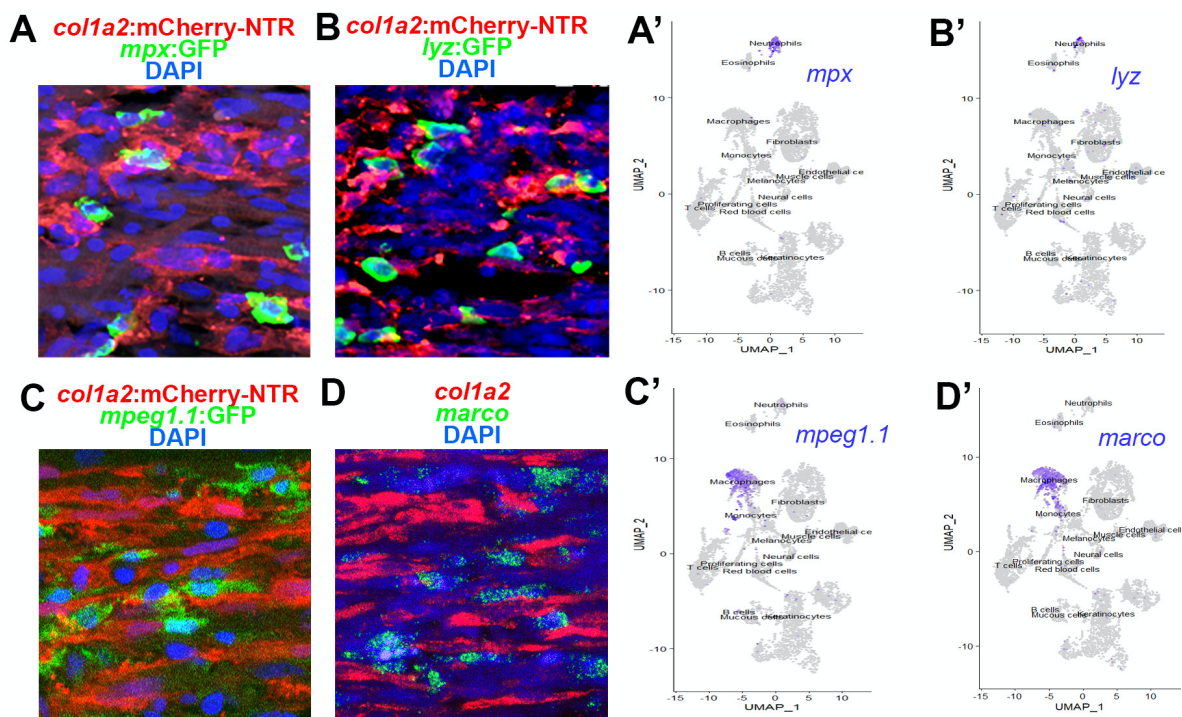

**Supplement:** S17 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

**S18 Fig. Gain of Lh2 function does not compromise granulation tissue resolution.** (A, B) Representative images of immunostaining against collagen I protein (gray) at 8 dpw and 12 dpw on paraffin wound sections of *Tg(hsp70:plod2-p2A-EGFP)* fish and their control, counterstained with DAPI (blue). Scale bars: 200  $\mu$ m.

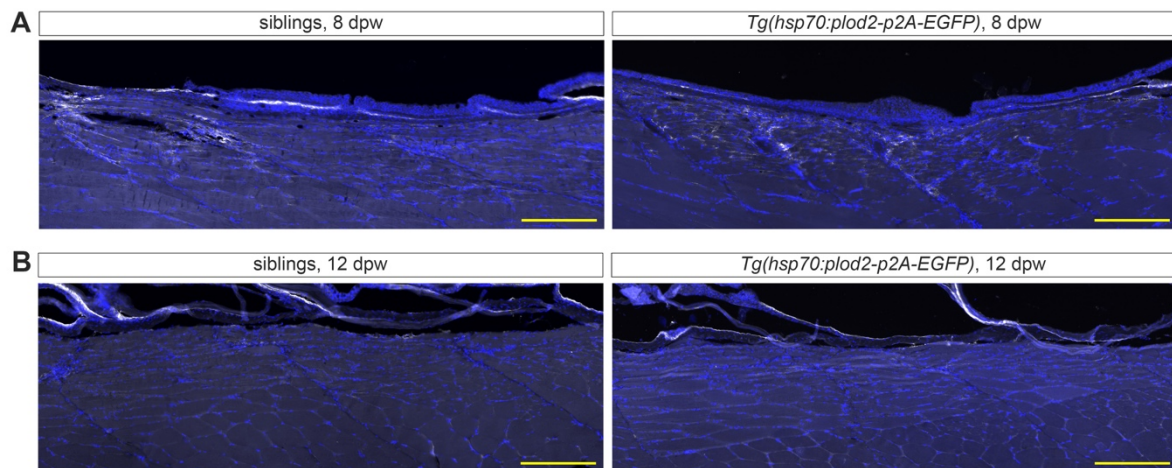

**Supplement:** S18 Fig

# Supplementary material for: Exploring mechanisms of scar-free skin wound healing in adult zebrafish in comparison to mouse
**Source:** PLoS Genet. 2026 Jun 24;22(6):e1012200. doi: 10.1371/journal.pgen.1012200

**S19 Fig. Genetic loss of Lh2 function does not compromise granulation tissue formation and resolution.**

(A) qRT-PCR analyses of *plod1a*, *plod2* and *plod3* transcript levels in wound biopsies of *plod2* mutants compared to wild-type siblings at 4 dpw. Data are presented as fold change relative to the sibling control and columns represent the mean of three independent biological replicates (each with three technical replicates). Standard deviations (SD) were determined via two tailed, Student's *t*-test with  $p < 0.05$  considered statistically significant; \*\*\*  $p = 0.0002$ , \*\*\*\*  $p < 0.0001$ . (B) Ratios of HLNL to collagen, DHLNL to collagen and DHLNL to HLNL crosslinks in wound biopsies of *plod2* mutants and wild-type siblings at 4 dpw. Data represent mean  $\pm$  SD;  $n = 6$  for siblings;  $n = 6$  for mutants. (C) H&E staining on sections of *plod2* mutant fish and their control wound sections at 4 dpw, 8 dpw and 12 dpw, respectively (yellow dashed lines mark the granulation tissue). (D) Quantification of the granulation tissue sizes in sections as shown in (C), revealing that sizes were not changed upon loss of *plod2* compared to wild type siblings. Data represent mean  $\pm$  SD,  $n = 3$ . (E) Representative images of immunostaining against collagen I protein (gray) at 4 dpw, 8 dpw and 12 dpw on paraffin sections, counterstained with DAPI (blue). (F) Quantification of the collagen I stained areas at 4 dpw, 8 dpw and 12 dpw showing no changes upon loss of *plod2* compared to wild-type siblings. Data represent mean  $\pm$  SD,  $n = 3$ . Significances were determined with a two-tailed Student's *t* test. (G) TEM analysis of *plod2* mutant fish demonstrated that the diameters and alignment of collagen fibers was not changed at 4 dpw compared to wild-type siblings. Numerical values for panels B and D can be found in S2 Data. Scale bars: 200  $\mu$ m in A and C; 200 nm in E. ep: epidermis, gt: granulation tissue.

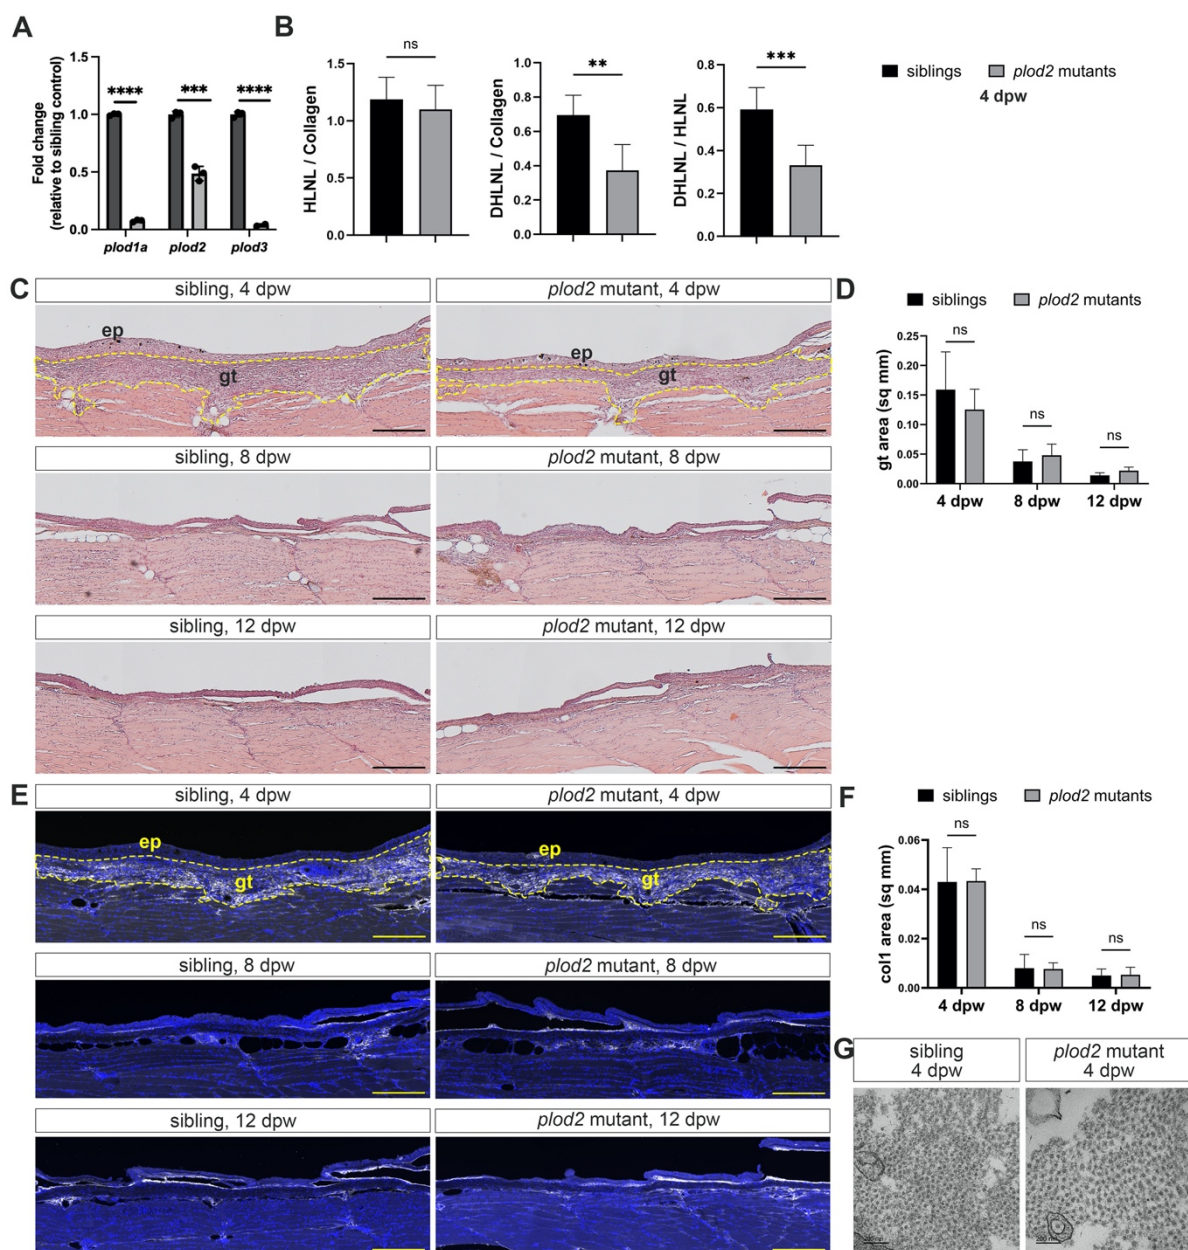

**Supplement:** S19 Fig

How the deposited data were processed for this re-analysis (not part of the article)

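Single cells of adult zebrafish skin were sequenced in 4 libraries, 1 each for unwounded skin and wounds at 2, 4 and 6 dpw, each from 3 pooled fish. Skin was dissociated with Liberase and passed through strainers, and unwounded skin was scraped off while wounds were punched out. Per the authors' methods, Cell Ranger 6.1.2 mapped the reads and counted UMIs. The deposited values are the count of UMIs per gene and called cell after that step, with no normalization. Gene IDs and symbols come with the files, and the genome build is not stated. Of the 25432 genes, 698 share a symbol with another gene and were kept apart by their ID.

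Cells were kept by the authors' limits, given at the first result, which left 29185 cells in all. Clustering used the 21580 genes found in at least 5 cells. With Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3, the libraries were integrated on 3500 variable genes, of which 3442 remained once the genes named in the text were left out. The integrated data were clustered on 17 dimensions at resolution 1 (names sorted by the C.UTF-8 locale). Everything else ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and leidenalg 0.10.2, and figures were drawn with matplotlib 3.10.9.

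A fixed marker counted in a cluster when at least 10% of its cells had it and its level was at least 2-fold that of the other cells. The class with the most markers, at least 3, named the cluster. A cluster stayed unnamed on a tie, or when its 10 leading genes (each in at least 25% of its cells) held more markers of another class. It also stayed unnamed when it was shallow and had no marker of its own among the leading genes. These last rules were set after the clusters had been seen.

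Levels are CPM over the summed UMIs of a class or subcluster, with exact Poisson intervals. Ratios of CPM have exact conditional intervals and shares have Clopper-Pearson intervals, all at 95%. Where a library holds 0 UMIs, a floor of 3 UMIs is taken. For the genes picked by rule, described below, the floor also replaces counts of 1 and 2. Because each condition is 1 library, no test between conditions was run and no p-value is given. Macrophage-like cells were clustered again on 3000 variable genes less the named ones, and so were fibroblast-like cells. Module scores are the mean log-normalized level of a list less that of matched control genes (24 bins, 100 controls per gene), on cells thinned to 500 UMIs. The lists are the study's own: 19 inflammation genes, 77 ECM build-up genes and 30 ECM breakdown genes, and wider lists of 415 build-up and 124 breakdown genes. Random lists, 10000 of them, were matched on level and serve as description.

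Genes named in the text are the 106 the paper's results name, and by a rule set in advance the 5 genes with the largest and the 5 with the smallest ratio to unwounded skin. The second group covers macrophage-like, neutrophil-like and fibroblast-like cells, and genes with at least 100 UMIs in either library. A gene was left out when a named class outside these expressed it more. These classes were not compared with each other, so a listed gene can be higher in another of them. Their ratios are taken with the floor. Genes found in 1 library were sought with at least 100 UMIs there and at least 50-fold the level of the others. Other cell types were sought in each subcluster with marker lists of 4 immune, 10 endothelial, 13 keratinocyte, 4 haemoglobin and 26 muscle lineage genes. Lists of 9 T cell and 9 macrophage markers were added after the leading genes had been seen. A subcluster led by markers of another class is given by number only, and "macrophage-like" or "fibroblast-like" before its number states which cells were clustered.

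The alternatives were a mitochondrial limit of 10%, a minimum of 1000 UMIs per cell, a pooled clustering without integration (2000 variable genes, 30 components, 15 neighbours), and classes by single-cell marker count (at least 2 markers). Scrublet was another, but it marked too few cells to be used. For levels they were edgeR 4.0.16 for its TMM factors, totals without 99 haemoglobin, mitochondrial and ribosomal protein genes, equal weight for every cell, and genes with at least 10 UMIs. For scores they were thinning to 1000 UMIs, no thinning, summed CPM, and lists without markers or without their 3 most abundant genes. Other denominators of the shares, subcluster resolutions of 0.4 and 0.2, and subclusters with all variable genes or without genes that differ between libraries were tried as well, and so was the whole clustering with names sorted in another order. The calculations of intervals and ratios were tested on simulated data. Its counts were drawn from a Poisson distribution, which the intervals assume, so their coverage was built in. The test checks the calculation and not the spread of UMIs between cells. With true ratios set for 200 of 8539 genes (fibroblast-like, 4 dpw against unwounded), 95.7% of intervals held the true ratio and 191 of the 200 were recovered, while 103 of 8339 unchanged genes were called. For 5713 genes (macrophage-like, 2 dpw against unwounded) the values were 95.4%, 200 of 200 and 70 of 5513.

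Left out were ligand-receptor modelling, gene ontology scores and Matrisome AnalyzeR, whose databases are not held here, as well as the imaging, proteomic and crosslink data, not analysed here. A gene counted in a near-identical copy is reported as counted, and such assignments are uncertain.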

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

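Among the tests here, that of the eosinophil-like share and that of follicle genes within a cluster were chosen after results were seen, and the others before theirs. Of the genes below, 9 were picked out because their level in 1 library was at least 50-fold that in any other, and the paper does not discuss them. The genes pvalb1, pvalb2 and tnni2b.2 miss that limit and were chosen after their values were seen. With 1 library per condition, a feature of a library's fish, of its sampling or of its handling is confounded with the stage.

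In the 4 dpw library MFAP4.5 reached 615 CPM over all cells, MFAP4.6 228, ecm1a 14.5, cx34.5 10.9, cyp17a1 6.68, star 6.31 and cyp19a1a 5.01. The UMIs of MFAP4.5 (32771 in 222 cells) and MFAP4.6 (12145 in 93 cells) are spread over many cells. Others lie in few: 2 cells hold 92.5% of the 774 UMIs of ecm1a, 76.7% of the 356 of cyp17a1 and 79.2% of the 336 of star. Without their 2 highest cells those 3 genes stood at 1.09, 1.56 and 1.31 CPM, whereas cx34.5 (578 UMIs in 58 cells) kept 9.48 and cyp19a1a (267 in 34) 3.87. In the 40 cells with at least 2 of cyp19a1a, cyp17a1, star and cx34.5, MFAP4.5 stood at 64094 CPM. A technical candidate explanation is ovarian follicle cells carried into that library from the body of a fish. Most of 9 follicle genes were expected to have over 90% of their UMIs at 4 dpw, and 2 had: inha with 100% of 22 UMIs and foxl2a with 90.9% of 11. The others had 77.8% (fshr), 72.7% (gsdf), 50.6% (hsd3b1), 40.9% (amh), 39.4% (lhcgr), 39.1% (nr5a2) and 36.9% (inhbaa, 22742 UMIs). Genes found in every library cannot meet such a limit. In the clustering without integration, 73 cells formed a cluster with 98.8% of the UMIs of MFAP4.5, and 67 of them came from 4 dpw, 5 from 6 dpw and 1 from 2 dpw. There 8 of the 9 follicle genes were over 5-fold higher than in the other cells of the 4 dpw library, among them gsdf (355 UMIs, 449-fold), hsd3b1 (78, 621-fold) and fshr (17, 339-fold), and inhbaa was 2.46-fold higher. These values fit ovarian follicle cells. A state of skin cells at 4 dpw that expresses the same genes was not tested and stays open.

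In the 6 dpw library pvalb1 stood at 83.1 CPM over all cells, pvalb2 at 112 and tnni2b.2 at 4.78, against at most 2.31, 9.46 and 0.544 in another library. Their UMIs were found in 1132, 1421 and 95 cells, and 34.4%, 37.1% and 31.6% of them in 2 cells, without which the 3 genes stood at 54.5, 70.8 and 3.27 CPM. Muscle fibre RNA in that library may be the source: 10 of 12 other muscle fibre genes were highest at 6 dpw, among them mylpfa (74.0 against 29.0 CPM in the next library), acta1b (24.1 against 5.61) and tpma (28.2 against 10.2). The exceptions were atp2a1 (1.67 against 1.80) and ldb3a (0.862 against 2.06). Among the 10, the margin was slim for ckmb (18.39 against 18.28), and myhz1.1 was hardly detected (0.0352 against 0.0188). A punch that reached muscle and muscle cells of the wound both stay open, the second as an untested biological difference.

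At 2 dpw mhc1lda stood at 6.92 CPM, with 392 UMIs in 301 cells. Of these UMIs 342 lay in macrophage-like cells, where it reached 22.1 CPM. B cell-like cells had the same level, 22.1 CPM, from 8 UMIs. A gene variant carried by the fish of that library could give this, and so could induction in wound macrophages. At 2 dpw 6 of 13 cell classes held a UMI. What level the other 7 classes would have is not known, since no other library holds enough of the gene to compare, so a gene variant and a response at 2 dpw cannot be told apart.

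In unwounded skin prg4a stood at 41.6 CPM, with 1800 UMIs in 12 cells. A single red blood cell-like droplet held 1339 and a single fibroblast-like droplet 434, together 98.5%, and without these 2 cells it stood at 0.624 CPM. Free RNA of another tissue brought in by scraping would have spread over the classes, but only 4 of 13 classes held a UMI of prg4a. That argues against free RNA. A few cells of another type remain open, and with so few cells no biological explanation was tested.

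Eosinophil-like cells, which the paper does not report on, made up 3.04% of the cells at 2 dpw and 2.95% at 4 dpw, against 0.276% in unwounded skin and 0.277% at 6 dpw. Scraping of the unwounded skin against a biopsy punch of the wounds would lower the unwounded share against every wound. The tables argue against it: the 6 dpw wound, punched like the others, was at 1.00 (0.507 to 2.03) times the unwounded share. A biological hypothesis, a passing entry of these cells after wounding, stays open, as does a difference between the pooled fish of each library.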

How the results depend on the processing

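Tests chosen after the result was seen are the exclusion of the 5% highest doublet scores, the counting-in of clusters 20 and 37, the exclusion of the highest cell of each library, subclusters with cluster 20, the clusters with names sorted in another order, the counting of cluster 13 as macrophage-like, and the 3 further settings for the plod shares named below. All other alternatives were set before the data were examined. No paired analysis was possible because each condition is 1 library of pooled fish. No result has a test. A ratio is called moved when it leaves the counting interval of its main value, which deep counts make narrow, and a score difference when it changes over 1.5-fold.

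No class share that changed at least 1.5-fold came out in the other direction under the 6 alternatives set at the start: 72 of 96 values stayed and 24 moved. For levels, 430 of 566 values stayed and 136 moved, and again no change of at least 1.5-fold came out in the other direction. Genes with at least 10 UMIs in both libraries, and lists without the class's markers, left every value as it was by construction. Scores gave 116 of 135 values within and 17 moved, with 2 changing sign. The plod shares over all cells gave 24 of 36 within and 12 moved. Subcluster levels depended most on the processing, with 48 of 116 within and 68 moved, and none with such a change reversed. Under the settings added later the counts within and moved were 50 and 2 for class shares, 242 and 60 for levels, 48 and 2 for scores, 22 and 14 for plod shares, and 14 and 33 for subclusters. Removal of marked doublets had no values to give, because scrublet marked too few cells.

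The macrophage-like share at 2 dpw kept its ratio within 4.41 to 4.93 and the neutrophil-like share within 5.88 to 7.10 under those same alternatives. With the unnamed cluster 13 counted as macrophage-like, chosen after seeing the data, the macrophage-like ratio moved to 5.38. The fibroblast-like share of cells at 4 dpw against unwounded rose from 1.37 to 1.52 with pooled clustering, to 2.32 with single-cell marker counts and to 1.64 as a share of the 4 classes. With every cell weighted equally, plod2 in fibroblast-like cells at 4 dpw was 7.20 times unwounded. Without thinning, the inflammation score at 2 dpw lay 0.337 above unwounded, the breakdown score at 4 dpw 0.491 above unwounded, and from 4 to 6 dpw build-up changed by -0.117 and breakdown by -0.156. Thinning to 1000 UMIs gave -0.105 for the breakdown step, and classes by single-cell marker count gave -0.0427 for the build-up step. The cause was not tested.

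The inflammation score at 6 dpw against unwounded changed sign, to -0.00818 without the 3 most abundant genes of the list and to a summed CPM ratio of 0.949 (0.917 to 0.983). Its main difference is 0.00877, so its direction rests on the choice of genes and scoring. For plod2 at 4 dpw over all cells, thinned fibroblast-like cells gave 4.23 (1.27 to 22.1). Among settings added after seeing the values, unthinned fibroblast-like cells gave 7.12, those with cluster 20 8.25 and all cells thinned to 500 UMIs 6.74. Depth differs between classes and libraries, which limits shares of cells with a transcript taken without thinning.

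Cluster borders also rest on the order in which the software sorts names. This was found when a rerun under another sorting gave other clusters, and the first clustering was kept as the main one. With the other sorting 95.6% of the 29185 cells kept their class, and 696 of the 709 cells of cluster 20 were named fibroblast-like. The fibroblast-like share at 4 dpw was then 1.49 times unwounded, and plod2 in these cells 5.17 times.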

Differences from the paper's values

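Over all cells, the share with a UMI of plod1a at 4 dpw was 3.26 times that of unwounded skin against the paper's 1.97, and that of plod2 12.5 against the paper's 7.60. At 6 dpw the values were 2.63 against the paper's 1.66 for plod1a and 3.44 against the paper's 2.05 for plod2. Of the alternatives set before the data were examined, fibroblast-like cells thinned to 500 UMIs came within 1.5-fold of the paper for plod1a, but with the higher value at the later stage (1.45 at 4 dpw and 2.30 at 6 dpw). None of them did for plod2 (4.23 and 1.22 in thinned fibroblast-like cells, 15.8 and 3.69 as CPM over all cells). Fibroblast-like cells without thinning, chosen after seeing the values, gave 2.05 and 1.68 for plod1a and 7.12 and 1.94 for plod2, all within 1.5-fold of the paper. With cluster 20 added, also chosen after seeing the values, they gave 2.15 and 1.72 for plod1a and 8.25 and 2.11 for plod2. All cells thinned to 500 UMIs, chosen after seeing the values too, gave 6.74 and 1.57 for plod2, within 1.5-fold, but 3.01 and 3.63 for plod1a.

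Where results are stated in words, the following differ. The paper describes cxcl19 as scarce in macrophage subclusters other than 1. In the re-derived subclusters 2 groups had the most, at 9233 and 7178 CPM, against 2089.9 CPM or less in the others. The second of them has no cell type name here, as the T cell markers cd8a and cd4-1 were among its 10 leading genes. In subclusters made without genes differing between libraries, an alternative set before the data were examined, 1 subcluster had 23.1 times the level of the other cells. It describes little il1b in the cxcl19-rich cluster, while those 2 subclusters held 312 and 253 CPM of il1b, against 487 in subcluster 0. It describes cxcr4a as strong in all macrophage subclusters, whereas cxcr4a ran from 2.76 to 33.2 CPM and cxcr4b from 414 to 873. It describes mmp13a as almost confined to neutrophils, which held 95.3%, 70.1%, 79.0% and 79.0% of its UMIs in unwounded skin and at 2, 4 and 6 dpw. Higher numbers of macrophages and neutrophils than in unwounded skin at 6 dpw hold for cell numbers (1.34-fold and 1.27-fold), and for shares the ratios were 0.937 and 0.888. With cluster 13 counted as macrophage-like, chosen after seeing the values, the first was 1.05 (0.895 to 1.23).

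In fibroblasts the paper describes collagen I as little altered, and col1a1a was 3.75 times the unwounded level at 4 dpw. It describes collagen II as lower during granulation tissue formation, and col2a1b was at 1.19 at 2 dpw and 8.95 at 4 dpw. It describes col18a1a as specific for a wound cluster, whereas col18a1a in the subcluster with the most plaub was 0.487 times that of the other cells. For col18a1b, which it describes elsewhere as limited to that cluster, the ratio was 14.3. It describes fn1b and cilp as rising particularly at regression, and from 4 to 6 dpw they changed 0.225-fold and 0.681-fold. It describes mmp14b and mmp2 as higher at regression than at formation: against 4 dpw the ratios were 0.719 and 1.02, and against 2 dpw 1.55 and 2.58. It describes ccn2b as strongly induced, and its ratio at 4 dpw was 1.19. It describes the myofibroblast-like cells as lacking collagen genes, and the 63 cells with at least 2 of their 4 genes held collagen I transcripts at 0.426 times the level of cells with none. Those cells could not be told apart from muscle progenitor cells. Free RNA was not separated from expression, so the value does not decide whether they make collagen. It describes gstp1 and hbba1 as high in 1 cluster, and here they ran from 181 to 295 CPM and from 98.2 to 255 CPM over the subclusters. Build-up genes, described as continuing to increase at later stages, if at all, fell by 0.0723 in score from 4 to 6 dpw in fibroblast-like cells. The summed CPM of the 77 build-up genes there went from 136907 to 128332, with 35 genes higher and 42 lower. By subcluster this sum rose in 0 (173215 to 204973), 2 (42601 to 59510.4) and 4 (120600 to 146125). It fell in subcluster 3 (48138 to 40501) and changed little in 1 (79612 to 79555). In the 3 classes together the sum rose. Of the wider list, 254 genes were higher in fibroblast-like cells and 138 lower.

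For signals, the paper describes pdgfba as induced in macrophages on wounding, and its ratio at 2 dpw was 0.801 (0.640 to 1.01). It describes PDGF ligands in neutrophils, which held at most 4 UMIs of either in any library. It describes tgfb1a as increased in wound fibroblasts at 4 dpw, where the ratio to unwounded skin was 0.946 and that to 2 dpw 1.45 (1.29 to 1.62). It describes fkbp10a as upregulated, and its ratio at 4 dpw was 0.760. It describes mmp13b as strongest in neutrophils, which held 2 UMIs. It describes si:dkey-21e2.8 as upregulated in wounds, where fibroblast-like cells had 0.230 and 0.102 times the unwounded level at 4 and 6 dpw.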

Other observations

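Here the test without genes of secreted proteins, the tests on the immune transcripts in fibroblast-like cells, both tests on the cells with acta1a, desma, cdh15 or ankrd1a, the test on the fibroblast share behind plod2 and the test on endothelial-like and mural-like cells were chosen after the result was seen. The others were written before it.

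Macrophage-like subcluster 4 (90 cells) carries collagen and laminin transcripts. Droplets that hold a macrophage and a fibroblast could give this. Of 30 abundant fibroblast transcripts outside a list of matrix genes, 29 were higher in this subcluster, and they imply 24.3% of fibroblast RNA (quartiles 13.4 to 34.8), against 20.0% (15.4 to 23.6) from matrix transcripts. Genes of secreted and matrix proteins were still among the 30, such as enam, scpp7 and olfml3b, and the 21 left without these imply 25.2% (quartiles 13.2 to 40.1). Endothelial markers were found in 11.11% against 3.12% of the other cells after thinning, and keratinocyte markers in 45.6% against 23.1% of the other cells. Haemoglobin genes stood out in macrophage-like subcluster 3, at 26.1% against 14.7% of the other cells. Subcluster 4 had a median doublet score of 0.151, against at most 0.0545 in the other macrophage-like subclusters. Its median depth was 14879.5 UMIs, against at most 11715. A macrophage that makes its own matrix is not excluded by these values.

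Fibroblast-like subcluster 4 (86 cells) carries immune transcripts, in 33.7% against 1.01% of the other cells. Droplets that hold a fibroblast and a leukocyte may be the source: 29 of the 30 most abundant macrophage transcripts were higher there, at an implied 12.8% of macrophage RNA, and T cell transcripts implied 18.2%. Its col1a1a stood at 11129 CPM, against 13125 in the other fibroblast-like cells.

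The 63 cells with at least 2 of acta1a, desma, cdh15 and ankrd1a had less collagen than the 4473 with none. Muscle progenitor cells in place of myofibroblast-like fibroblasts were weighed first. Progenitor genes outside the 4 summed to 599 CPM against 63.5, a ratio of 9.43 (8.60 to 10.3) where 10 had been set as the limit, so the 2 cell types cannot be told apart. Muscle fibre genes were 67.7-fold higher, chrna1 stood at 67.0 against 0.895 CPM, myod1 at 67.0 against 2.27, myf5 at 24.1 against 2.35 and pax7a at 19.9 against 8.46. Keratin krt5 was at 93.2 against 355 CPM. As for free RNA of muscle fibres, the 6 dpw library has the most of it, but these cells made up 2.96% of fibroblast-like and cluster 20 cells at 4 dpw and 0.697% at 6 dpw, a ratio of 4.25 (2.25 to 8.59). That argues against free RNA. In the subcluster of 805 cells with cluster 20, muscle lineage markers were found in 13.3% against 7.24% of the other cells.

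The share of all cells with plod2 rose at 4 dpw. A higher share of fibroblast-like cells would leave the share within that class as it was, but within fibroblast-like cells it rose 7.12-fold (4.80 to 11.0). That argues against the class share as the whole cause. Depth differs too, and with cells thinned to 500 UMIs the rise was 4.23-fold (1.27 to 22.1). With 1 library per condition these values do not settle induction after wounding. The paper reports higher plod2 at 4 dpw separately, by RT-PCR of wound biopsies, and shows its expression there by in situ hybridization.

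ECM build-up genes rose 16.9-fold in neutrophil-like cells from unwounded skin to 4 dpw. Free RNA of fibroblasts may contribute, since the genes also rose 3.94-fold in T cell-like cells, 1.77-fold in red blood cell-like cells and 1.87-fold in keratinocyte-like cells. Droplets that hold a neutrophil and a fibroblast may contribute as well. In neutrophil-like cells the 5 highest cells held 88.2% of the 6630 UMIs at 4 dpw and 30.8% of the 172 UMIs in unwounded skin, and without those cells the rise was 2.70-fold (2.22 to 3.30). In T cell-like cells the 5 highest cells held 52.7% of 6084 and 6.37% of 2260 UMIs, and the rise without them was 2.01-fold (1.90 to 2.13). Among neutrophil-like genes with the largest rise at 4 dpw, col10a1b (12.3 to 999.6 CPM) and paplnb (4.096 to 557 CPM) are found in fibroblast-like cells too.

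Endothelial-like cells made up 0.741%, 3.86%, 6.03% and 4.43% of the cells in unwounded skin and at 2, 4 and 6 dpw, and mural-like cells 0.241%, 0.632%, 1.70% and 1.40%. Scraping of unwounded skin against a punch of the wounds and growth of vessels cannot be told apart, because the 2 changed together. The lowest ratio of a wounded library to unwounded skin was 5.203 for endothelial-like cells.

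By the rule for named genes, the largest rises from unwounded skin to 2 dpw in macrophage-like cells were, in CPM, f13a1a.1 (0 to 1366), si:dkey-33i11.1 (0.435 to 114), g0s2 (17.0 to 1331), si:ch211-284o19.8 (0.870 to 42.4) and zgc:153372 (1.31 to 26.8). The largest falls were BX640512.3 (62.6 to 7.77), acp5a (1057 to 169), si:dkey-30j10.5 (3160.4 to 579), timp4.3 (186 to 36.0) and si:ch73-296e2.3 (50.0 to 9.97). In neutrophil-like cells the rises to 2 dpw were grn1 (4.096 to 1643), pglyrp5 (8.19 to 499.7), lgals9l1 (12.3 to 397), CABZ01088134.1 (4.096 to 337) and slc2a6 (16.4 to 318), and the falls zgc:171509 (14921 to 1169), il4 (1200.0 to 102), cpa5 (2376 to 401), pold1 (283 to 57.2) and si:dkey-21e2.7 (2027 to 424). The unwounded values rest on 55 neutrophil-like cells, and other cell types among them were not sought. Without integration, il4 was also a leading gene of a T cell-like cluster. In fibroblast-like cells the rises to 4 dpw were plaub (2.92 to 179), adamtsl7 (2.47 to 129), thbs4b (34.54 to 1445), ogna (18.2 to 663) and MSMP (0.673 to 21.3), and the falls tat (83.2 to 2.63), chad (78.7 to 2.83), pltp (59.2 to 2.44), col10a1b (4254 to 190.2) and bmp2a (43.7 to 2.04). The level of twist2 in fibroblast-like cells at 4 dpw was 0.601 (0.550 to 0.657) times that of unwounded skin.

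With the study's wider lists, the mean score of fibroblast-like cells was 0.0522, 0.0659, 0.137 and 0.130 for build-up (415 genes) in unwounded skin and at 2, 4 and 6 dpw, and -0.00656, 0.0169, 0.0643 and 0.0478 for breakdown (124 genes). The median ratio on the log2 scale at 4 dpw was -0.05 and 0.43, above 99.7% and 100% of the random lists. At 2 dpw it was -0.186 for build-up, below all random lists, with 160 genes higher and 206 lower, and 0.311 for breakdown, above 99.98% of them. From 4 to 6 dpw it was 0.283 for build-up, above 100% of the random lists, with 254 genes higher and 138 lower, although the mean score fell. Whether the study picked these wider lists from the libraries was not determined.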
